# Deciphering the involvement of the Hippo pathway co-regulators, YAP/TAZ in invadopodia formation and matrix degradation

**DOI:** 10.1038/s41419-023-05769-1

**Published:** 2023-04-25

**Authors:** Jubina Balan Venghateri, Bareket Dassa, David Morgenstern, Michal Shreberk-Shaked, Moshe Oren, Benjamin Geiger

**Keywords:** Extracellular matrix, Breast cancer

## Abstract

Invadopodia are adhesive, actin-rich protrusions formed by metastatic cancer cells that degrade the extracellular matrix and facilitate invasion. They support the metastatic cascade by a spatially and temporally coordinated process whereby invading cells bind to the matrix, degrade it by specific metalloproteinases, and mechanically penetrate diverse tissue barriers by forming actin-rich extensions. However, despite the apparent involvement of invadopodia in the metastatic process, the molecular mechanisms that regulate invadopodia formation and function are still largely unclear. In this study, we have explored the involvement of the key Hippo pathway co-regulators, namely YAP, and TAZ, in invadopodia formation and matrix degradation. Toward that goal, we tested the effect of depletion of YAP, TAZ, or both on invadopodia formation and activity in multiple human cancer cell lines. We report that the knockdown of YAP and TAZ or their inhibition by verteporfin induces a significant elevation in matrix degradation and invadopodia formation in several cancer cell lines. Conversely, overexpression of these proteins strongly suppresses invadopodia formation and matrix degradation. Proteomic and transcriptomic profiling of MDA-MB-231 cells, following co-knockdown of YAP and TAZ, revealed a significant change in the levels of key invadopodia-associated proteins, including the crucial proteins Tks5 and MT1-MMP (MMP14). Collectively, our findings show that YAP and TAZ act as negative regulators of invadopodia formation in diverse cancer lines, most likely by reducing the levels of essential invadopodia components. Dissecting the molecular mechanisms of invadopodia formation in cancer invasion may eventually reveal novel targets for therapeutic applications against invasive cancer.

## Introduction

Tumor metastasis is a complex multi-step process that accounts for the vast majority of all cancer-related deaths [1, 2]. The metastatic invasion process is commonly initiated by the loss of intercellular cohesion in the primary tumor, followed by an invasion of the cancer cells, individually or collectively, into the surrounding tissues [3]. The invasive phase of the metastatic process, whereby the cancer cells penetrate into the nearby extracellular matrix (ECM) and blood vessels, utilizes tightly-coordinated adhesive-proteolytic-protrusive processes, combining integrin-mediated adhesion to the ECM, secretion of matrix metalloproteinases, and activation of cytoskeleton-based protrusive machinery that physically penetrate the surrounding connective tissue [4]. Throughout this process, the metastatic cancer cells sense the properties of the ECM and respond to the chemical and physical cues that eventually guide them to the neighboring vasculature [4].

The mechanical pressure applied by invading cells to the nearby matrix is generated by different membrane protrusions (e.g., filopodia, lamellipodia, ruffles, and invadopodia), the most prominent of which are invadopodia that contain an integrin-based ECM adhesion domain, a protrusive actin-rich core, and diverse proteinases that degrade the matrix [5–8]. Invadopodia were first identified over 30 years ago in embryonic fibroblasts, transformed with Rous Sarcoma Virus [6, 9, 10], and later observed in a wide variety of cancers, including melanoma, head and neck tumors, as well as breast, pancreatic, and prostate carcinomas, to list just a few [11, 12]. Notably, some non-cancerous cells, such as dendritic cells, macrophages, endothelial cells, vascular smooth muscle cells, and osteoclasts, possess similar adhesion structures that are believed to partake in their physiological migratory and tissue remodeling activities [6, 13].

The invadopodia structural core comprises F-actin and several cytoskeleton-modulating and scaffolding proteins (e.g., cortactin, Tks4, Tks5, Wiskott-Aldrich Syndrome Protein (N‑WASP), specific adhesion proteins (mainly integrins), as well as diverse signaling molecules, and their regulators (e.g., the cytoplasmic tyrosine kinase pp60Src, phosphoinositide 3-kinases) and different receptor tyrosine kinases, such as EGFR, PDGFR, and AXL [7, 14]. In addition, invadopodia contain various matrix-degrading proteases such as MT1-MMP (MMP14), MMP2, and MMP9 [6, 15].

Interestingly, despite the central involvement of invadopodia in the metastatic process and the vast effort invested in their characterization, the molecular mechanisms underlying their formation and activation are still poorly understood. Particularly challenging are the processes whereby cancer cells sense their microenvironment and respond to its chemical and mechanical properties (e.g., its rigidity) by activating the signaling networks that trigger invadopodia formation. Recent studies suggested, somewhat indirectly, the involvement of the Hippo-signaling pathway in invadopodia formation. For example, Amotl2 (the angiomotin family member angiomotin-like-2) was shown to localize to podosomes and invadopodia, where it modulates the organization of the actin cytoskeleton [13, 16]. Interestingly, Amotl2 was also shown to regulate the Hippo-signaling pathway by interacting with its transcription co-activator YAP [17]. In mammals, core components of this serine/threonine kinase signaling cascade include MST1 and MST2 and the large tumor suppressor kinases (LATS1 and LATS2) that suppress the activity of the transcriptional activators YAP and TAZ [18]. YAP/TAZ was shown to act as “mechanosensing switches” that respond to the chemical and physical properties of the cell microenvironment by modulating cellular activity and fate [19, 20]. Likewise, invadopodia were shown to interact with the ECM via specific integrin receptors [5–8] and to be affected by the rigidity of the underlying matrix [21]. Yet, specific information on the involvement of the Hippo pathway in invadopodia formation and activity is limited and mostly indirect. YAP was shown to localize to invadopodia in Src-transformed NIH-3T3 fibroblasts [22], though its involvement in the invasive process remains unclear and lacks mechanistic insights. Direct involvement of YAP through a nucleotide exchange factor TIAM1 was recently described [23].

In this study, we explored the possible roles of YAP and TAZ in invadopodia formation and invadopodia-mediated ECM degradation. Towards this aim, we initially screened a panel of 21 cultured cancer cell lines to check their capacity to form invadopodia in vitro and degrade the underlying gelatin ECM. Suppression of YAP, TAZ or both in most of the invadopodia-forming cell lines within this panel enhanced invadopodia formation and function. A similar effect was obtained when these cells were treated with the YAP/TAZ inhibitor verteporfin. Conversely, overexpression of either YAP, TAZ, or both, effectively blocked gelatin degradation. To identify specific invadopodia-associated components that are affected by YAP and TAZ suppression, we conducted proteomic and transcriptomic profiling of MDA-MB-231 breast cancer cells, that demonstrated the most prominent enhancement of invadopodia following YAP/TAZ depletion. Analysis of the proteomic data revealed that 94 proteins were differentially expressed upon the co-knockdown of YAP/TAZ. Among these, nine invadopodia-associated proteins showed significant changes, including an increase in the key core invadopodia components Tks5 and MMP14, which are essential for invadopodia formation [24–27]. Furthermore, transcriptome analysis identified 18 differentially expressed invadopodia-related genes following the co-knockdown of YAP/TAZ in the same cells. Overall, these results show that YAP and TAZ act as negative regulators of invadopodia formation and matrix degradation in multiple cancer cell lines, suggesting a regulatory role for these transcriptional co-activators in cancer invasion and metastasis.

## Materials and methods

### Fluorescence microscopy reagents

Primary antibodies used in this study included; rabbit monoclonal antibody anti-YAP/TAZ (D24E4; Cell Signaling Technology, Catalog No-8418), rabbit polyclonal anti-TKS5 antibody (Santa Cruz Biotechnology, Catalog No: SC-7390), and rabbit polyclonal anti-TKS5 antibody (Merck, Catalog No: 09-403). Secondary antibodies used here included; peroxidase-conjugated goat anti-mouse IgG (Jackson ImmunoResearch Laboratories, Catalog No: 115-035-003), peroxidase-conjugated goat anti-rabbit IgG (Jackson ImmunoResearch Laboratories, Catalog No: 111-035-144), and goat anti-rabbit IgG Alexa Fluor647 (Thermo Fisher Scientific, Catalog No: A32728). F-actin was stained using Phalloidin-tetramethylrhodamine B isothiocyanate (Sigma Aldrich, Catalog No: P1951). Nuclei were stained using 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI; Sigma Aldrich-Aldrich, Catalog No- D9542).

### Cultured cell lines used in this study

Cancer cell lines purchased from the American Type Culture Collection (ATCC) include MDA-MB-231, NCI-H1299, A375, SKOV-3, OVCAR-3, A549, PC3, PANC-1, MDA-MB-468, A2780, HCC1937, and HCC70. Melanoma cell lines 63 T, WM793, CSK-A375, and A2058 were sourced as previously described [28]. Cell lines IGR-1, LOX-IMVI, and Malme-3M were kindly provided by Prof. Yardena Samuels (Weizmann Institute of Science, Rehovot, Israel). UM-SCC-47 line was a kind gift from Dr. Itay Tirosh (Weizmann Institute of Science, Rehovot, Israel). Melanoma cell line SB-2 was a kind gift from Prof. Menashe Bar-Eli (The University of Texas MD Anderson Cancer Center, Houston, TX, USA). Cancer cell lines MDA-MB-231, A375, CSK-A375, WM793, A2058, 63T, IGR-1 LOX-IMVI, SB-2, Malme-3M, SKOV-3, OVCAR-3, A549, PC3, PANC-1, MDA-MB-468 and A2780 were cultured in DMEM, supplemented with 10% FCS (Gibco) 2 mM glutamine, 2 mM NEAA, and 100 U/mL penicillin–streptomycin. Cell lines NCI-H1299, HCC1937, and HCC70 were cultured in an RPMI medium containing 10% FCS (Gibco), 2 mM glutamine, 2 mM NEAA and 100 U/mL penicillin–streptomycin. UM-SCC-47 cell line was cultured in three parts of Hams F-12 nutrient mixture medium and one part of DMEM with 10% FCS (Gibco) and 100 U/mL penicillin–streptomycin. All cell lines were maintained at 37 °C under a humidified atmosphere of 5% CO_2_ and 95% air. All cell lines were routinely tested for mycoplasma using the mycoplasma detection kit, MycoAlert™ (Lonza Nottingham, Ltd). Frozen vials of cell stock were thawed, and cells were cultured for no more than a month for the experiments. Additional information on all the cell lines used in this study is summarized in Table S1.

### Transfection procedures

#### Knockdown experiments

Transfection was performed using siGENOME Human YAP1 siRNA, SMART pool; M-012200-00-0005 and siGENOME Human WWTR1 (TAZ) siRNA, SMART pool; M-016083-00-0005, siGENOME Human SH3PXD2A (TKS5) siRNA, SMART pool; M-006657-02-0005 and siGENOME Human MMP14 siRNA, SMART pool; M-004145-00-0005 (GE Healthcare Dharmacon). siRNA non-targeting pool #2 (GE Healthcare Dharmacon) was used as a control for all the knockdown experiments. The SMART pool and single oligo siRNA sequences used for the experiments are enlisted in the supplementary Tables S2 and S3. The final concentration for each siRNA was 30 nmol/L. The siRNAs were transfected using DharmaFect transfection reagent, according to the manufacturer’s protocol. Fresh medium was added after 6 h to replace the medium with transfection reagent and oligonucleotides. Cells were incubated for 48 h following the siRNA transfection and proceeded for further experiments.

#### Overexpression experiments

IRES-GFP empty vector was sourced as previously described [28]. pcDNA Flag-YAP1 and pcDNA3 Flag-TAZ were obtained as described previously [29]. Tks5 RFP plasmid construct was kindly provided by Sara A. Courtneidge (School of Medicine, Oregon Health & Science University, Portland, OR, USA). MMP14 plasmid-pCMV3-SP-N-Flag was procured from Sino Biological (Catalog No: HG10741-NF). Flag-YAP1 and Flag-TAZ were transfected using the jetPEI transfection reagent (Polyplus-Transfection®) according to the manufacturer’s instructions. The plasmids were purified using Qiagen Maxi Kit and quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Catalog No: ND-2000). Briefly, MDA-MB-231 and NCI-H1299 (0.7 × 10^6^) cells were seeded on a 10 cm cell culture dish and incubated for 24 h. Subsequently, the cells were transfected with empty vector, Flag-YAP1, Flag-TAZ, and Flag-YAP1 plus Flag-TAZ. The final concentration of each plasmid used for overexpression was 10 µg per 10 cm culture dish. For Flag-YAP1 plus Flag-TAZ condition, the total concentration was 20 µg per 10 cm cell culture dish. The cells were then incubated for 48 h before proceeding with further experiments.

### Preparation of gelatin-coated culture plates

The matrix degradation activity of cancer cell lines, tested in this study, was conducted using 2D and rigid tissue culture surfaces to which fluorescently tagged gelatin was covalently bound. The gelatin coating of coating of plates for the matrix degradation assay was conducted as previously described [28]. Briefly, 96 micro-well plates, with a glass-bottom (Thermo Fisher Scientific Catalog No-164588) were treated with 50 mg/mL of poly-L-lysine (Sigma Aldrich, Catalog No-P-4707) prepared as 1:1 mixture with Dulbecco’s Phosphate Buffered Saline (DPBS, Biological Industries, Catalog No-02-023-1A) and incubated for 20 min at room temperature. Then, the poly-lysine solution was removed, and the plate was washed (×3) with DPBS. Porcine skin gelatin (Sigma Aldrich, catalog no. G2500) was prepared in DPBS (2 mg/mL) and filtered through a 0.22-micron Steritop filter (Millipore Fisher Scientific Catalog No-15770319). Gelatin was fluorescently labeled using Alexa Fluor 488 Protein labeling kit (Molecular Probes, Thermo Fisher Scientific) according to the manufacturer’s instructions. The gelatin was subsequently cross-linked using N-(3-Dimethylaminopropyl)-N′-ethylcarbodiimide hydrochloride (EDC hydrochloride) (Sigma Aldrich Catalog No-03450) and N-Hydroxysuccinimide (NHS) (Sigma Aldrich Catalog No-130672), prepared as 10% solutions in ddH_2_O. Subsequently, 96-well glass-bottom plates were coated with 40 µL volume of a mixture (10:1) of unlabeled gelatin and the Alexa Fluor 488 labeled gelatin. For every 100 µL gelatin, the gelatin to cross-linker mixture ratios was (82.5 µL gelatin: 12.5 µL NHS: 5 µL EDC). Subsequently, the gelatin mixture was incubated for 1 h at room temperature. After incubation, the surfaces of the gelatin-coated plates were washed three times with DPBS. One hundred microliters of fresh DPBS solution was added to the wells and UV sterilized for 30 min in the biosafety hood. The plates were then ready to use.

### Gelatin degradation assay

The different cancer cell lines (10^4^) were seeded on the Alexa Fluor 488-labeled gelatin matrix in the 96-well plates and cultured for 5–6 h. The cells were then fixed and stained for F-actin and DAPI, washed with DPBS, and kept wet for imaging. Every experiment was performed in two or more replicate wells for each condition. Z-stack of images was acquired using a WiScan® Hermes Automated High Content Imaging System (IDEA Bio-Medical Ltd) using 40×/0.75 NA air objective. In a single well, images from a total of 36 fields were acquired, and the cells were counted based on the nuclear (DAPI) staining. The degraded gelatin area (µm^2^ per cell) was calculated using the Image J software (rsbweb.nih.gov/ij). All degradation values following treatments were compared to those of control cells cultured on the same plate in every independent set of experiments.

### The effect of EGF stimulation on gelatin degradation

Cancer cell lines (SKOV-3 and OVCAR-3) were grown in a medium containing 10% FBS and serum-starved (0.5% FBS) for 24 h. Subsequently, cells that were cultured in 0.5% FBS were stimulated with hEGF (recombinant EGF) (Sigma Alrdich, Catalog No: E9644) in concentrations (10 and 30 ng/mL) and plated on Alexa 488-gelatin for 5–6 h. The cells were then processed for the gelatin degradation assay as described above.

### The effect of YAP/TAZ inhibitor verteporfin on gelatin degradation

For gelatin degradation, an assay measuring the effect of the YAP/TAZ inhibitor verteporfin (Holland Moran, Catalog No 1711461), MDA-MB-231 and NCI-H1299 cells were seeded on the Alexa Fluor 488-labeled gelatin matrix and cultured for 2 h. Subsequently, the cells were treated either with vehicle (0.1% DMSO) or with different concentrations of verteporfin (final concentration range: 0.5–20 µM) for 4 h. The cells were then fixed and stained for TRITC-Phalloidin and DAPI and imaged using a WiScan® Hermes Automated High Content Imaging System (IDEA Bio-Medical Ltd) under 10×/0.75 NA air objective.

### Immunostaining, microscopy, and image analysis

Cells (10^4^/well) were seeded on the Alexa Fluor 488-tagged gelatin in 96-well glass-bottom plates. At the end of the gelatin degradation experiment (usually 5–6 h after plating) the cells were fixed and permeabilized for 3 min with 3% PFA, 0.5% Triton-X-100, in DPBS followed by 3% PFA for another 30 min. Then, the cells were washed (×3) with DPBS and incubated with the primary antibody for 1 h. Subsequently, the cells were washed with DPBS (×3) and incubated with the appropriate secondary antibody for 30 min. The cells were washed again (×3) with DPBS and kept in DPBS for imaging. The images were acquired using a DeltaVision Elite microscopy system, equipped with a microtiter stage (Applied Precision Inc., Issaquah, WA) with 40×/0.75 air or 60×/1.42 oil objectives (Olympus). All acquired images were analyzed using Image J software (https://imagej.nih.gov/ij/).

### Cell viability assay

A microscopy-based cell viability assay was performed as previously described [30]. Hoechst 33342 (1 µg/mL; ImmunoChemistry Technologies, Bloomington, MN, USA) and propidium iodide (250 ng/mL; Sigma Aldrich, St. Louis, MO, USA) in DMEM were added onto cells and kept in the 37 °C incubator for 45 min. The cells were centrifuged at 1200 rpm for 3 min and then proceeded for imaging. The images were acquired using a WIScan Hermes® microscope with a 10× objective (IDEA Bio-Medical Ltd), and the percentage of live and dead cells was calculated using WiSoft^®^ Athena software (IDEA Bio-Medical Ltd).

### Western blot analysis

Cells plated on a 10 cm cell culture dish were scraped using a cell scraper and suspended in 300 µL ice-cold RIPA buffer. The cell lysates were kept on ice and vortexed at 5-min intervals for over 45 min. Then, the lysates were cleared by centrifugation at 274 × *g* at 4 °C for 10 min. The cell lysates were either freshly examined or stored at –80 °C. The frozen samples were thawed on ice, subjected to 10% polyacrylamide/SDS gel electrophoresis, and subsequently blotted onto Polyvinylidene fluoride (PVDF) membrane (Merck Millipore® Catalog No IPVH00010). The blots were blocked using 5% skimmed milk in Tris Buffered Saline, containing Tween 20, pH 8.0 (TBST) buffer, and probed with primary antibody overnight at 4 °C. They were then washed with TBST buffer ×3 (10 min each) and incubated with HRP-coupled secondary antibody (Jackson ImmunoResearch Laboratories Inc.) for 1 h. Chemiluminescent Super Signal West Pico substrate (Thermo Fisher Scientific, Catalog number: 34579) was used for detecting the bands, and the blots were imaged using ChemiDoc MP Imager and quantified using Image Lab 4.1 software (BioRad, USA).

### Quantitative real-time PCR

RNeasy Mini Kit (Catalog No-74104; Qiagen) was used for isolating total RNA from cells. Total RNA (1–2 µg) was reverse-transcribed using LunaScript™ RT SuperMix Kit (New England Biolabs, Catalog No; E3010S). Quantitative real-time RT-PCR (qRT-PCR) was performed using a Fast SYBR Green Master Mix using the OneStep instrument (Applied Biosystems). The obtained values were normalized to either HPRT1 or GAPDH genes. The primers used for the experiments are enlisted in Supplementary Table S4.

### Preparation of cells for proteomic profiling

For knockdown experiments, MDA-MB-231 (0.7 × 10^6^) cells were seeded on 10 cm cell culture dishes, incubated for 24 h, transfected with siControl, siYAP, siTAZ, and a mixture of siYAP and siTAZ SMARTpools, and further incubated for 48 h. The YAP/TAZ knockdown cells were seeded on unlabeled gelatin-coated 10 cm plates and cultured at 37 °C for 5–6 h. The effect of the treatment on the cells’ gelatin degradation activity was verified, in parallel, by plating a sample of the same cells on Alexa Fluor 488-gelatin plates and measuring their gelatin degradation phenotype. The experimental design consisted of three independent set of experiments for each knockdown condition. The cells were washed with 5 mL cold PBS and then scraped into 1 mL fresh ice-cold PBS, centrifuged at 3000 rpm at 4 °C, and the cell pellets were flash-frozen in liquid nitrogen and stored at −80 °C.

### Sample preparation for proteomic analysis

Frozen cell pellet samples were dissolved in 5% SDS, 50 mM Tris-HCl (pH 7.5) The total protein concentration was measured using a BCA assay. 100 µg of each sample was used for the downstream preparation. Dithiothreitol (DTT) was prepared fresh in 50 mM ammonium bicarbonate, and added to a final concentration of 5 mM. The samples were then incubated at 56 °C for 1 h. Iodoacetamide was prepared fresh in 50 mM ammonium bicarbonate, and was added to final concentration of 10 mM. Samples were incubated in the dark for 45 min. Phosphoric acid was then added to the samples to final concertation of 1%. The samples were mixed with 350 µL of 90% methanol along with 10% 50 mM ammonium bicarbonate, then transferred to the S-trap filter and centrifuged for 1 min at 4000 × *g* and washed 3 times with 400 µL of 90% MeOH + 10% 50 mM ammonium bicarbonate, then centrifuged at 4000 × *g* 1 min. 4 µL of 0.5 µg/µL Trypsin in 125 µL in ammonium bicarbonate (25:1 protein amount: trypsin) was added to the samples. Samples were incubated at 37 °C overnight. The next day, peptides were eluted using 80 µL 50 mM ammonium bicarbonate, which was added to the S-trap cartridge, centrifuged at 4000 × *g* for 1 min into new tubes, and collected the peptides. Then, a second digestion was performed using 4 µL of 0.5 µg/µL trypsin in 50 mM ammonium bicarbonate was added to the eluted samples and incubated at 37 °C for 4 h. Two more elations from the S-trap cartridge were performed. One with 80 µL of 0.2% formic acid, which was added to the S-trap cartridge and spun down at 4000 × *g* for 1 min. The second was done using 80 µL of 50% acetonitrile+0.2% formic acid was added to the cartridge and spun down at 4000 × *g* for 1 min. The three elutions were mixed and dried using a vacuum centrifuge (Centrivac, LabConco).

### Proteomic analysis

The resulting peptides were analyzed using a nanoAcquity liquid chromatography (Waters) coupled with a Q Exactive HF-X (Thermo fisher scientific). Samples were analyzed randomly, loaded on a Symmetry C18 trap column (20 mm × 0.18 mm, 5 µm, Waters), and resolved on an HSS T3 (250 mm × 0.075 mm, 1.8 um, Waters) analytical column at 350 nl/min, using a gradient of 4–27%B (MeCN, 0.1% formic acid) for 155 min. MS1 acquisition was performed at m/z range of 375–1650 m/z at 120,000 resolution (@400 *m*/*z*), allowing Automatic Gain Control (AGC) target of 10^6^ with a maximum Injection Time (IT) of 60 ms. MS2 acquisition was performed on the Top10 ions at Data-Dependent Acquisition (DDA) using Higher-energy Collisional Dissociation (HCD) fragmentation set at 27 Normalized Collision Energy (NCE) acquired at 15,000 resolution (@200 *m*/*z*). IT was set to 60 ms and AGC to 1e5. Dynamic exclusion was set to 30 s with a counter of 1. The resulting data was processed with MaxQuant (v1.6.6.0). The data were searched with the Andromeda search engine against the Human proteome database (SwissProt Nov20) appended with common lab protein contaminants. The following modifications were allowed: fixed carbamidomethylation on C, variable protein N-terminal acetylation, variable deamidation on NQ and variable oxidation on M. The quantification was based on the LFQ method, based on unique peptides.

### Bioinformatics analysis

For each cancer cell line used in this study (See Supplementary Table S1), we retrieved the information concerning the tissue of origin (e.g., primary tumor vs. metastases) from the CCLE database (https://depmap.org/portal/download/). Bioinformatic analysis of the proteomic data of MDA-MB-231 cells was applied on LFQ intensities of 4704 detected proteins. Proteins having at least two one razor and unique peptides were considered, and 37 known contamination were removed from the analysis. For the detection of differential proteins, intensities were log2 transformed and analyzed with ANOVA following a multiple test correction (FDR step-up) using Partek Genomics Suite 7.0. For each pairwise comparison, we considered proteins having at least two valid measurements (out of 3) in both groups and that passed the thresholds of fold change |(log2)| > 1 and *p* value < 0.16. In addition, proteins that were detected in at least 2 replicates in one group and completely absent in the other group were also considered as qualitatively differential proteins. For visualization of the protein expression, heat maps were prepared using Partek Genomics Suite, using log2-transformed LFQ intensities with row standardization (scaling the means of a row to zero, with a standard deviation of 1), and partition clustering using the k-means algorithm (Euclidian method). For volcano plot visualization, missing values were imputed to a value of 15, and new fold change values were calculated with ANOVA and visualized using MATLAB. Principle component analysis (PCA) was calculated using Partek Genomics Suite. For visualization of proteins network, the relations between differential proteins of the double knockdown was inferred with StringDB [31] as a “full STRING network”, and visualized by Cytoscape 3.7.2 [32]. The width of the edges corresponds to the “combined score” or StringDB, and the protein color scale corresponds to their log2 fold change as inferred from the proteomics ANOVA. Proteins that change qualitatively (were detected only in one condition) were assigned an imputed value of ±5. The assignment of proteins belonging to Hippo signaling, cell adhesion, and ECM remodeling pathways was inferred using the GeneCards suite [33]. A list of invadopodia-related proteins was compiled by data mining in the Harmonizome database and the related literature [34–43].

### RNA sequencing

MDA-MB-231 cells (0.7 × 10^6^) were seeded on 10 cm culture dishes and incubated for 24 h. Subsequently, the cells were transfected with SMARTpool siRNA for siControl, siYAP, siTAZ, and siYAPTAZ and incubated for a further 48 h for the knockdown. After the incubation, the knockdown cells were seeded on non-labeled gelatin-coated 10 cm plates and cultured for 5–6 h in an incubator. Subsequently, the culture medium was aspirated, and the cells were given a wash with DPBS. One milliliter of DPBS was added to the plate, and the cells were then scraped using a cell scraper. Then the cells were centrifuged at 3000 rpm at 4 °C. The supernatant was aspirated, and the RNA was extracted from the cell pellet. The RNA extraction was done using RNeasy Mini Kit (Catalog Nos; 74104, 74106 Qiagen) according to the manufacturer’s instructions. The RNA was quantified using Qubit 3 Fluorometer (ThermoFisher scientific, USA) and TapeStation (Agilent Technologies 4200, USA) to assess the purity of RNA. A RIN (RNA Integrity Number) score ranging from 9–10 was obtained for each condition. Then RNA-seq libraries were prepared at the Crown Genomics institute of the Nancy and Stephen Grand Israel National Center for Personalized Medicine, Weizmann Institute of Science. Libraries were prepared using the INCPM-mRNA-seq protocol. Briefly, the polyA fraction (mRNA) was purified from 500 ng of total input RNA followed by fragmentation and the generation of double-stranded cDNA. Afterwards, Agencourt Ampure XP beads cleanup (Beckman Coulter), end repair, A base addition, adapter ligation and PCR amplification steps were performed. Libraries were quantified by Qubit (Thermo fisher scientific) and TapeStation (Agilent). Sequencing was done on a NovaSeq6000 instrument (Illumina) using an SP 100 cycles kit (single read sequencing).

### Transcriptomic analysis

RNA sequencing analysis was done using the UTAP transcriptome analysis user-friendly Transcriptome Analysis Pipeline (UTAP v1.10) transcriptome analysis pipeline (Kohen, Barlev et al. 2019). Reads were trimmed to remove adapters and low quality bases using cut adapt (-a “A pipeline”) [44]. Reads were trimmed to remove adapters and low quality bases using cut adapt (-a “A (10)” -a “T (10)” –times 2 -q 20 -m 25) [45] and mapped to the human genome (GRCh38, GENECODE version 34) using STAR v2.4.2a [46] (using–alignEndsType EndToEnd, –outFilterMismatchNoverLmax. 0.05, –two pass Mode Basic). Reads were counted using STAR, and genes having minimum of five reads in at least one sample were considered. Normalized counts and detection of differential expression were performed using DESeq2 [47] (betaPrior, cooksCutoff, and independent filtering parameters set to False). Differentially expressed genes were selected with absolute fold change (log2) ≥ 1 and adjusted multiple testing *p* value ≤ 0.05 [48]. Matlab was used to generate the volcano plots.

### Statistical analysis

All statistical analysis of the experimental data was performed using the Graph Pad Prism version 8.0.1 for Windows, GraphPad Software, San Diego, CA, USA, www.graphpad.com software. Statistical significance for each experiment is marked in the form of asterisks (*) along with the calculated *p* value for experiments are shown.

## Results

### Differential gelatin degradation and invadopodia formation by a panel of cultured cancer cell lines

Towards the selection of cultured cancer cell lines that would be suitable for testing the involvement of the Hippo pathway in invadopodia formation and matrix degradation, we assembled a panel of 21 cancer cell lines (See Supplementary Table S1). These lines were derived from the following cancers: melanomas (A375, CSK-A375, A2058, WM793, 63-T, IGR-1, Malme-3M, SB-2, LOX-IMVI); breast carcinoma (MDA-MB-231, MDA-MB-468, HCC1937, HCC70); head and neck squamous cell carcinoma (UM-SCC-47); non-small cell lung carcinoma (NCI-H1299); lung adenocarcinoma (A549); ovarian carcinoma (SKOV-3, OVCAR-3, A2780); prostate carcinoma (PC3) and pancreatic cancer (PANC-1). For details on the tissue of origin, site of isolation (primary tumor vs. metastasis), and capacity to degrade gelatin matrix, see Supplementary Table S1. Imaging of the gelatin degradation by the 21 tested cell lines revealed considerable diversity in their basal gelatin degradation and invadopodia formation capacity. Specifically, 12 cell lines display a significant and consistent gelatin degradation activity with an average gelatin degradation score >1 µm^2^/cell (Fig. 1). Quantification of the gelatin degradation by these cell lines pointed to high variability, ranging from an average degradation score of 3 µm^2^/cell to over 100 µm^2^/cell (Fig. 2). It is noteworthy that the 12 “degradation-positive” cell lines were originally derived from melanoma (9/9), breast cancer (1/4), NSCLC (1/1), and squamous cell carcinoma (1/1). Furthermore, all the gelatin degrading cell lines formed conspicuous actin-rich invadopodia, often overlapping with the degraded areas (dark spots) on the gelatin matrix (Fig. 1 and “zoomed-in” images of IGR-1 and SB-2 cells, shown in Supplementary Fig. S1). The nine-cell lines that displayed low or no gelatin degradation (<1 µm^2^/cell) included those derived from ovarian cancer (3/3), breast cancer (3/4), lung adenocarcinoma (1/1), pancreatic carcinoma (1/1), and prostate carcinoma (1/1), (Supplementary Fig. S2). Attempts to stimulate invadopodia formation in of two of these nine “invadopodia-negative” cancer cell lines (SKOV-3 and OVCAR-3) using EGF (10 and 30 ng/mL), see also [49] or YAP/TAZ suppression (see below) did not trigger enhanced invadopodia formation or gelatin degradation in these cells (Supplementary Fig. S3).

**Fig. 1:**
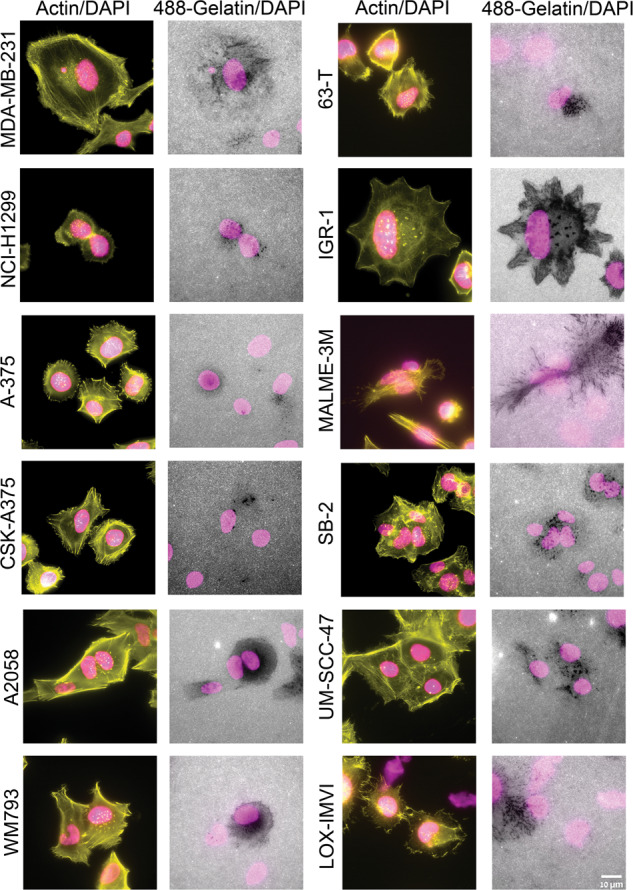
A panel of multi-cancer cell lines screened for gelatin degradation and actin-rich invadopodia structures. Cell lines were cultured on a fluorescently labeled (488) gelatin and cultured for 5–6 h. Subsequently, the cells were fixed and stained for actin (TRITC-phalloidin) and DAPI. Images were acquired under 60×/1.42 oil objective. Among the 21 multi-cancer cell line panel used in the study, 12 cancer cell lines (shown here) were found to be positive for the actin-rich invadopodia appearing as prominent actin-rich dots near the nucleus and gelatin matrix degradation. Scale bar is 10 µm.

**Fig. 2:**
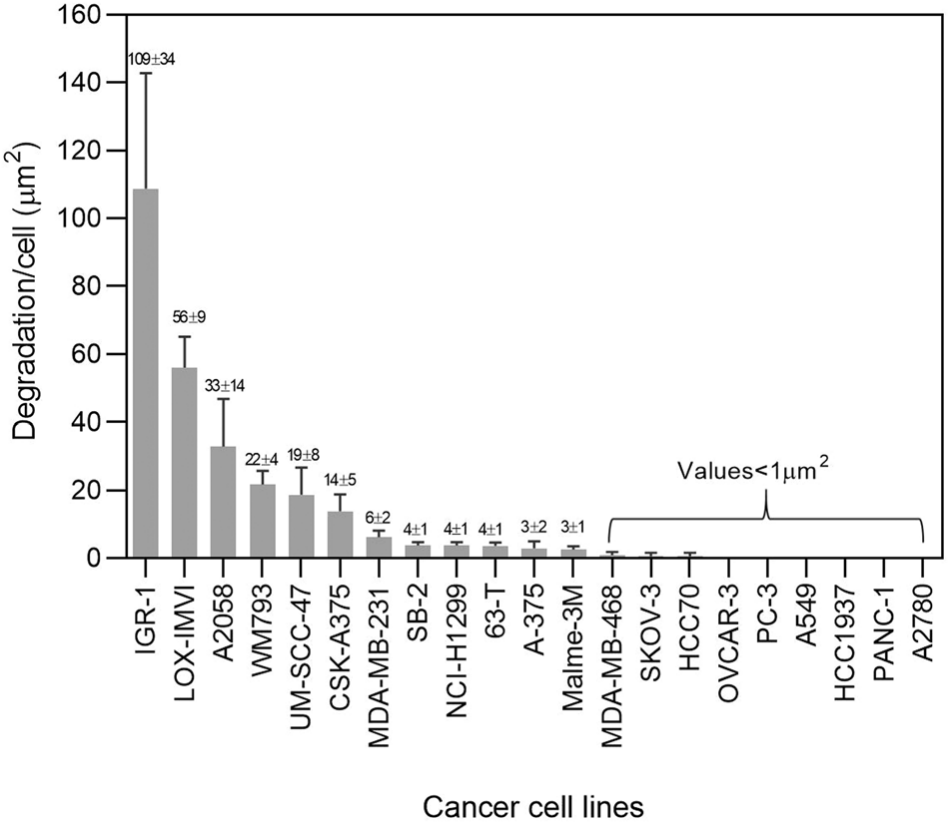
Quantitation of gelatin matrix degradation in a multi-cancer cell line panel. Cells were seeded on FITC labeled gelatin matrix and cultured for 5–6 h. Subsequently, the cells were fixed with 3% paraformaldehyde in PBS and stained for actin and DAPI. Each cell line was seeded in duplicate wells. Images were acquired using 40×/0.75 air objective. 36 fields were imaged per well and the gelatin degradation/cell (µm^2^) was quantitated using ImageJ software. The plot shows the average of four independent data sets with ±SEM. The *p* value was found to be (<0.0001). Four independent sets of experiments were performed and the average plot is shown. These cell lines then served as platform for further experiments in this study.

### Depletion or inhibition of YAP and TAZ in a subset of invadopodia-forming cancer cell lines, enhances invadopodia formation and gelatin degradation

To investigate the involvement of the Hippo pathway in invadopodia formation and function, we subjected the entire panel of the 21 cancer cell lines (both those scored positive and those scored negative for matrix degradation and invadopodia formation) to siRNA-mediated knockdown of YAP, TAZ or both (SMARTpool siRNAs are listed in Table S2). As shown in Supplementary Fig. S4, the 9 cell lines that displayed average gelatin degradation levels below 1 µm^2^/cell remained negative also after YAP and TAZ knockdown and were not further tested in this study.

We then proceeded with testing the effect of YAP/TAZ knockdown on the cell lines that displayed a basal level of matrix degradation, starting with MDA-MB-231 cells. The efficient knockdown of YAP and TAZ in these cells at both mRNA (Supplementary Fig. S5A) and protein (Supplementary Fig. S5B) levels was confirmed. and off-target effects were excluded by the use of individual siRNA duplexes (sequences in Supplementary Table S3). The effect of YAP/TAZ suppression in these cells on the gelatin degradation score is shown in Supplementary Fig. S6. Quantifying these results pointed to a significant increase in matrix degradation following the knockdown of both YAP and TAZ (about 4-fold). Suppression of either YAP or TAZ yielded a more modest yet consistent elevation of matrix degradation (Fig. 3A and quantified in Fig. 3C). We further confirmed that YAP and TAZ knockdown led to over 3-fold increase in the percentage of invadopodia-forming cells (Fig. 3D) and a similar increase in number of invadopodia per cell (Fig. 3E). The quantification of actin-rich invadopodia was based on supervised segmentation of phalloidin-labeled cells (see Materials and Methods). To further confirm that the segmented actin-rich dots are indeed bona fide invadopodia, we labeled the cells for Tks5, a highly specific invadopodia component. A comparison of the actin labeling and the Tks5 labeling confirmed that the actin-rich structures are genuine invadopodia (Fig. 4).

**Fig. 3:**
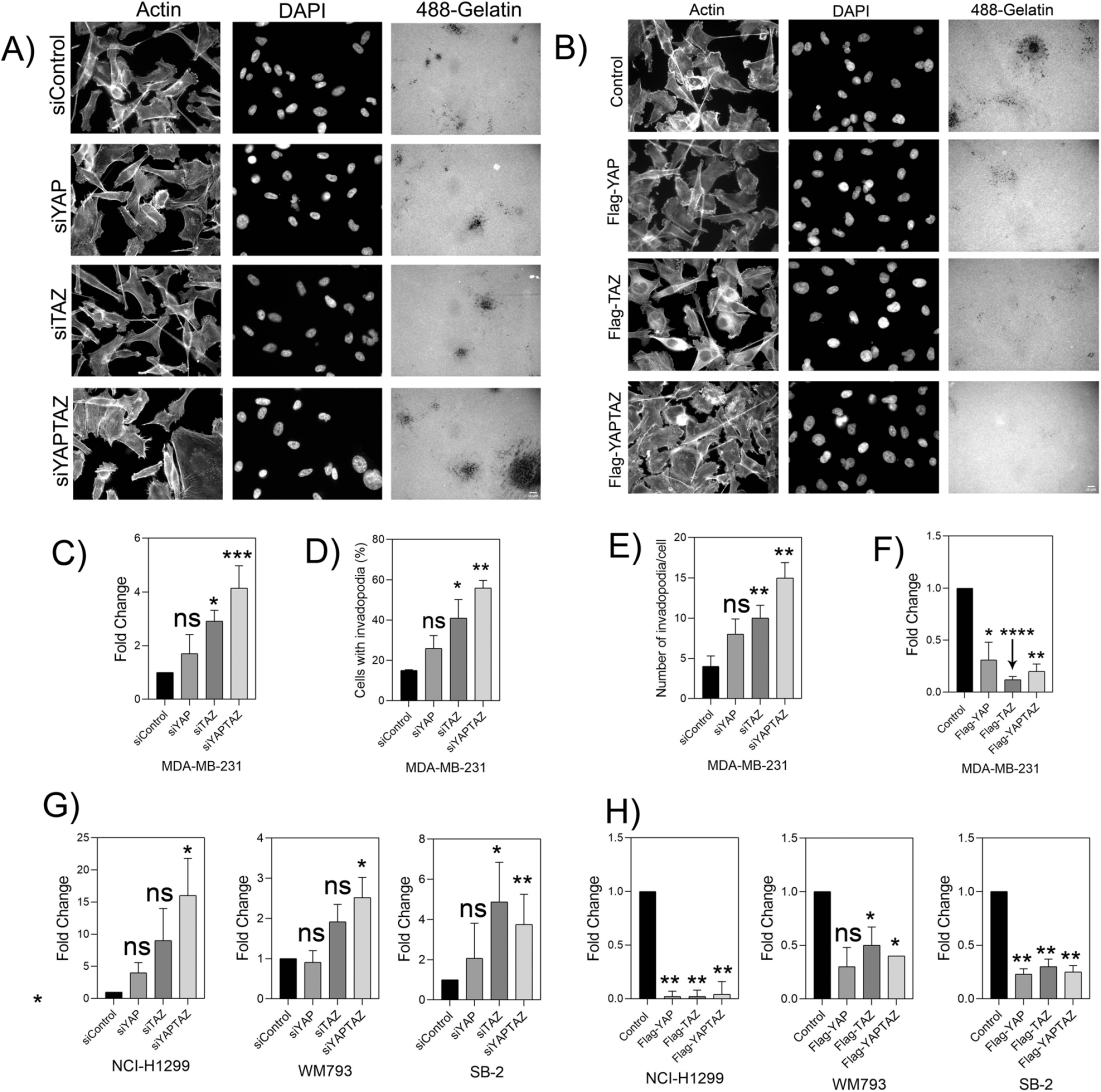
Knockdown of YAP/TAZ elevates gelatin matrix degradation and invadopodia formation in MDA-MB-231. **A** YAPTAZ was knockdown for 48 h using SMART pool siRNA. The knockdown cells were then seeded on Alexa Fluor 488-labeled gelatin matrix and cultured for 5–6 h. Cells were fixed and stained for actin and DAPI. Z-stack of images for actin, DAPI and Alexa Fluor 488-gelatin were captured under 40× (0.75) air objective using a WIScan Hermes® microscope (IDEA Bio-Medical Ltd). Four independent set of experiments were performed. A representative panel of the captured images are shown. Scale bar is 10 µm. **B** Cells were overexpressed with empty vector control, Flag-tagged YAP, TAZ and YAP + TAZ plasmids and incubated on Alexa Fluor 488-gelatin for 5–6 h. Cells were fixed and stained for actin and DAPI. Z-stack of images for actin, DAPI and Alexa Fluor 488-gelatin were captured under 40× (0.75) air objective using a WIScan Hermes® microscope (IDEA Bio-Medical Ltd). Four independent set of experiments were performed. A representative panel for the images of one of the set is shown. Scale bar is 10 µm. **C** Fold change obtained from the values for gelatin degradation/cell (µm^2^) is plotted for each treatment condition. The significance values calculated by paired *t* test was (Control vs siYAP) ns, not significant, (Control vs siTAZ) *P value < 0.00330, (Control vs siYAP + TAZ) ***P value < 0.0008. The *P* value was **** <0.0001 by one-way ANOVA for treatment conditions when compared to control. **D** An average plot (Mean ± SEM) of percentage of cells with invadopodia counted for each treatment condition is shown. The significance values for the treatment conditions as calculated by paired *t* test was (Control vs siYAP) ns, not significant, (Control vs siTAZ) *P value < 0.0039, (Control vs siYA*P* + TAZ) **P value < 0.0021. *P* value was *, 0.0251 for treatment conditions when compared to control as determined by one-way ANOVA. **E** An average plot (Mean± SEM) of number of invadopodia/cell counted for each treatment condition. The significance values for the treatment conditions as calculated by paired *t* test was (Control vs siYAP) ns, not significant, (Control vs siTAZ) **P value < 0.0032, (Control vs siYAP + TAZ) **P value < 0.0020. *P* value was *, 0.0116 for treatment conditions when compared to control as determined by one-way ANOVA **F** An average plot of gelatin degradation/cell (µm^2^) with (Mean± SEM) for each treatment condition after overexpression of YAP, TAZ or both is shown. The significance values for the treatment conditions as calculated by paired *t* test was (Control vs siYAP) *, 0.0264, (Control vs siTAZ) ****, *P* value < 0.0001, (Control vs siYAP + TAZ)**, *P* value < 0.0019. *P* value was *, 0.0197 for treatment conditions when compared to control as determined by one-way ANOVA. **G** Fold change obtained from the values for gelatin degradation/cell (µm^2^) for different cancer cell lines after knockdown of YAP, TAZ or both are shown. Data is average (Mean ± SEM) of three independent sets of experiments. (NCI-H1299- ns, not significant, *P value 0.0146 for treatment conditions when compared to control as determined by one-way ANOVA), WM793-*, *P* value 0.0040 for treatment conditions when compared to control as determined by one-way ANOVA, SB-2-* *P* value 0.0197, **, 0.0052 for treatment conditions when compared to control as determined by one-way ANOVA, UM-SCC-47-*** *P* value 0.004, * *P* value 0.0153, ** 0.0023 for treatment conditions when compared to control and as determined by one-way ANOVA. **H** Fold change obtained from the values for gelatin degradation/cell (µm^2^) for different cancer cell lines after overexpression with YAP, TAZ or both are shown.. Data is average (Mean± SEM) of four independent sets of experiments. (NCI-H1299-**, *P* value 0.0082 for treatment conditions when compared to control as determined by one-way ANOVA), WM793-*, *P* value 0.00373 for treatment conditions when compared to control as determined by one-way ANOVA, SB-2-**, *P* value 0.0041 for treatment conditions when compared to control as determined by one-way ANOVA, UM-SCC-47 ns, not significant, * *P* value 0.0148, * *P* value 0.0305 for treatment conditions when compared to control as determined by one-way ANOVA after overexpression with YAP, TAZ or both are shown.

**Fig. 4:**
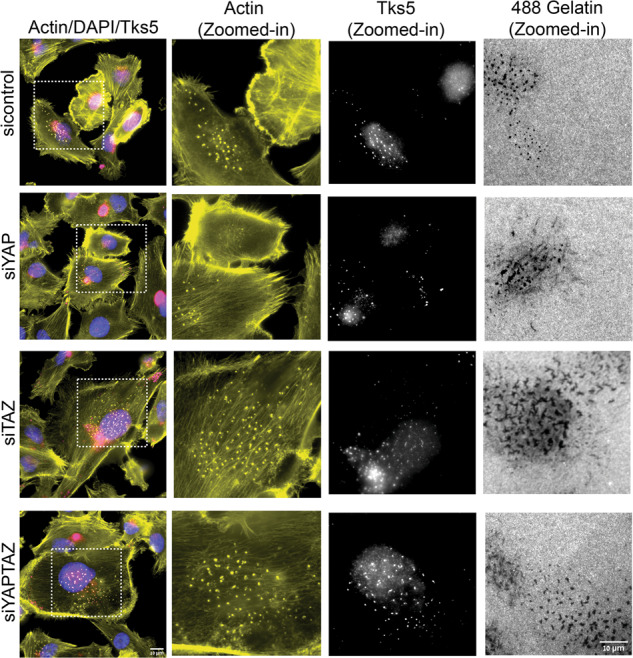
Knockdown of YAP, TAZ or YAP + TAZ in MDA-MB-231 causes elevation in gelatin degradation and invadopodia. MDA-MB-231 cell lines were knockdown for siControl, siYAP, siTAZ and siYAP+TAZ and incubated on Alexa Fluor 488-gelatin for 5–6 h. Cells were fixed and stained for actin, DAPI, and invadopodia-specific marker Tks5. Cells in the first panel are marked with dotted line white boxes displaying actin (yellow), Tks5 dots (white) and corresponding dark gelatin degradation areas as zoomed-in images are shown.

Similar trends, albeit with varying intensities, were also observed in the other cancer cell lines, primarily NCI-H1299, WM793 and SB-2 (Fig. 3G), and partially in UM-SCC-47 (Supplementary Fig. S7). Notably in most of the tested lines, suppression of TAZ displayed stronger effect on invadopodia, that that of YAP, and maximal increase in invadopodia formation and degradation activity were obtained upon suppression of both YAP and TAZ. Other cell lines (e.g. A375, CSK-A375, A2058) were not affected by YAP/TAZ suppression (Supplementary Fig. S7). The results presented in Fig. 3 and Supplementary Fig. S7 were obtained from 300–400 cells/condition, and indicated a significant increase in the percentage of invadopodia containing cells in NCI-H1299 (siControl-26%, siYAP-37%, siTAZ-49%, siYAPTAZ-50%) WM793 (siControl-69%, siYAP-79%, siTAZ-84%, siYAPTAZ-88%), SB-2 (siControl-37%, siYAP-45%, siTAZ-51%, siYAPTAZ-59%) respectively. In addition, we noticed a significant increase in the average number of invadopodia in those cells (NCI-H1299: siControl-8 ± 2, siYAP-10 ± 3, siTAZ-19 ± 5, siYAPTAZ-23 ± 3; WM793: siControl-18 ± 4, siYAP-20 ± 4, siTAZ-25 ± 6, siYAPTAZ-42 ± 5; SB-2: siControl-14 ± 2, siYAP-17 ± 5, siTAZ-26 ± 5, siYAPTAZ-34 ± 5.

As a complementary approach to YAP/TAZ downregulation, we treated the cells with verteporfin, a potent inhibitor of YAP and TAZ [50, 51]. Exposure of MDA-MB-231 cells for 6 h to increasing concentrations of verteporfin (0.5–20 µM) had no apparent effect on cell viability. However, treatment with 10 and 20-µM verteporfin resulted in a 3- and 9-fold elevation, respectively, in the gelatin degradation activity (Fig. 5). This further supports the notion that YAP and TAZ suppress invadopodia formation and matrix degradation. Together these experiments show that both YAP and TAZ have a capacity to suppress invadopodia-mediated matrix degradation.

**Fig. 5:**
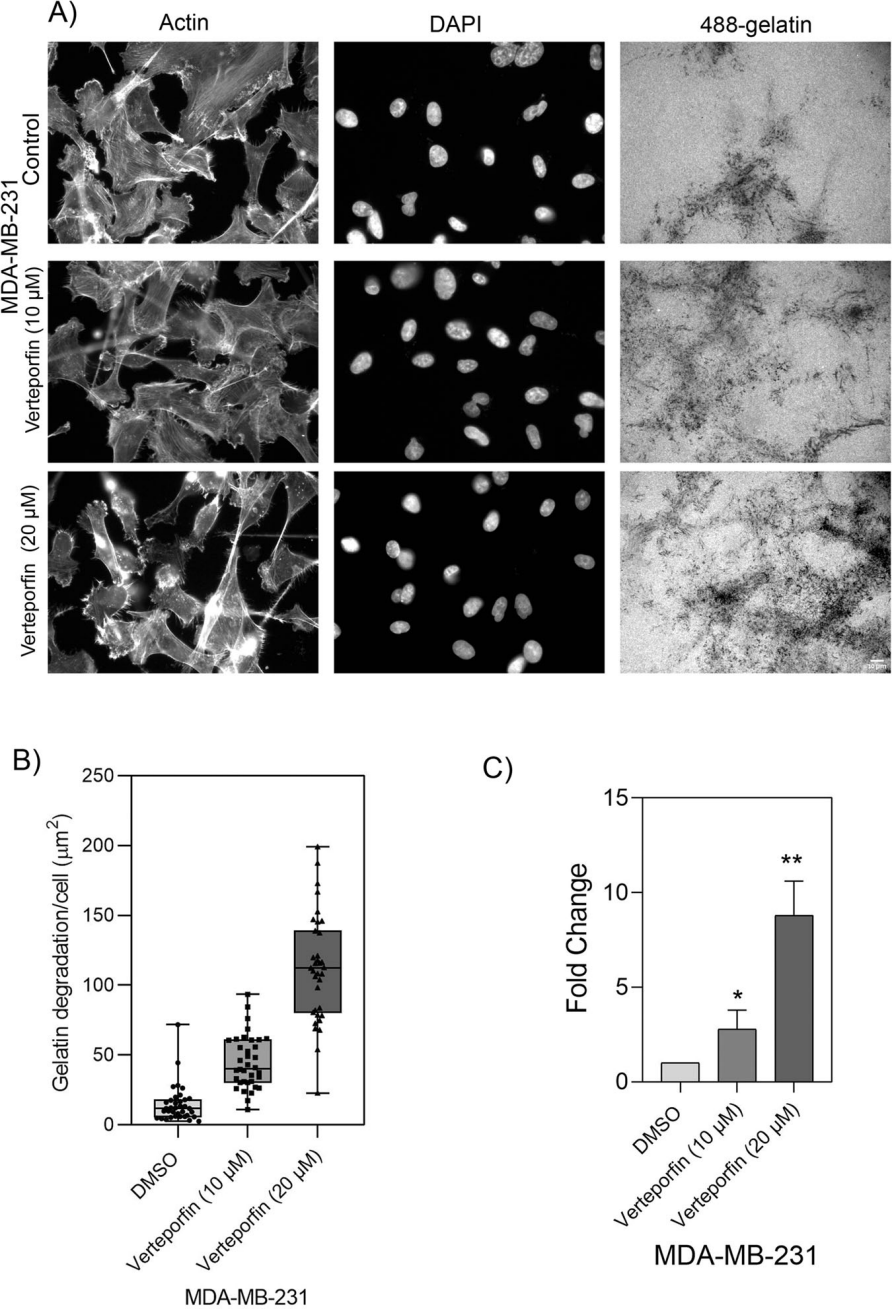
Verteporfin inhibitor causes elevation in gelatin degradation in MDA-MB-231 cell line. MDA-MB-231 cell line was treated with vehicle control, 10 and 20 µM of verteporfin and incubated for 5–6 h on Alexa 488-labeled gelatin. Z-stack of images for actin, DAPI and Alexa Fluor 488-gelatin were captured under 40 × (0.75) air objective using a WIScan Hermes® microscope (IDEA Bio-Medical Ltd). Four independent set of experiments were performed. **A** A representative panel of images for each treatment condition are shown. Scale bar is 10 µm. **B** An average plot of gelatin degradation/cell (µm^2^) with ± SEM for each treatment condition is shown. **C** Fold change obtained from the values for gelatin degradation/cell (µm^2^) is plotted for each treatment condition. The significance values for the treatment conditions was calculated by two-tailed *t* test. **P value < 0.0033, *P value < 0.0408. *P* value < 0.0012 (**) as determined by one-way ANOVA.

### Overexpression of YAP and TAZ suppresses extracellular matrix degradation

The results presented above, indicating an increase in invadopodia following YAP/TAZ suppression, suggest, indirectly, that these molecules suppress invadopodia-mediated matrix degradation. To substantiate this notion, we overexpressed Flag-tagged YAP, TAZ, or both in the vast majority of the invadopodia-forming lines (MDA-MB-231, NCI-H1299, WM793, SB-2, A375, CSK-A375, A2058, UM-SCC-47, LOX-IMVI, MALME-3M), and tested the effect of the overexpression on invadopodia activity (Western blot validation of the expression of YAP and TAZ is shown in Fig. S5C). As shown in Fig. 3B and quantified in Fig. 3F, H, overexpression of YAP, TAZ, and particularly both together, led to a substantial reduction in gelatin degradation as compared to the empty vector control. In addition, overexpression of YAP, TAZ or both significantly reduced the percent invadopodia-forming cells and the number of invadopodia/cell in the tested cell lines.

Testing of the effect of YAP/TAZ overexpression on invadopodia formation in cells that displayed poor or no response to YAP/TAZ suppression is presented in Supplementary Fig. 7. As shown, those cells that were not affected by YAP/TAZ suppression (A375, CSK-A375, A2058), were not affected by the overexpression of these molecules. UM-SCC-47, that displayed enhanced response to knockdown of YAP and YAP + TAZ (but not of TAZ) alone, was effectively suppressed by overexpression of YAP, TAZ and both (Supplementary Fig. 7). Invadopodia formation in LOX-IMVI and MALME-3M was not suppressed by overexpression (Supplementary Fig. S7) Overall, our results indicate that YAP and TAZ inhibit invadopodia formation in multiple cancer cell lines.

### Proteomic profiling of YAP/TAZ knockdown in MDA-MB-231 cells

To identify downstream molecular targets underlying the apparent suppressive effect of YAP and TAZ on invadopodia formation and degradation, we conducted proteomic profiling in MDA-MB-231 cells, which showed the most prominent results. Specifically, the samples subjected to the proteomic analysis consisted of three independent sets of experiments involving: (1) untransfected control cells; (2) siControl (“transfection control”), (3) siYAP, (4) siTAZ, (5) siYAP + siTAZ. This proteomic profiling yielded quantitative data for 4667 proteins (see Supplementary Table S5). Principal component analysis (PCA) of the data revealed that, overall, the control groups (siControl) could be well separated (with PC1) from the sample groups (siYAP, siTAZ, siYAP + TAZ) and that the double knockdown was clearly separated from the single knockdown replicates (Supplementary Fig. S8A). Differences in protein expression between the experimental groups were evaluated with ANOVA, using thresholds as described in “Materials and methods”. Comparison of the analyses of the “non-transfected” and siControl-transfected cells resulted in only a few (16) differential proteins between the two control groups, suggesting that the transfection might have a small, negligible effect. Thus, further analyses of the knockdown effects were conducted by comparing the siControl and the “Hippo-suppressed” groups (siYAP, siTAZ, siYAP + siTAZ). Altogether, the proteomic profiling analysis detected 122 proteins that were differentially affected upon silencing of either YAP (29 proteins) or TAZ (27 proteins), and a more pronounced effect was detected upon co-knockdown of YAP + TAZ (94 proteins, Supplementary Table S6 and Supplementary Fig. S9). A Venn diagram showing the overlap of differentially expressed proteins in each condition is shown in Supplementary Fig. S10. Among the differentially expressed proteins in the double knockdown were proteins known to be involved in the Hippo-signaling pathway, such as TGFB2, AJUBA, FRMD6, YAP1, SERPINE1, and proteins associated with cell adhesion and ECM remodeling pathways (e.g., SERPINE1, THBS1, COL6A1, MMP14, TIMP3, LAMA5, ITGB5). These results support the role of the Hippo pathway in molecularly regulating ECM degradation.

### YAP and TAZ modulate the levels of key invadopodia-associated proteins

To determine whether knockdown of YAP + TAZ affects the levels of invadopodia-associated proteins, we compiled a list of proteins associated with invadopodia structure and functionality (Supplementary Table S7). The list was primarily based on the scientific literature [35, 40–42], the *Harmonizome* database [34], and selected proteomic reports [36–39, 43]. Given that these resources are based on data obtained by different methods, diverse cell types, and that association with invadopodia (e.g., structural, functional, and regulatory) was not strictly and uniformly defined, our list is rather comprehensive, albeit with limited editing. This crude list comprises diverse proteins, including membrane receptors, cytoskeletal proteins, adapter proteins, proteinases, and other enzymes, along with the components of different signaling networks. Notably, co-knockdown of YAP and TAZ in the MDA-MB-231 cell line revealed significant differential expression of nine invadopodia-associated proteins (Fig. 6). Of those, seven proteins (ADAM19, DIAPH2, GSN IDH1, ITGB5, MMP14 (MT1-MMP), and SH3PXD2A (commonly referred to as Tks5)) were upregulated whereas two proteins (SERPINE1 and AKAP12) were downregulated. The majority of these proteins are known to play key roles in invadopodia formation, matrix degradation, matrix adhesion and organization of the actin cytoskeleton (see Figs. 6, 7 and Supplementary Table S8).

**Fig. 6:**
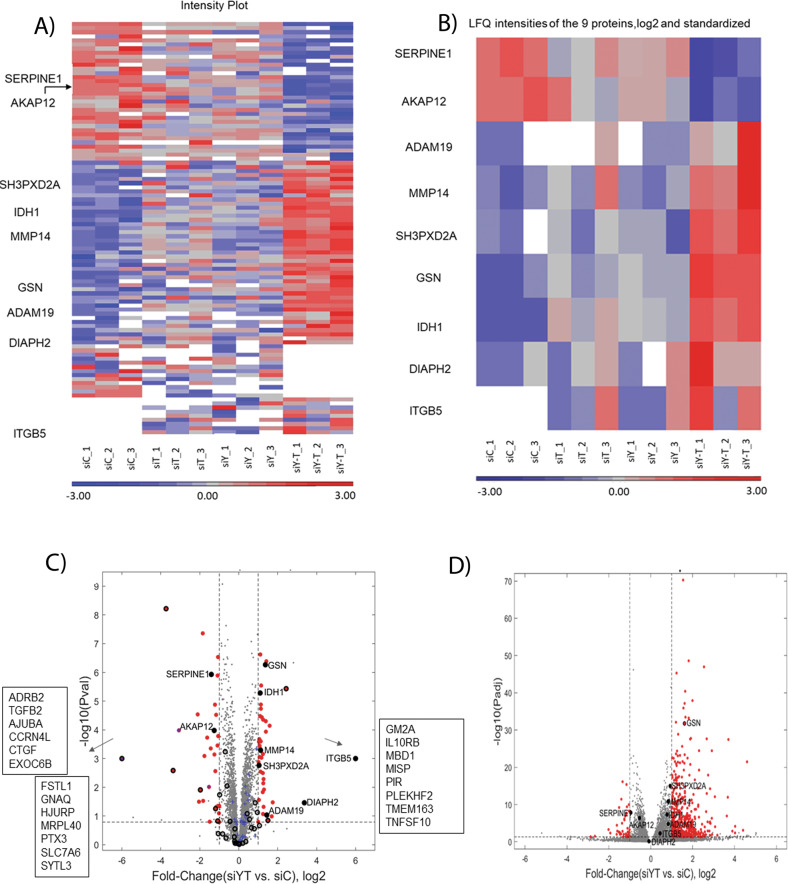
Protein profiling results after knockdown of YAP, TAZ or both in MDA-MB-21 cell line. **A** A heatmap of the expression levels of 122 differential proteins obtained from the proteomic profiling for each treatment condition with three independent sets of experiments are shown. LFQ intensities were log2 transformed and standardized. Missing values are shown in white. **B** A heatmap of the nine invadopodia-related proteins that were differentially expressed proteins after co-knockdown of YAP + TAZ. **C** Volcano plot from protein profiling results showing significantly differential proteins marked as red dots indicating up-regulation of proteins such as ADAM19, DIAPH2, GSN, IDH1, ITGB5, MMP14 (MT1-MMP), SH3PXD2A on the right side whereas downregulation of proteins AKAP12 and SERPINE1 on the left side. Proteins that changed qualitatively in the analysis are listed in boxes Blue crosses indicate hippo-signaling pathway proteins detected from the protein profiling results. Black empty circles denote proteins that were detected in the single knockdown of either YAP or TAZ. **D** Volcano plot for the genes obtained from the transcriptome analysis. Red dots indicate differentially expressed genes.

**Fig. 7:**
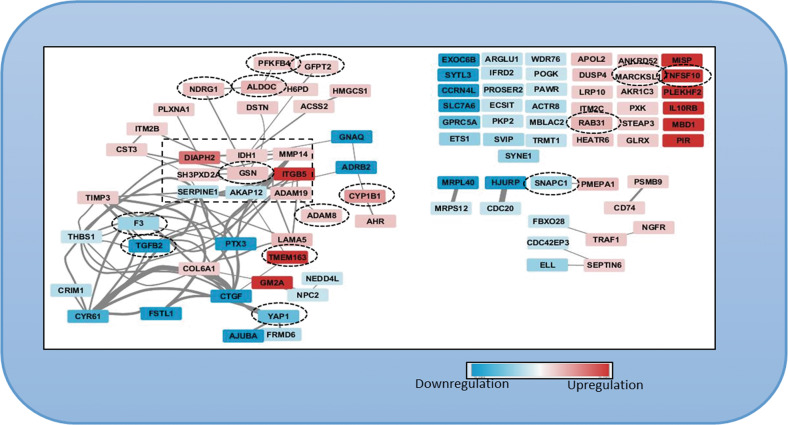
Network of 94 invadopodia-specific proteins resulting from the protein profiling analysis after co-knockdown of YAP + TAZ in MDA-MB-231 cell line. Invadopodia-specific proteins that were upregulated (red) and downregulated proteins (blue) are shown. Sixty-three proteins had either functional or physical protein associations whereas 38 proteins did not have a known protein association. Proteins differentially expressed in both proteomics and transcriptomic profiling are encircled in black dotted boxes.

To directly validate the mechanistic relevance of YAP/TAZ-mediated suppression of TKS5 and MMP14 levels on invadopodia activity in MDA 231 cells, we have tested the effect of knockdown each of these invadopodia-associated proteins, or both on the gelatin degradation levels in untreated or siYAP + TAZ-knockdown cells. As shown in the Supplementary Fig. S11A knockdown of YAP + TAZ in MDA-MB-231 cells increased invadopodia activity 3.8 fold, consistent with Fig. 3. Co-suppression of either TKS5 or MMP14 in both untreated and siYAP + TAZ completely abolished the gelatin degradation by the cells, indicating that each of these two invadopodia components is essential for invadopodia activity, both in the presence or absence of YAP and TAZ. We further tested if both TKS5 and MMP14 can restore invadopodia activity in YAP + TAZ overexpressing cells. As shown in Supplementary Fig. S11B, overexpression of YAP + TAZ suppressed invadopodia activity, consistent with Fig. 3. Overexpression of TKS5 or MMP14 in untreated MDA-MB-231 cells increased gelatin degradation by 5.5 ± 1 and 4.6 ± 0.3-fold, respectively. Interestingly, overexpressing TKS5 in YAP + TAZ overexpressing cells restored invadopodia activity, while MMP14 failed to restore gelatin degradation.

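MDA-MB-231 cells, an established human breast cancer cell line, were left untransfected (Control) or transfected with a non-targeting siRNA pool (siControl), a pool of siRNAs against YAP1 (siYAP), a pool against WWTR1, the gene that encodes TAZ (siTAZ), or both pools (siYAP+TAZ). Each pool was used at 30 nM, so the siYAP+TAZ cells received 60 nM of siRNA in total, and these 5 groups do not separate the larger total amount from the co-knockdown. After 48 h of knockdown, the cells were kept on gelatin for 5 to 6 h before RNA was extracted. Each group had 3 libraries, numbered 16, 21 and 26 (Control), 17, 22 and 27 (siControl), 18, 23 and 28 (siYAP), 19, 24 and 29 (siTAZ) and 20, 25 and 30 (siYAP+TAZ). The authors sequenced polyadenylated RNA as single reads on a NovaSeq, aligned the reads to GRCh38 with STAR and deposited the number of reads counted on each gene, without normalization. Whether the counting used the strand of the reads is not stated. Values of all genes that overlap a gene on the opposite strand therefore carry that limit, and the overlap is given beside some of them only. Among the others, it covered 18.4% of the exonic bases of MMP9, 12.8% of CYP1B1 and 11.6% of TGFB2. It covered 11.3% of ALDOC, 10.8% of TUBA1A, 10.1% of YAP1 and 9.05% of WWTR1, and less of further named genes. The total count on genes ranged from 19067397 to 23502695 in Control (median 20277068), from 22902846 to 27618692 in siControl (median 25880871), from 22677782 to 30107312 in siYAP (median 29207615), from 18696737 to 27398015 in siTAZ (median 20147681) and from 19445379 to 25583102 in siYAP+TAZ (median 21589545). From these counts, gene expression was compared with edgeR's quasi-likelihood test after TMM normalization, in one fit over all 15 libraries. All 18858 genes of the deposited table had at least 5 reads in at least 1 library, the minimum given in the methods, and all were tested. A gene was taken as differentially expressed at the thresholds of the methods, an adjusted p of at most 0.05 with the Benjamini-Hochberg method and an absolute log2 fold change of at least 1. Normalized counts are counts divided by the library's TMM-scaled size relative to the mean library. Gene coordinates are those of GRCh38 in GENCODE release 44, which matched 15574 of the 18858 genes, whereas the authors counted on release 34. With 3 libraries per group, the spread of each gene is estimated from few values, and for several genes 1 library decides whether the thresholds are passed.
The RNA of the targeted genes was examined first in every library. YAP1 lies on chromosome 11 from 102110447 to 102233424. Its normalized counts were 4431, 4333 and 4202 in siControl libraries 17, 22 and 27, and 1013, 2764 and 761 in siYAP libraries 18, 23 and 28, which is 23.4%, 64.0% and 17.6% of the siControl mean. The log2 fold change was -1.51 (SE 0.37, edgeR adjusted p = 0.099), and the SE reflects library 23, in which YAP1 stayed higher than in the other siYAP libraries. Without siYAP 23, the log2 fold change was -2.27 and passed both thresholds. In siYAP+TAZ libraries 20, 25 and 30, the YAP1 counts were 2240, 2202 and 1796, with a log2 fold change of -1.06 (SE 0.37, edgeR adjusted p = 0.072). WWTR1 lies on chromosome 3 from 149517235 to 149736714 on the minus strand. Its normalized counts were 1995, 1850 and 1579 in siControl and 828, 254 and 521 in siTAZ libraries 19, 24 and 29, which is 45.8%, 14.1% and 28.8% of the siControl mean. The log2 fold change of WWTR1 in siTAZ was -1.74 (SE 0.31, edgeR adjusted p = 0.019). It was no longer past the thresholds without siControl 17 (-1.67), siControl 22 (-1.73) or siTAZ 29 (-1.72). In siYAP+TAZ, WWTR1 had 1133, 1123 and 1284 normalized counts and a log2 fold change of -0.62 (SE 0.30, edgeR adjusted p = 0.20). The fit shares the spread of a gene over all groups. The SE of YAP1 and WWTR1 in siYAP+TAZ therefore also holds the scatter of the single knockdowns. With only the groups compared in the fit, YAP1 had -1.05 in siYAP+TAZ (edgeR adjusted p = 2.8e-05). WWTR1 in siYAP+TAZ passed both thresholds under no alternative. Neither gene fell with the pool against the other gene, with a log2 fold change of 0.09 for YAP1 in siTAZ (SE 0.36, edgeR adjusted p = 0.94) and of -0.014 for WWTR1 in siYAP (SE 0.30, edgeR adjusted p = 0.996). Set directly against the matching single knockdown, siYAP+TAZ had a log2 fold change of 0.45 for YAP1 (SE 0.37, edgeR adjusted p = 0.57) and of 1.13 for WWTR1 (SE 0.31, edgeR adjusted p = 0.065), neither past the thresholds. All siYAP and siYAP+TAZ libraries had less YAP1 RNA, and all siTAZ and siYAP+TAZ libraries less WWTR1 RNA, than every siControl library.

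**Figure D1:**
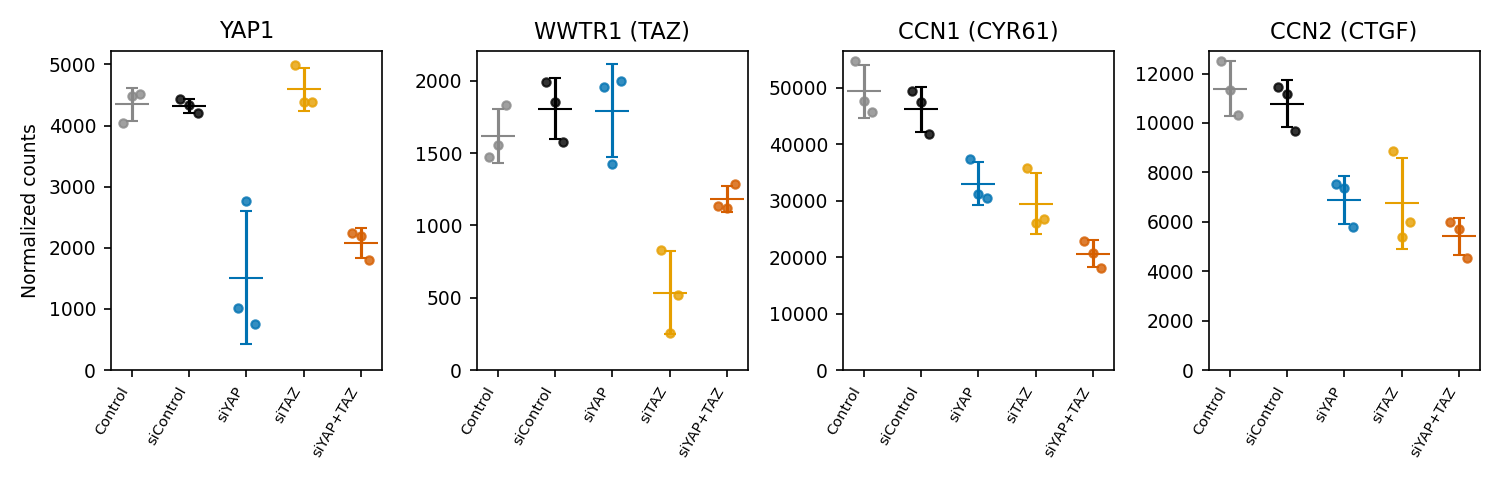
Normalized counts of YAP1, WWTR1, CCN1 and CCN2 (y axis, from 0) in each library of the 5 groups (x axis), with points for single libraries, a horizontal line for the mean and an error bar for the SD (n = 3). The YAP1 count of siYAP library 23, 2764, lies apart from the 1013 and 761 of the other siYAP libraries, and the siYAP+TAZ libraries lie between 1796 and 2240 for YAP1 and between 1123 and 1284 for WWTR1.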

To determine whether the changes in the invadopodia-associated proteome described here were regulated at the transcriptional or the post-transcriptional levels, we conducted transcriptomee profiling after co-knockdown of YAP and TAZ in MDA-MB-231 cells (Supplementary Table 9). 

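Principal component analysis was run on the log2 CPM (TMM, prior count 2) of the 18858 genes in the 15 libraries, centred per gene. Component 1 held 21.2% of the variance and component 2 17.6%. On component 1, the siControl libraries lay between -23.4 and -17.1, the siYAP libraries between -10.1 and 11.6, the siTAZ libraries between -2.65 and 21.6 and the siYAP+TAZ libraries between 30.3 and 44.2. No knockdown group overlapped siControl on this component. The difference of the mean from siControl was 20.3 for siYAP, 32.9 for siTAZ and 56.4 for siYAP+TAZ, each with a two-sided exact permutation p of 0.1, the smallest p that 3 libraries against 3 allow. Within each run of consecutive library numbers (16 to 20, 21 to 25 and 26 to 30), every knockdown library lay above the siControl library and siYAP+TAZ lay highest. The untransfected Control libraries, between -34.2 and -15.6, overlapped siControl (two-sided exact permutation p = 0.4). On component 2, every group overlapped siControl, with two-sided exact permutation p between 0.3 and 0.9. There, libraries 26 to 30 and siTAZ 24 had values of -6.54 or lower and the other libraries values of 4.21 or higher. The alternative that moved the shares of variance most was the use of the authors' deposited rlog values, with 37.6% on component 1 and 24.5% on component 2.

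**Figure D2:**
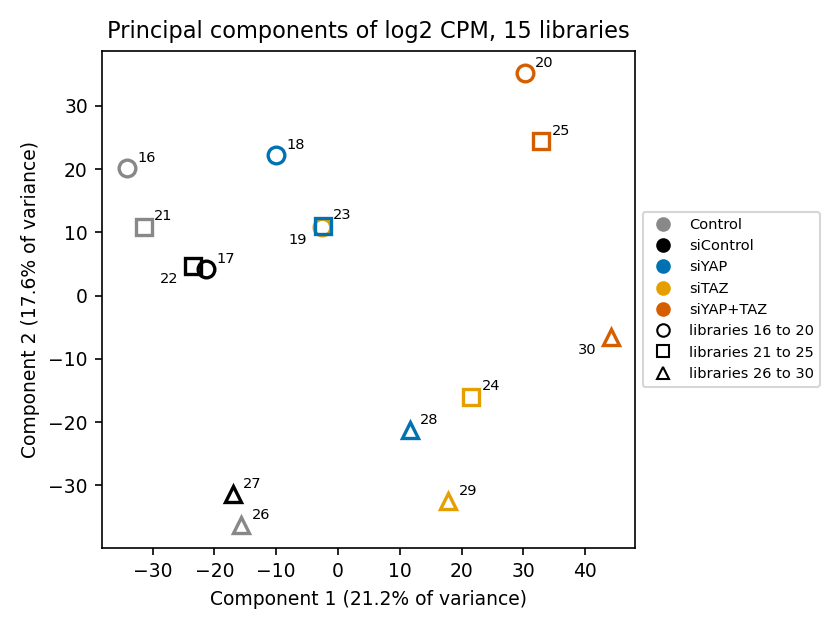
Component 1 (x axis) and component 2 (y axis) of the 15 libraries, with the percent of variance on each axis, colours for the 5 groups and marker shapes for library numbers 16 to 20, 21 to 25 and 26 to 30. The siYAP+TAZ libraries lie at 30.3 to 44.2 on component 1, to the right of all others, and component 2 separates libraries 26 to 30 and siTAZ 24 from the rest.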

PCA analysis of the RNA sequencing results showed good separation between the siControl group and the treated groups (siYAP, siTAZ, siYAP+TAZ) (Fig. S8B). Similar to the protein profiling results, a more pronounced differential effect of YAP + TAZ knockdown on gene expression was observed, affecting 580 genes. 

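In siYAP+TAZ against siControl, 652 of the 18858 genes tested passed both thresholds, 592 of them higher and 60 lower. For 636 of these genes (97.5%), all 3 siYAP+TAZ libraries lay on the same side of all 3 siControl libraries, against 36.4% of all genes and the 10% that chance gives for 3 against 3. The 652 genes were chosen by the same libraries, so their high share follows from the choice. The share of all genes is free of it. At an adjusted p of at most 0.05 alone, 3464 genes differed, 1881 higher and 1583 lower. Of the 652, 554 also passed the thresholds, with a mean of over 5 normalized counts, in the authors' deposited table. No gene passed the thresholds between siControl and the untransfected Control, where 398 genes had an unadjusted p under 0.05. With Control in place of siControl as the reference, 714 genes passed (576 higher and 138 lower), and 472 of the 652 (72.4%) passed against both references. Of the 652 genes, 197 had a mean of at least 100 normalized counts over the libraries compared, 177 of them higher and 20 lower. In 63 of the 652, no siControl library had more than 3 counts, and in 12 no siYAP+TAZ library had. The size of these changes is therefore not determined. The alternative that moved the number of genes most was a test against the fold threshold itself (edgeR's glmTreat with an absolute log2 fold change of 1), which left 45 genes, 45 of them higher.
Among the differentially expressed genes with a mean of at least 20 normalized counts and no overlap between the groups, the largest increases were those of BMF, CYTH4, SERPIND1, VAT1L and PECAM1. BMF (chromosome 15, 40087890 to 40108892) rose from 9.99 ± 4.16 normalized counts in siControl to 240.4 ± 159 in siYAP+TAZ (SD, n = 3), a log2 fold change of 4.58 (SE 0.45, edgeR adjusted p = 6.5e-06). CYTH4 (chromosome 22, 37282027 to 37315341) rose from 18.8 ± 1.09 to 244 ± 63.8, a log2 fold change of 3.69 (SE 0.29, edgeR adjusted p = 2.4e-07). The log2 fold changes of SERPIND1, VAT1L and PECAM1 were 3.64 (SE 0.46), 3.59 (SE 0.52) and 3.03 (SE 0.34), with edgeR adjusted p of 4.8e-05, 1.0e-04 and 9.1e-06. The largest decreases were those of ITGB2-AS1 (-2.02, SE 0.47), PDE1C (-1.64, SE 0.33), HIF1A-AS3 (-1.61, SE 0.39), S1PR1 (-1.52, SE 0.20) and RIMS2 (-1.47, SE 0.41), with edgeR adjusted p of 0.0053, 0.0047, 0.014, 4.1e-05 and 0.029. S1PR1 (chromosome 1, 101236865 to 101243713) fell from 140.5 ± 11.1 to 49.0 ± 1.16 normalized counts. ITGB2-AS1 shares 13.2% of its exonic bases with genes on the opposite strand, and 32.2% of the 50-base stretches of HIF1A-AS3 also occur in other genes, so reads of these genes are uncertain. With each of the 6 libraries left out in turn, 8 of these 10 genes stayed past the thresholds in every fit. HIF1A-AS3 did not pass without siYAP+TAZ 25 (-1.48) or siYAP+TAZ 30 (-1.55), nor RIMS2 without siYAP+TAZ 20 (-1.33), siYAP+TAZ 25 (-1.26) or siControl 27 (-1.18).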

The majority of these genes were affected only when the expression of both YAP and TAZ was suppressed, whereas a single knockdown of YAP affected 34 genes and that of TAZ 61 genes (Supplementary Fig. S12). Out of these YAP + TAZ-affected genes, 18 had a documented association with invadopodia, including 5 integrin chains, matrix metalloproteinases, matrix components, signaling molecules, and cytoskeletal regulators. 

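The single knockdowns changed fewer genes than the co-knockdown at the same thresholds. In siYAP, 18 genes were differentially expressed (11 higher and 7 lower, 61.1% higher), and in siTAZ 40 (31 higher and 9 lower). With scaling by library size only, the share of higher genes in siYAP was 77.3%. At an adjusted p of at most 0.05 alone, 176 genes differed in siYAP and 383 in siTAZ. These numbers rest on few libraries. In siYAP, 5 genes passed without siControl 17, 6 without siYAP 18, 10 without siControl 27 and 7 without siYAP 28. In siTAZ, 4 genes passed without siTAZ 24, 133 without siTAZ 19, 18 without siControl 17 and 21 without siControl 22. With the methods' DESeq2 settings in place of edgeR, 34 genes passed in siYAP and 62 in siTAZ. With the run of consecutive library numbers as a block, edgeR also gave more genes in both single knockdowns. The paper does not say which libraries form a set.
Of the 652 genes of siYAP+TAZ, 17 were also differentially expressed in siYAP and 33 in siTAZ, 8 of them in all 3 knockdowns. The other 610 (93.6%) passed in neither single knockdown. That share was 85.9% without siTAZ 19 and 96.97% without siTAZ 24, and lower than both with the run of consecutive library numbers as a block. Because the 3 comparisons use the same siControl libraries, groups without any change were simulated against those libraries. In 20 such simulations, at most 1 gene passed in the co-knockdown and in a single knockdown. At most 1 gene passed in any comparison there, so the overlap could not be larger. The simulations therefore do not show how much the shared libraries add to the overlap of changed genes. Over all genes, which are not independent of each other, the 3 pairwise correlations of the log2 fold changes were r = 0.61 for siYAP+TAZ and siYAP, 0.57 for siYAP+TAZ and siTAZ and 0.51 for siYAP and siTAZ, against medians of 0.49, 0.47 and 0.49 in those simulations.
Whether the co-knockdown differed from each single knockdown was tested directly. Between siYAP+TAZ and siYAP, 140 genes were differentially expressed (132 higher and 8 lower in siYAP+TAZ), and between siYAP+TAZ and siTAZ 147 (135 higher and 12 lower). Without siYAP 18, the first number was 83. The second was 78 without siYAP+TAZ 25, 80 without siTAZ 29, 87 without siTAZ 24 and 95 without siYAP+TAZ 20. Among the 652 genes, 127 also passed against siYAP, 115 against siTAZ and 64 against both.
The 610 genes were not unchanged in the single knockdowns. Their median log2 fold change, taken in the direction of siYAP+TAZ, was 1.44 in siYAP+TAZ, 0.57 in siYAP and 0.66 in siTAZ, and 549 of them (90%) moved in the same direction in both. In 20 simulations with siYAP and siTAZ unchanged and the siControl libraries shared, a median of 51.1% (47.7% to 54.1%) did so. In 20 simulations with siYAP+TAZ set to the sum of the single changes, the median was 91.2% (89.8% to 92.7%). Both kinds of simulation gave more genes past the thresholds in siYAP+TAZ (medians of 1114.5 and 1442) than the libraries did. Relative to Control, whose libraries siControl does not share, 498 of the 610 (81.6%) moved in the same direction in both, against 31.9% and 64.2% in these simulations.
A departure of siYAP+TAZ from the sum of the single log2 fold changes was tested as an interaction. In the fit without a replicate block, it passed the thresholds for 1 gene, DYRK1B, which was named after its values were seen, and 1104 genes had an unadjusted p under 0.05. On simulated counts with 200 genes given a known interaction, this contrast recovered 180. Each simulated interaction was larger than that of DYRK1B (1.05) and came without a change in the single knockdowns. The recovery of smaller interactions was not tested. The number of genes was 0 in 9 of the 12 fits that left out 1 library, 1 without siYAP 23, which was not DYRK1B, and 3 without siControl 27 and without siTAZ 19, DYRK1B included. With the run of consecutive library numbers as a block, more genes passed, but the paper does not say which libraries form a set. Among the 610 genes, 77 (12.6%) had an unadjusted interaction p under 0.05, against 4.00% (2.59% to 4.79%) in the simulations of the sum and 55.7% in those with unchanged single knockdowns. The median interaction of the 610 genes was 0.27 on the log2 scale in the direction of siYAP+TAZ, against 0.09 and 1.27 in these simulations. Over all genes, the correlations of siYAP+TAZ with siYAP and with siTAZ lay below those of the simulated sum (0.67 to 0.69 and 0.70 to 0.72). The sum takes each target as reduced in siYAP+TAZ as far as in its single knockdown. WWTR1 RNA was at 62.1% to 71.0% of the siControl mean in siYAP+TAZ and at 14.1% to 45.8% in siTAZ. YAP1 RNA was at 41.5% to 51.8% in siYAP+TAZ and at 17.6% to 64.0% in siYAP. Departures from the sum, or their absence, can therefore also reflect this unequal reduction.

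**Figure D3:**
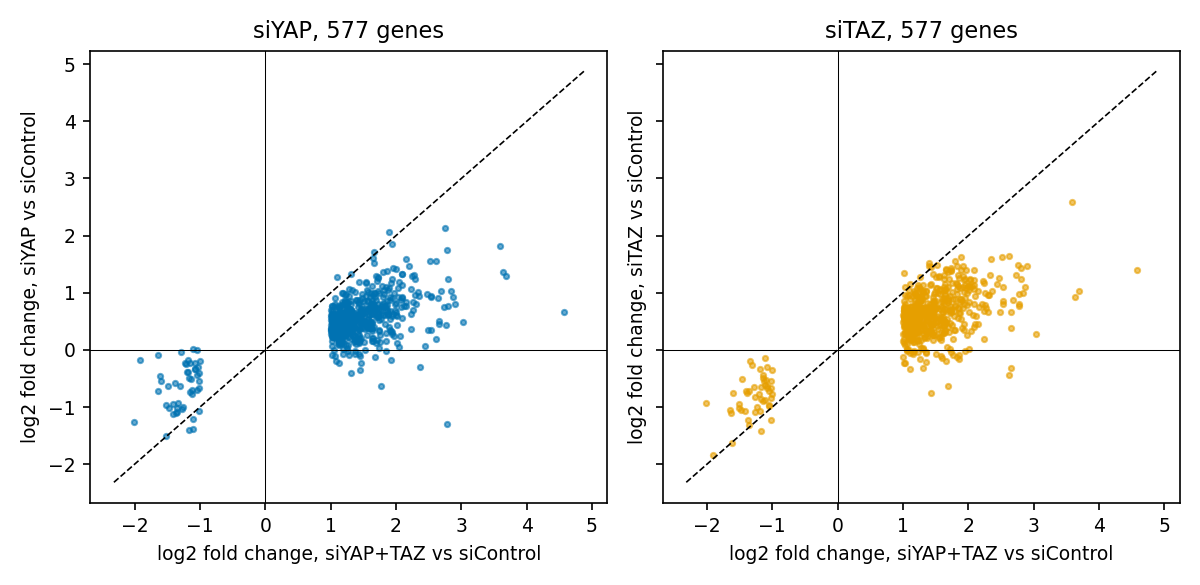
Log2 fold change against siControl of the genes differentially expressed in siYAP+TAZ with more than 3 counts in at least 1 library of each group compared, in siYAP+TAZ (x axis) and in siYAP (left) or siTAZ (right, y axes), 1 point per gene. The dashed line marks an equal change; most points lie between the line and 0 on the side of the siYAP+TAZ change.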

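Of the 650 entries of the invadopodia list (Table S7), 594 were genes in the count table, and 19 of these were differentially expressed in siYAP+TAZ, 18 higher and 1, ITGBL1, lower. This is 3.199% of the list, against 633 of the other 18264 genes (3.47%), with an odds ratio of 0.92 (Fisher's exact test, two-sided p = 0.82), and 9.12 genes would have passed at the rate of other genes with a similar mean count. When p-values were adjusted over the list alone, 19 genes passed as well. At an adjusted p of at most 0.05 alone, 189 genes of the list differed, 81 higher and 108 lower. In siYAP and in siTAZ, 0 genes of the list passed, with 89 and 133 at an unadjusted p under 0.05. For the interaction, 0 passed and 30 had an unadjusted p under 0.05.
Among the 19 were 5 integrin genes, counting the integrin-like ITGBL1. ITGA10 (chromosome 1, 145891208 to 145910111) rose from 50.8 ± 16.3 normalized counts in siControl to 187 ± 13.0 in siYAP+TAZ (SD, n = 3), a log2 fold change of 1.86 (SE 0.24, edgeR adjusted p = 3.7e-05). ITGA2 (chromosome 5, 52989340 to 53094779) rose from 1668 ± 219 to 5823 ± 757, a log2 fold change of 1.80 (SE 0.14, edgeR adjusted p = 5.0e-07). ITGA2 was also higher in siYAP (0.92, edgeR adjusted p = 0.0047) and in siTAZ (0.88, edgeR adjusted p = 0.0047), below the fold threshold. ITGA1 and ITGB8 rose by 1.23 (SE 0.16) and 1.04 (SE 0.17) on the log2 scale, with edgeR adjusted p of 5.0e-05 and 3.0e-04. ITGA1 shares 5.77% of its exonic bases with genes on its own strand and 8.06% with genes on the opposite strand. ITGBL1 had a log2 fold change of -1.12 (SE 0.37, edgeR adjusted p = 0.038), and 70.5% of its exonic bases lie opposite FGF14.
The matrix metalloproteinase genes MMP2, MMP9 and MMP13 had at most 1, 3 and 2 counts in any siControl library. In siYAP+TAZ they had 2 to 14, 3 to 25 and 6 to 10 counts. With siControl set to 3 counts, the siYAP+TAZ means were 2.03-fold, 3.86-fold and 2.74-fold of it. These values leave out the error of the siYAP+TAZ counts. The SE of the log2 fold change was 1.16 for MMP2, 0.91 for MMP9 and 0.68 for MMP13. The matrix component TNC (chromosome 9, 115019575 to 115118207) rose from 2712 ± 299.8 to 6380 ± 1235 normalized counts, a log2 fold change of 1.23 (SE 0.20, edgeR adjusted p = 8.5e-04). VEGFA (chromosome 6, 43770184 to 43786487), the most abundant of the 19, rose from 8138 ± 488 to 16429 ± 1121, a log2 fold change of 1.01 (SE 0.091, edgeR adjusted p = 8.5e-07). The cytoskeletal genes MYO1F, DPYSL3, TUBA1A, FSCN2 and IQGAP2 rose by 1.58, 1.37, 1.20, 1.17 and 1.16 on the log2 scale, and LGALS9, ALDH1A3 and CLU by 1.46, 1.19 and 1.11. Of the 50-base stretches of TUBA1A, 47.3% also occur in TUBA1B or TUBA1C, as do 32.8% of those of LGALS9 in other genes, and 32.1% of the exonic bases of ALDH1A3 lie opposite another gene.
Leaving out each of the 6 libraries in turn kept 11 of the 19 past the thresholds in every fit. VEGFA fell below them without siControl 27 (0.98) or siYAP+TAZ 30 (0.96), ITGB8 without the same libraries (0.96 and 0.91), ALDH1A3 without siControl 17 (0.99), siControl 22 (1.17) or siYAP+TAZ 30 (0.80), and MYO1F without siControl 17 (1.45). ITGBL1 passed in 1 of the 6 fits only, that without siControl 17, and had -0.90 without siControl 27 and -0.92 without siYAP+TAZ 30. MMP2 did not pass without siControl 17 or siYAP+TAZ 30, MMP9 not without siControl 22, siControl 27 or siYAP+TAZ 30, and MMP13 not without any 1 of the siControl libraries, without siYAP+TAZ 25 or with DESeq2. With Control as the reference, ITGB8 (0.89), LGALS9 (0.91), ITGBL1 (-0.77) and MMP2 did not pass.

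**Figure D4:**
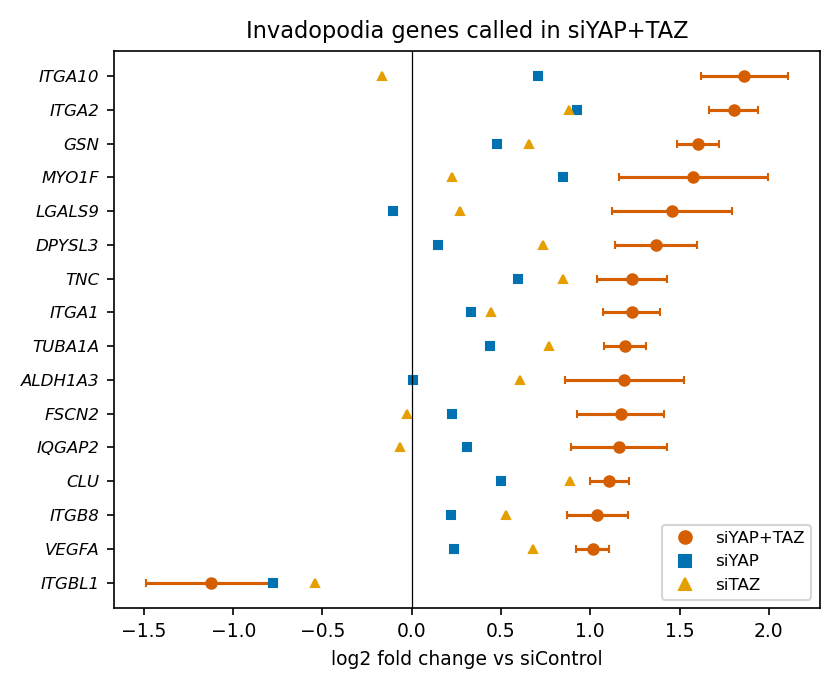
Log2 fold change against siControl (x axis) of 16 of the 19 invadopodia genes, without MMP2, MMP9 and MMP13, in siYAP+TAZ (circles, with the SE), siYAP (squares) and siTAZ (triangles). The siYAP+TAZ values run from -1.12 for ITGBL1 to 1.86 for ITGA10.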

Notably, only gelsolin appeared in both the proteomic and the transcriptomic lists of differentially affected invadopodia-related proteins (Supplementary Table 10). Hence, YAP and TAZ are affecting invadopodia formation via multiple regulatory mechanisms.

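Gelsolin is encoded by GSN on chromosome 9, from 121207794 to 121332843. GSN had 1594 ± 159.9 normalized counts in siControl and 4837 ± 668 in siYAP+TAZ (SD, n = 3), a log2 fold change of 1.602 (SE 0.12, edgeR adjusted p = 2.0e-07), and stayed past the thresholds without any 1 of the 6 libraries, with values from 1.49 to 1.68. In siYAP it had 2223 ± 344 normalized counts (log2 fold change 0.48, edgeR adjusted p = 0.062), in siTAZ 2518 ± 267 (0.66, edgeR adjusted p = 0.0087) and in the untransfected Control 1600 ± 78.1. Further genes of the paper's list of invadopodia proteins (Table S8) had smaller changes in their RNA. The log2 fold change in siYAP+TAZ was 0.92 for SH3PXD2A, which encodes TKS5 (SE 0.098, edgeR adjusted p = 5.5e-06), 0.83 for ADAM19 (SE 0.18, 0.0054), 0.82 for MMP14 (SE 0.10, 2.3e-05), 0.77 for IDH1 (SE 0.12, 1.4e-04), 0.44 for ITGB5 (SE 0.12, 0.017), -0.54 for AKAP12 (SE 0.085, 2.1e-04) and -0.09 for DIAPH2 (SE 0.11, 0.63). DIAPH2 RNA therefore showed no detectable change. The adjusted p of ITGB5 reached 0.095 in a fit that left out 1 library. SH3PXD2A passed the fold threshold without siYAP+TAZ 20 (1.00).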

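The RNA of the proteins that the paper lists as changed in siYAP+TAZ (Table S6) was compared with the change of each protein. All 94 proteins had a gene in the count table, 50 of them higher and 44 lower as proteins. The RNA had moved in the direction of the protein for 89 of the 94 (94.7%), 47 of the higher and 42 of the lower ones (exact binomial test against an even split, two-sided p = 5.9e-21, taking genes as independent). Of the 94, 61 (64.9%) had an RNA change with an adjusted p of at most 0.05, all 61 in the direction of the protein. The share was 18.4% among all genes tested, which were not matched to the 94 in mean count. Of the 61, 13 also passed the fold threshold, and in the fit without siControl 27, 20 of the 94 passed both thresholds. For the 72 proteins with a measured fold change, the RNA and protein log2 fold changes had Pearson's r = 0.83 and Spearman's rho = 0.78 over genes, which are not independent replicates (permutation p = 1e-05 for each, the smallest that 100000 permutations give). These were the only relations computed between RNA and protein. The median size of the log2 fold change was 1.23 for these proteins and 0.65 for their RNA. The paper listed the proteins only at an absolute log2 fold change over 1, whereas their RNA was not selected. These medians can therefore not be compared in size, and r and rho hold for proteins without small changes. Among matrix proteins that the paper names, the RNA log2 fold change was 0.97 for COL6A1 (SE 0.10, edgeR adjusted p = 5.1e-06), 0.90 for LAMA5 (SE 0.12, 9.4e-05), -0.56 for THBS1 (SE 0.092, 3.2e-04) and 0.39 for TIMP3 (SE 0.27, 0.37). COL6A1 passed the fold threshold without siControl 27 (1.06) or siYAP+TAZ 20 (1.05) and with scaling by library size only (1.02), and LAMA5 without siControl 27 (1.02).

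**Figure D5:**
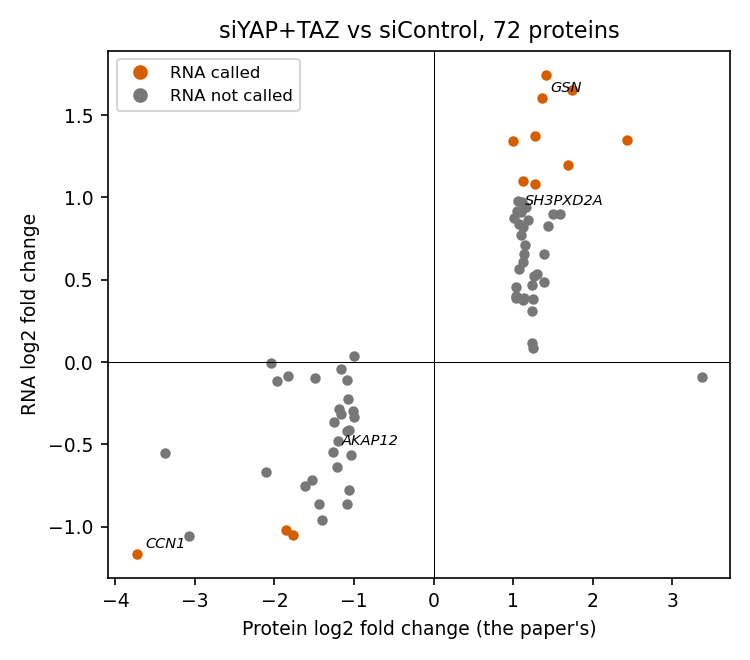
Log2 fold change in siYAP+TAZ of 72 proteins, as the paper reports it (x axis), and of their RNA against siControl (y axis), 1 point per protein, orange where the RNA passed both thresholds. Most points lie in the quadrants of equal direction (r = 0.83), and closer to 0 on the RNA axis. Only the proteins were selected for an absolute log2 fold change over 1, which keeps them away from 0.

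The paper asked with these libraries whether the changes among invadopodia proteins arise at the transcriptional or the post-transcriptional level. It set the list of differentially expressed invadopodia genes beside the list of differential invadopodia proteins and found gelsolin as their shared member. From this small overlap, the paper concludes that YAP and TAZ act on invadopodia formation through multiple regulatory mechanisms.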

## Discussion

The involvement of the Hippo-signaling pathway in cancer development, progression, and metastasis, has attracted considerable interest in recent years [19, 52, 53]. Yet the nature of its effects on the diverse manifestations of the malignant phenotype in cancer-derived cells lines, as well as in cell subpopulations within tumors (e.g. deregulated growth, aberrant apoptotic and metabolic properties, enhanced migratory activity and invasiveness) remains highly complex and often controversial [54, 55]. For example some reports related to the general involvement of YAP/TAZ in cancer formation, refer to these molecules as oncogenes [18, 56], while others suggest that they molecules act as tumor suppressors [54, 55, 57]. The results presented in this paper reflect a complex relationship between the acquisition of invasive phenotype in vivo or ex vivo, and invadopodia formation. Our initial survey of multiple cell lines for invadopodia formation revealed an unexpected cell line-specific diversity. Specifically, among the 21 cell lines tested, 12 displayed a basal invadopodia formation, and 9 lines that do not form invadopodia in our ex vivo experimental system. Incidentally, to our knowledge, this is the first and largest comparative characterization of matrix degradation competence of multiple cancer cell lines. Interestingly, the majority of the lines that fail to form invadopodia, were reported to display metastatic potential in vivo (e.g. SKOV-3 OVCAR-3, A2780 [58], A549 [59], PANC-1 [60], PC3 [61], MDA-MB-468, HCC70, HCC1937 [62]). Moreover, even among the invadopodia-forming cells – the experimental modulation of YAP and/or TAZ (both knockdown and overexpression) led to diverse effects, suggesting that invadopodia formation can be regulated via multiple and different cell-specific signaling pathways. In about half of these cell lines (e.g. MDA-MB-231, H1299, WM793, SB-2 and, partly, UM-SCC-47) these Hippo regulators appear to play key suppressive role in invadopodia formation, while in other cellular systems YAP/TAZ suppression or overexpression did not consistently affect invadopodia formation and the main regulatory system remains unclear (Supplementary Fig. S7). In view of variable response to YAP/TAZ modulation, we have focused our study on the YAP/TAZ responsive lines, aiming to decipher the molecular mechanism underlying this regulatory process.

We would like to emphasize that while our primary screen was based on morphological examination of the gelatin degradation, the cells were further checked for the formation of actin-rich invadopodia, showing that cells that failed to degrade the matrix were, largely, devoid of invadopodia (Fig. S2). Multi-color fluorescence microscopy further validated that the structures identified as invadopodia indeed contain TKS5, an invadopodia-specific adaptor protein that often co-localizes with gelatin-degradation sites (Fig. 4 and Supplementary Fig. 1). Notably, the co-localization of invadopodia with the locally degraded matrix is partial, due to the dynamic nature of invadopodia formation and turnover. Interestingly, essentially all the cell lines, derived from melanoma cancers (9/9, derived either from metastases or primary tumors) formed conspicuous invadopodia, while cell lines derived, for example, from ovarian adenocarcinomas or breast adenocarcinoma were mostly invadopodia negative (4/4 and 3/4, respectively). Further attempts to induce invadopodia formation and matrix degradation in the invadopodia-negative cell lines, e.g., by changing the environmental conditions (e.g., EGF stimulation); see [49], or the cells’ signaling machinery (e.g., knockdown of YAP and TAZ, inspired by the present study) failed to turn-on invadopodia formation in these cells, suggesting that these cells might use invadopodia-independent mechanisms for their invasion and dissemination, at least under culture conditions. Suppressing the expression of YAP, TAZ or both in the invadopodia-forming cells, had a variable effect on matrix degradation; cells displaying either high or modest gelatin degradation score (e.g. A2058, UM-SCC-47, LOX-IMVI, A375, CSK-A375, and 63-T), were not affected by YAP/TAZ or were partially suppressed, suggesting a Hippo-insensitive regulation of invadopodia in these cells. In contrast, a group of 4 cell lines (MDA-MB-231, H1299, WM793, and SB-2) displayed a pronounced and consistent elevation in invadopodia formation and gelatin degradation phenotype following YAP/TAZ knockdown (Fig. 3). Further, 2 cell lines (MALME-3M and UM-SCC-47) showed varying levels of elevation in invadopodia formation and gelatin degradation phenotype for single knockdowns of YAP or TAZ but co-knockdowns of both YAP/TAZ was consistent as the 4 cell lines (MDA-MB-231, H1299, WM793 and SB-2) described previously. This suggests that the Hippo pathway (via the inhibition of YAP and TAZ by MST/LATS) promotes invadopodia formation. This view is further corroborated by the enhancement of invadopodia after treating the cells with the YAP/TAZ signaling inhibitor verteporfin (Fig. 5) and by the suppression of invadopodia formation and activity following YAP/TAZ overexpression. Interestingly, contrary to the knockdown effects, which often exhibited differential effects of the two co-activators, whereby TAZ had a more robust effect on matrix degradation than YAP, The overexpression of each of them alone (and, certainly a combination of the two), had a comparable suppressive effect. This observation is consistent with the view that both YAP and TAZ suppress invadopodia and that the differential effect of their knockdown reflects variations in their relative prominence in the tested cell lines or their differential regulation by the Hippo core phosphorylation cascade [29].

The search for specific downstream targets affected by YAP and TAZ knockdown included, primarily, proteomic and transcriptomic analysis of differentially expressed molecules (siYAP+TAZ vs. siControl), focusing on invadopodia-related components. Towards that goal, we have assembled a literature-curated invadopodia components database that contains structural and regulatory components of invadopodia and the associated cytoskeleton (Supplementary Table S7). Towards that end, we have identified the differentially expressed proteins and transcripts detected by the proteomic and mRNA profiling, respectively. Overall, the proteomic data revealed significant changes in the levels of 150 proteins (72 were upregulated and 78 downregulated). Further, for each knockdown conditions, the differentially expressed proteins were found to be siYAP vs siControl (29 proteins) or siTAZ vs siControl (27 proteins), and siYAP+siTAZ vs siControl (94 proteins). In addition, some proteins (28) were common because they were identified as differentially expressed in more than one knockdown condition. Excluding the 28 proteins that were common in each knockdown condition results in 122 unique proteins in the proteomic profiling results obtained. The RNA-seq data, showed differential expression of 675 transcripts (600 were upregulated and 75 downregulated). 

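Summed over siYAP, siTAZ and siYAP+TAZ, the comparisons with siControl gave 710 differentially expressed transcripts with edgeR, 634 higher and 76 lower. A gene that passed in more than 1 knockdown is counted more than once in this sum, and 660 distinct genes passed in at least 1 of the knockdowns. Of these, 1 passed in siYAP only and 7 in siTAZ only.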

Further, for each knockdown conditions, the differentially expressed genes were found to be siYAP vs siControl (34 genes) or siTAZ vs siControl (61 genes), and siYAP+siTAZ vs siControl (580 genes) (Supplementary Table 10 and Supplementary Fig. S12). Notably, among the downregulated molecules were known direct downstream transcriptional targets of the Hippo pathway, including YAP1 CTGF, CYR61. 

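CCN1, which encodes CYR61 (chromosome 1, 85580761 to 85584589), had 46208 ± 3976 normalized counts in siControl, 33007 ± 3753 in siYAP, 29477 ± 5426 in siTAZ and 20601 ± 2349 in siYAP+TAZ (SD, n = 3). Its log2 fold change was -1.17 in siYAP+TAZ (SE 0.12, edgeR adjusted p = 8.4e-06), -0.49 in siYAP (SE 0.12, edgeR adjusted p = 0.076) and -0.65 in siTAZ (SE 0.12, edgeR adjusted p = 0.011). CCN2, which encodes CTGF (chromosome 6, 131948176 to 131951372), had 10773 ± 953 normalized counts in siControl, 6892 ± 966 in siYAP, 6745 ± 1850 in siTAZ and 5413 ± 759 in siYAP+TAZ. Its log2 fold change in siYAP+TAZ was -0.99 (SE 0.17, edgeR adjusted p = 0.0011), just inside the fold threshold. It passed both thresholds without siControl 27 (-1.06), siYAP+TAZ 20 (-1.06) or siYAP+TAZ 25 (-1.03), with limma-voom (-1.002) and against Control (-1.07). In the single knockdowns, CCN2 had -0.64 in siYAP (SE 0.17, edgeR adjusted p = 0.10) and -0.67 in siTAZ (SE 0.17, edgeR adjusted p = 0.058). CCN2 shares 11.9% of its exonic bases with LINC01013 on the opposite strand. In siYAP+TAZ, every library had fewer counts of both genes than every siControl library. The YAP1 RNA itself, with the values given for each library above, passed the fold threshold but not the adjusted p threshold in siYAP and in siYAP+TAZ. It passed both with DESeq2, with limma-voom and with estimation without robustness in each of these groups, with only the groups compared in siYAP+TAZ and without siYAP 23 in siYAP.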

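RNA values were taken in siYAP+TAZ for F3, TGFB2, YAP1, SNAPC1, MARCKSL1, CYP1B1, TMEM163, PFKFB4, TNFSF10, GFPT2, NDRG1, GSN, ADAM8, ALDOC and RAB31, whose proteins had also changed. Of these 15 genes, 12 were differentially expressed in the RNA with edgeR. Besides GSN, the largest increases were those of TNFSF10 (chromosome 3, 172505508 to 172523475), from 225 ± 50.8 to 805 ± 151 normalized counts (SD, n = 3; log2 fold change 1.83, SE 0.20, edgeR adjusted p = 1.7e-05), and NDRG1 (chromosome 8, 133237175 to 133302022), from 5119 ± 1070 to 17169 ± 2469 (1.75, SE 0.18, edgeR adjusted p = 2.4e-05). ALDOC, PFKFB4, CYP1B1, MARCKSL1, RAB31, GFPT2 and ADAM8 rose by 1.65, 1.38, 1.35, 1.34, 1.20, 1.0981 and 1.08 on the log2 scale. SNAPC1 and F3 had log2 fold changes of -1.05 and -1.02. Apart from YAP1, the genes that did not pass were TGFB2, with -1.08 (SE 0.40, edgeR adjusted p = 0.095), and TMEM163, with 0.9974 (SE 0.19, edgeR adjusted p = 0.0018), which lies below the fold threshold by less than its SE and passed without siControl 27 (1.16), siYAP+TAZ 20 (1.07) or siYAP+TAZ 25 (1.04). TGFB2 passed with DESeq2 (-1.07). Of the 50-base stretches of NDRG1, TGFB2 and SNAPC1, 23.7%, 22.7% and 20.4% also occur in other annotated genes. With each of the 6 libraries left out in turn, 8 of the 12 passed in every fit. F3 did not pass without siControl 17 (-0.95), siControl 22 (-0.94) or siYAP+TAZ 30 (-0.92), SNAPC1 without siControl 22 (-0.96) or siYAP+TAZ 30 (-0.99), GFPT2 without siControl 17 (1.04), siControl 22 (1.00) or siYAP+TAZ 30 (0.98), and CYP1B1 without siControl 17 (1.23), siControl 22 (1.35), siControl 27 (1.47) or siYAP+TAZ 30 (0.98). F3 also did not pass with scaling by library size only, CYP1B1 with only the 2 groups compared in the fit, and SNAPC1 against Control. Over the proteins of all 3 knockdowns in Table S6, 14 of 122 had RNA that passed in at least 1 knockdown.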

Comparing the proteomic and transcriptomic lists of differentially expressed molecules revealed 15 overlapping components (F3, TGFB2, YAP1, SNAPC1, MARCKSL1, CYP1B1, TMEM163, PFKFB4, TNFSF10, GFPT2, NDRG1, GSN, ADAM8, ALDOC, RAB31; see Fig. 7), among which there was just one molecule (gelsolin), which is included in our invadopodia list. Further data mining of the functionality of the differentially expressed proteins strongly supported the notion that the 7 proteins that were significantly elevated following YAP + TAZ knockdown are essential invadopodia components. Specifically, TKS5, an adaptor phospho-protein was shown to be essential for invadopodia formation, recruitment of proteases, matrix degradation, extravasation and tumor growth in vivo [25, 27, 63, 64]. MMP14, is a key protease required for invadopodia-mediated matrix degradation [24], ADAM19 is a member of the ADAM family (A Disintegrin And Metalloproteinase) [25, 65], which is involved in invadopodia formation. In addition, the formin family member DIAPH2 [66, 67], as well as integrin β5 (together with different α-chains) form the adhesive-protrusive domains of invadopodia [68, 69]. It is noteworthy that gelsolin, an actin modulator associated with invadopodia [70, 71], was elevated both transcriptionally and proteomically. The role of IDH, in invadopodia formation and matrix degradation is still unclear at the mechanistic level [39] and will require further investigation. Two invadopodia-related proteins that were downregulated following YAP + TAZ suppression were Serpine1 [72], which can affect matrix degradation, and AKAP12 [73], which affects PKA distribution in cells. The direct roles of these proteins in invadopodia-mediated cancer invasion is still unknown. Out of the 580 genes whose transcription was significantly affected by YAP/TAZ knockdown, 18 were present in our invadopodia-related list (Supplementary Table 10 and Supplementary Fig. S12), including several integrin chains, matrix metallopeptidases, actin-associated proteins, and signaling modulators. Our validation experiments, focusing specifically on TKS5 and MMP14, whose levels were significantly augmented upon YAP and TAZ suppression, confirmed that these invadopodia components indeed play a key role in the YAP/TAZ-mediated regulation of invadopodia activity. Specifically, the knockdown of TKS5 and MMP14 essentially abolished the enhancing effect of YAP/TAZ suppression. Moreover, overexpression of TKS5 restored invadopodia activity in MDA-MB-231, overexpressing YAP and TAZ. An unexpected and intriguing result was that, unlike TKS5, MMP14 overexpression failed to restore gelatin degradation in YAP + TAZ overexpressing MDA-MB-231 cells. We propose that TKS5 acts “upstream” to MMP14, and is capable of supporting invadopodia activity by recruiting other MMPs, like MMP2 and MMP9 [6].

Taken together, these results suggest that invadopodia formation and matrix degradation activity are regulated at multiple levels, transcriptional and post-transcriptional. The proteomic and transcriptomic data presented here, clearly demonstrate that YAP and TAZ suppress essential structural components of invadopodia and suggest that Hippo-mediated inhibition of YAP/TAZ may increase the invasive phenotype. Further studies are warranted to better understand the precise role of the different Hippo pathway mediators that affect the activity of YAP and TAZ, either as individual proteins or as paralogs. Dissecting their contextual behavior and clarifying their conflicting functions in different cancer cell types will eventually enable the design and application of novel therapies targeting cancer invasion and metastasis.

## Supplementary information

Supplementary Figures and Legends

Supplementary Table S1-S4 and Legends

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Original Data File

ajchecklist-Related Manuscript File

## Data Availability

The raw data of proteomic profiling has been deposited at the ProteomeXchange via the Proteomic Identification Database (PRIDE partner repository). The dataset identifier ID is PXD034562. The accession numbers for the RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus [74] and are accessible through Genome Sequence Archive for Human under GEO Series accession number: GSE205726. There are no restrictions on the availability of the data.

# Supplementary material for: Deciphering the involvement of the Hippo pathway co-regulators, YAP/TAZ in invadopodia formation and matrix degradation
**Source:** Cell Death Dis. 2023 Apr 25;14(4):290. doi: 10.1038/s41419-023-05769-1
**Supplement:** Supplementary file 1 — Supplementary Figures and Legends

**Supplementary Figures and Legends**

**
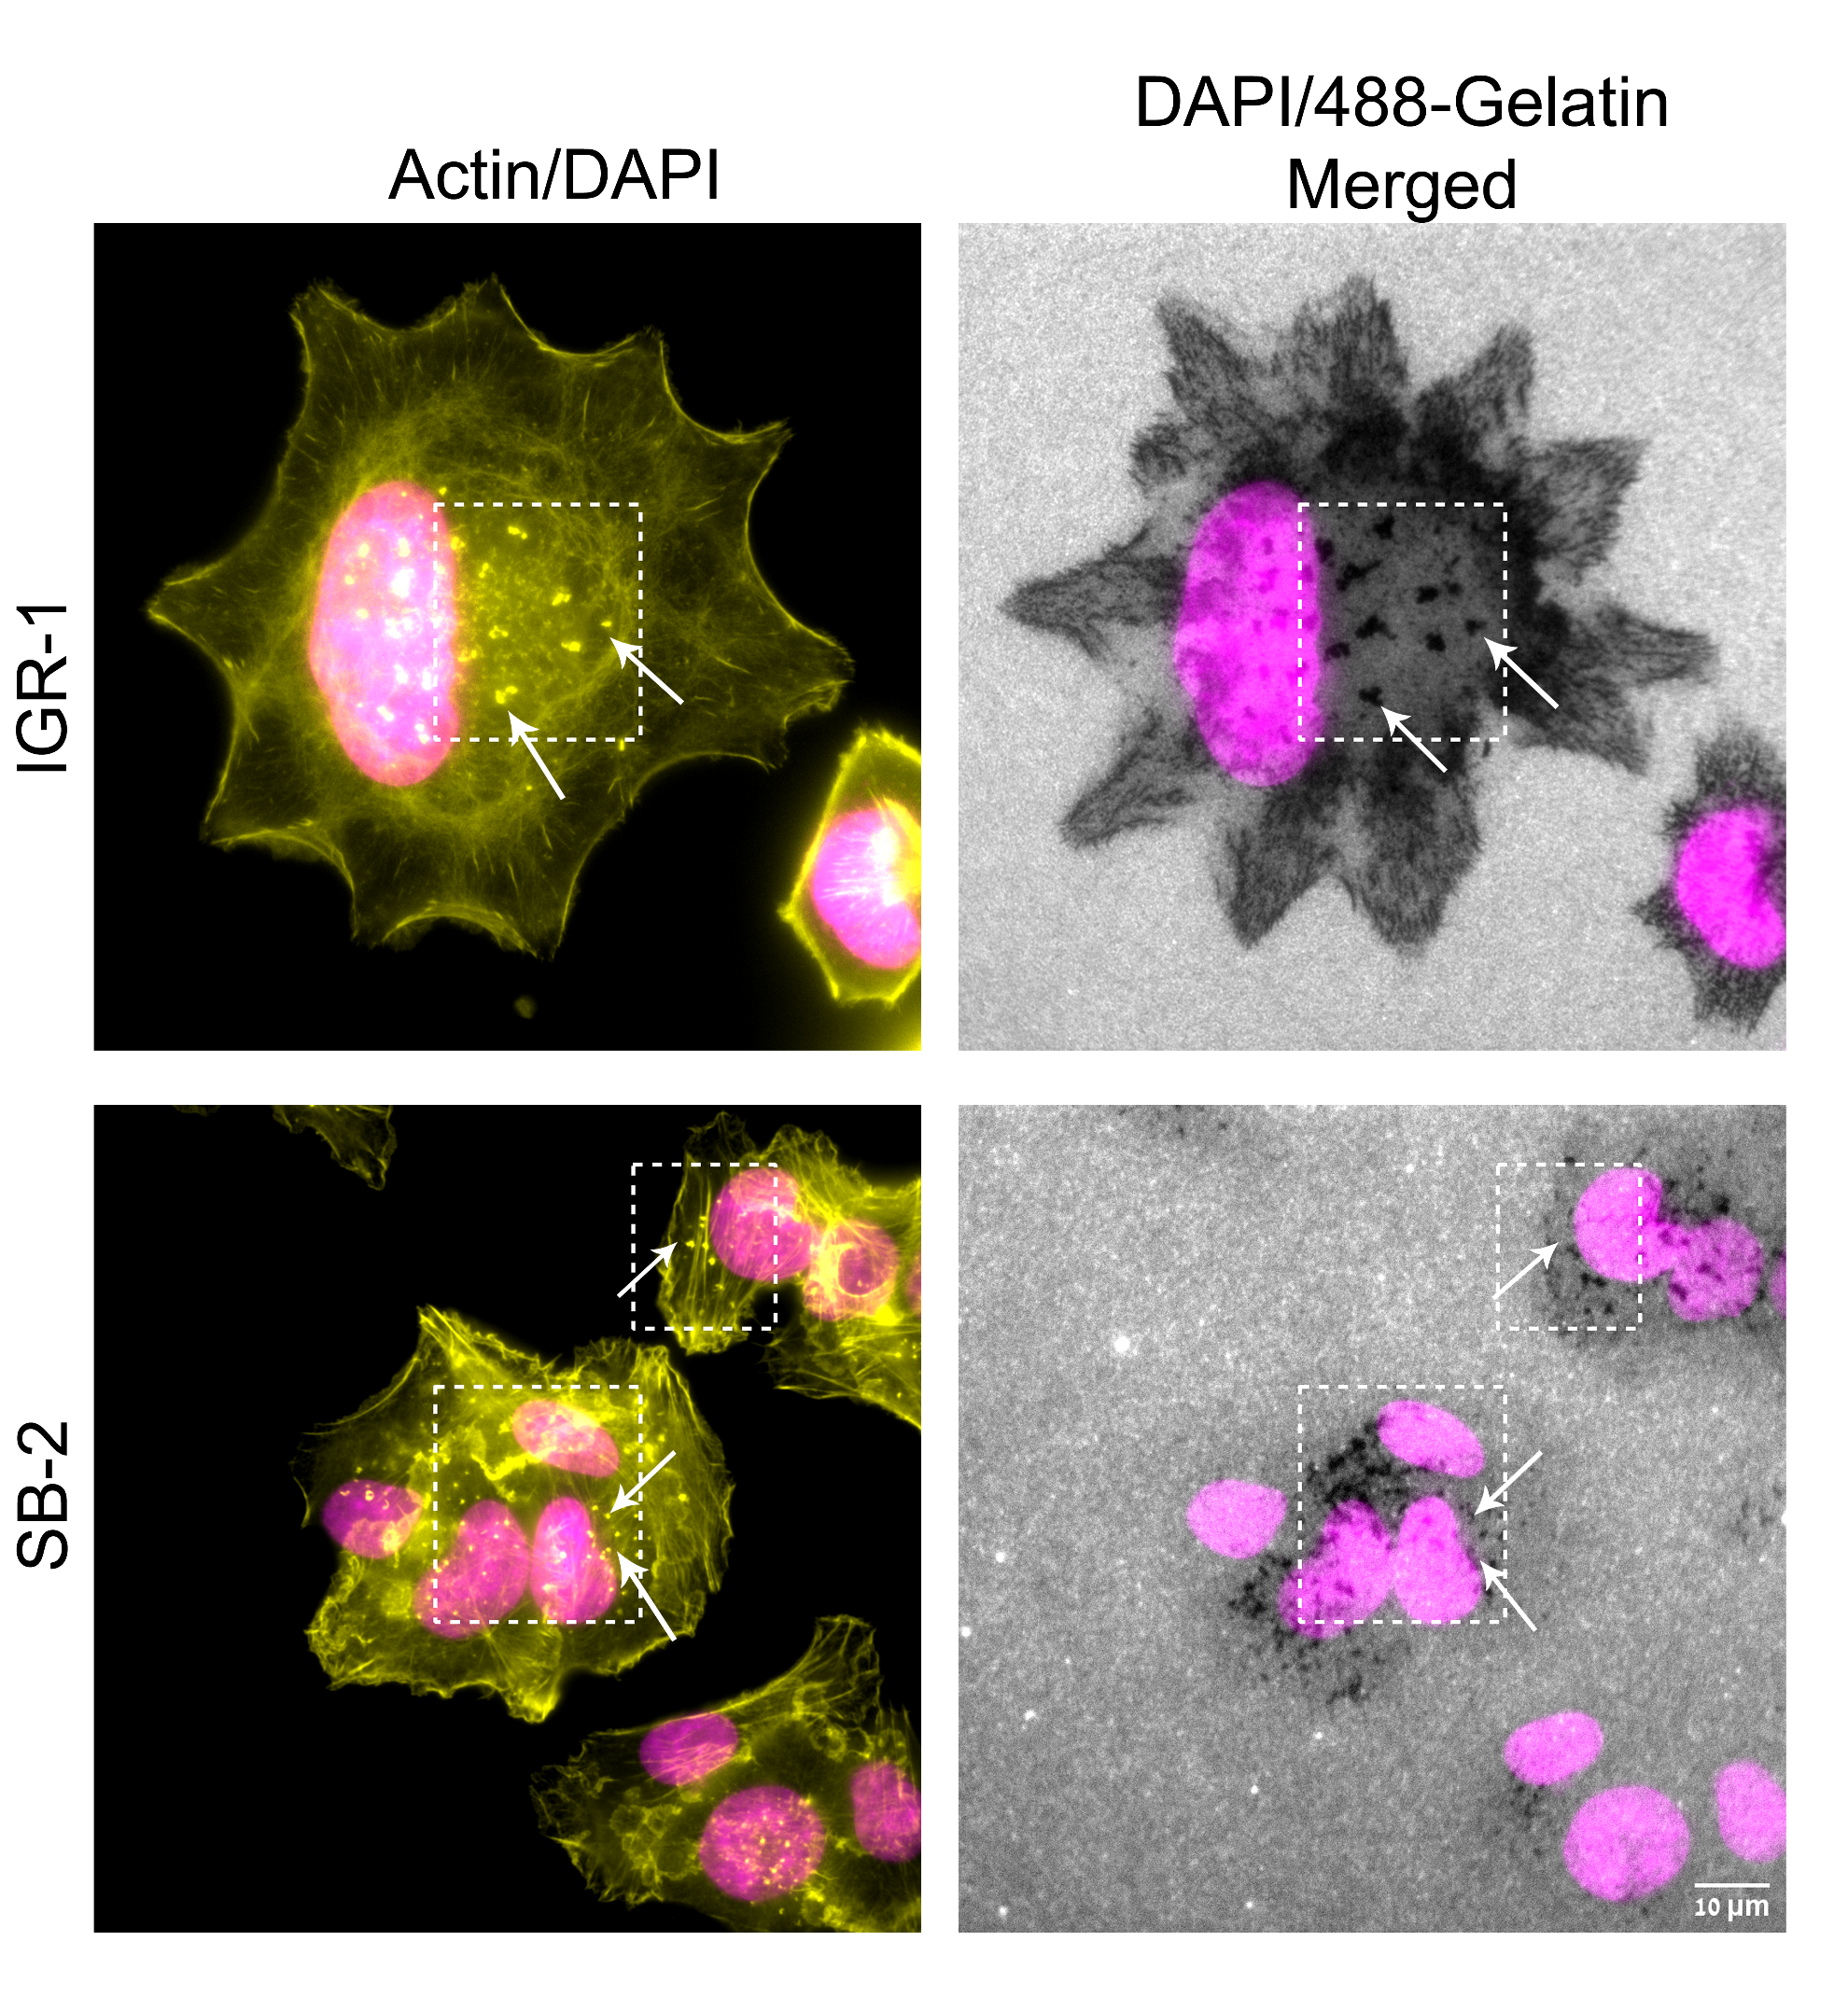
Figure S1.** Zoomed-in images of cell lines, IGR-1 and SB-2 displaying invadopodia and their corresponding gelatin degradation. Cells were plated on Alexa 488-gelatin matrix for 5-6 h, subsequently fixed, and stained for actin and DAPI. Images were captured under 60 X (1.42) oil objective in a DeltaVision Elite microscopy system (Applied Precision, Issaquah, WA). Scale bar is 10 µm. A representative panel from four independent sets of experiments is shown here. Dotted line boxes (white) highlight some of the area where invadopodia actin dots (yellow) are present. Nuclei (magenta), and local gelatin matrix degradation visualized as dark spots on Alexa 488-gelatin are merged and shown here. Arrows (white) point out some of the invadopodia and its corresponding degradation on the Alexa 488-gelatin matrix.

**
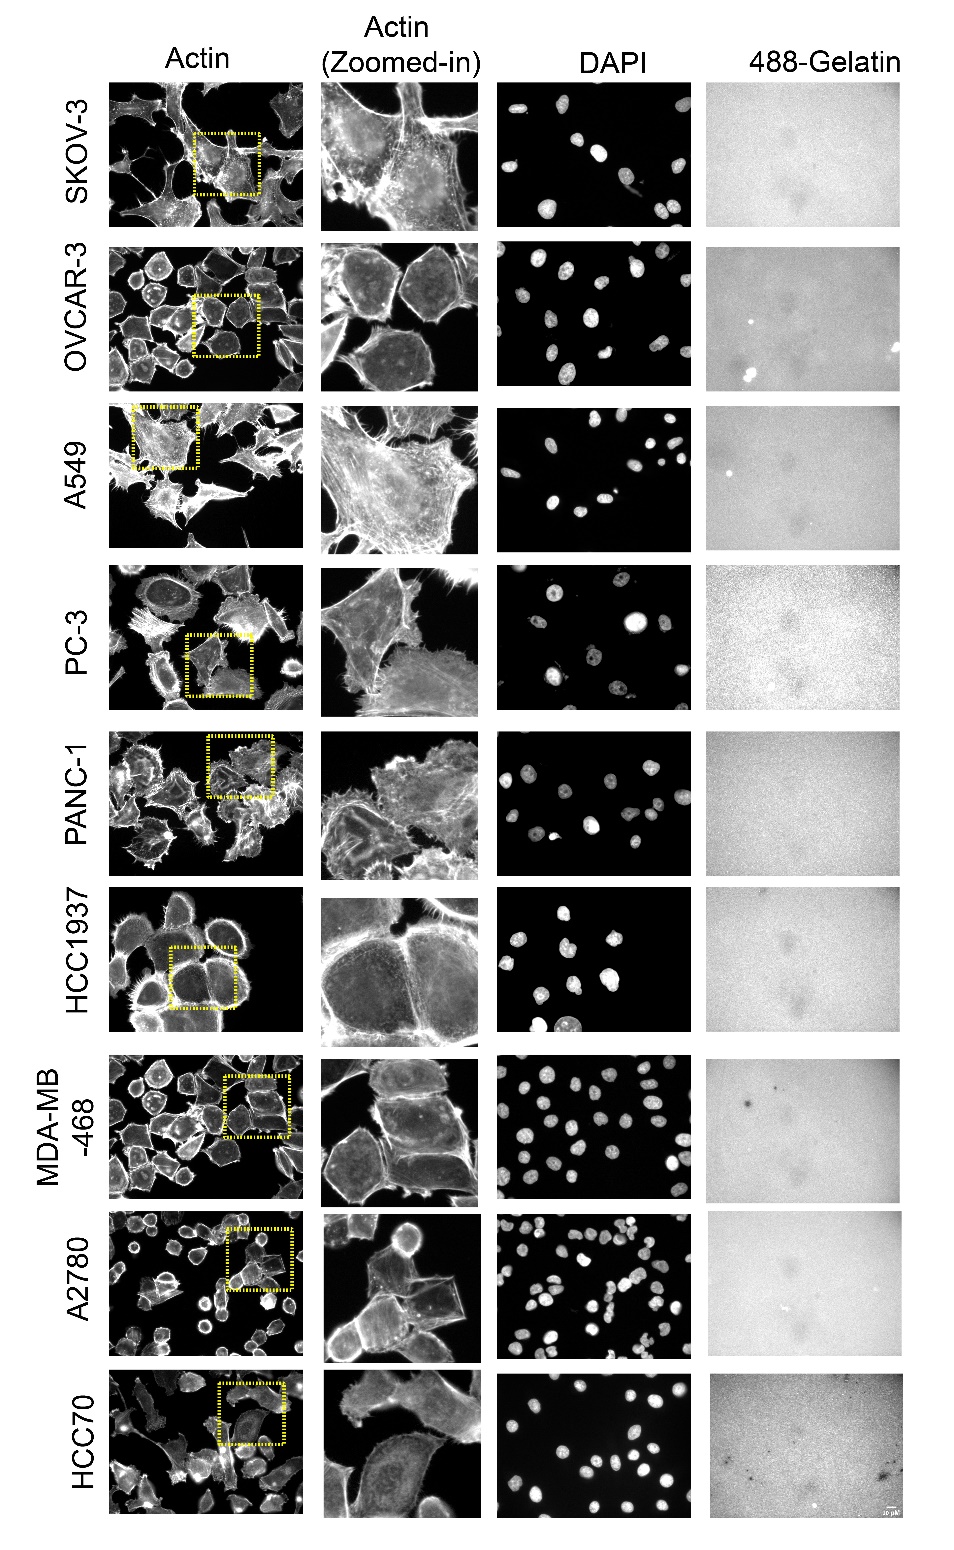
**

**Figure S2.** Multi-cancer cell line panel displaying gelatin degradation (< 1 µm^2^/cell). Cancer cell lines SKOV-3, OVCAR-3, A549, PC3, PANC-1, HCC1937, MDA-MB-468, A2780, and HCC70 were plated on Alexa 488-gelatin and incubated for 5-6 h. Cells were fixed and stained for actin and DAPI. Images were captured under 40X (0.75) air objective using a WiScan® Hermes Imaging System (IDEA Bio-Medical Ltd.). Four independent sets of experiments were performed and a representative panel is shown here. A section of the cells in the actin panel is highlighted with dotted line yellow boxes to show zoomed-in images indicating the absence of invadopodia actin rich dots.

**
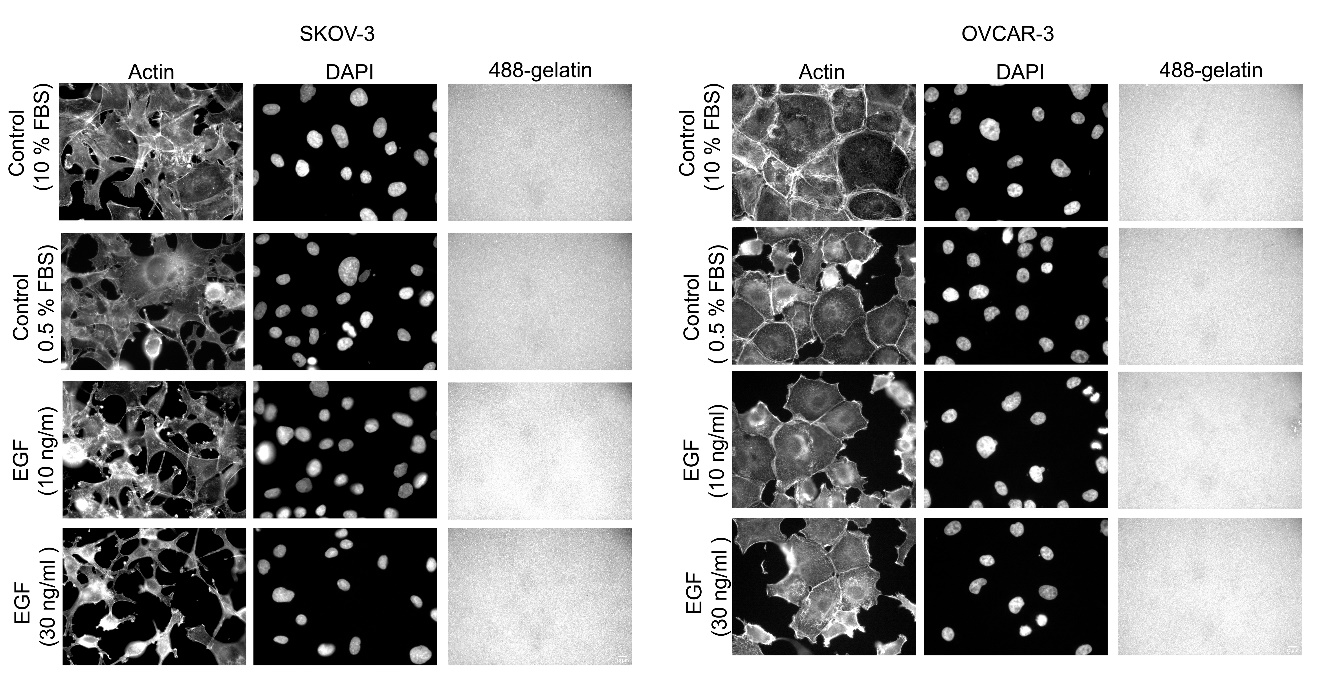
**

**Figure S3.** Effect of EGF stimulation on invadopodia formation and gelatin degradation observed in SKOV-3 and OVCAR-3 cancer cell lines. Cells were grown in medium containing 10 % FBS and serum starved (0.5 % FBS) for 24 h. Subsequently, cells grown in 0.5 % FBS and 10 % FBS were plated on Alexa 488-gelatin. Cells grown in 0.5 % FBS were stimulated by EGF (10 and 30 ng/ml) and incubated on Alexa 488-gelatin for 5-6 h. Cells were seeded on duplicate wells for each condition and 36 fields were obtained for each well. Images were captured under 40X (0.75) air objective using a WiScan® Hermes Imaging System (IDEA Bio-Medical Ltd.).

**
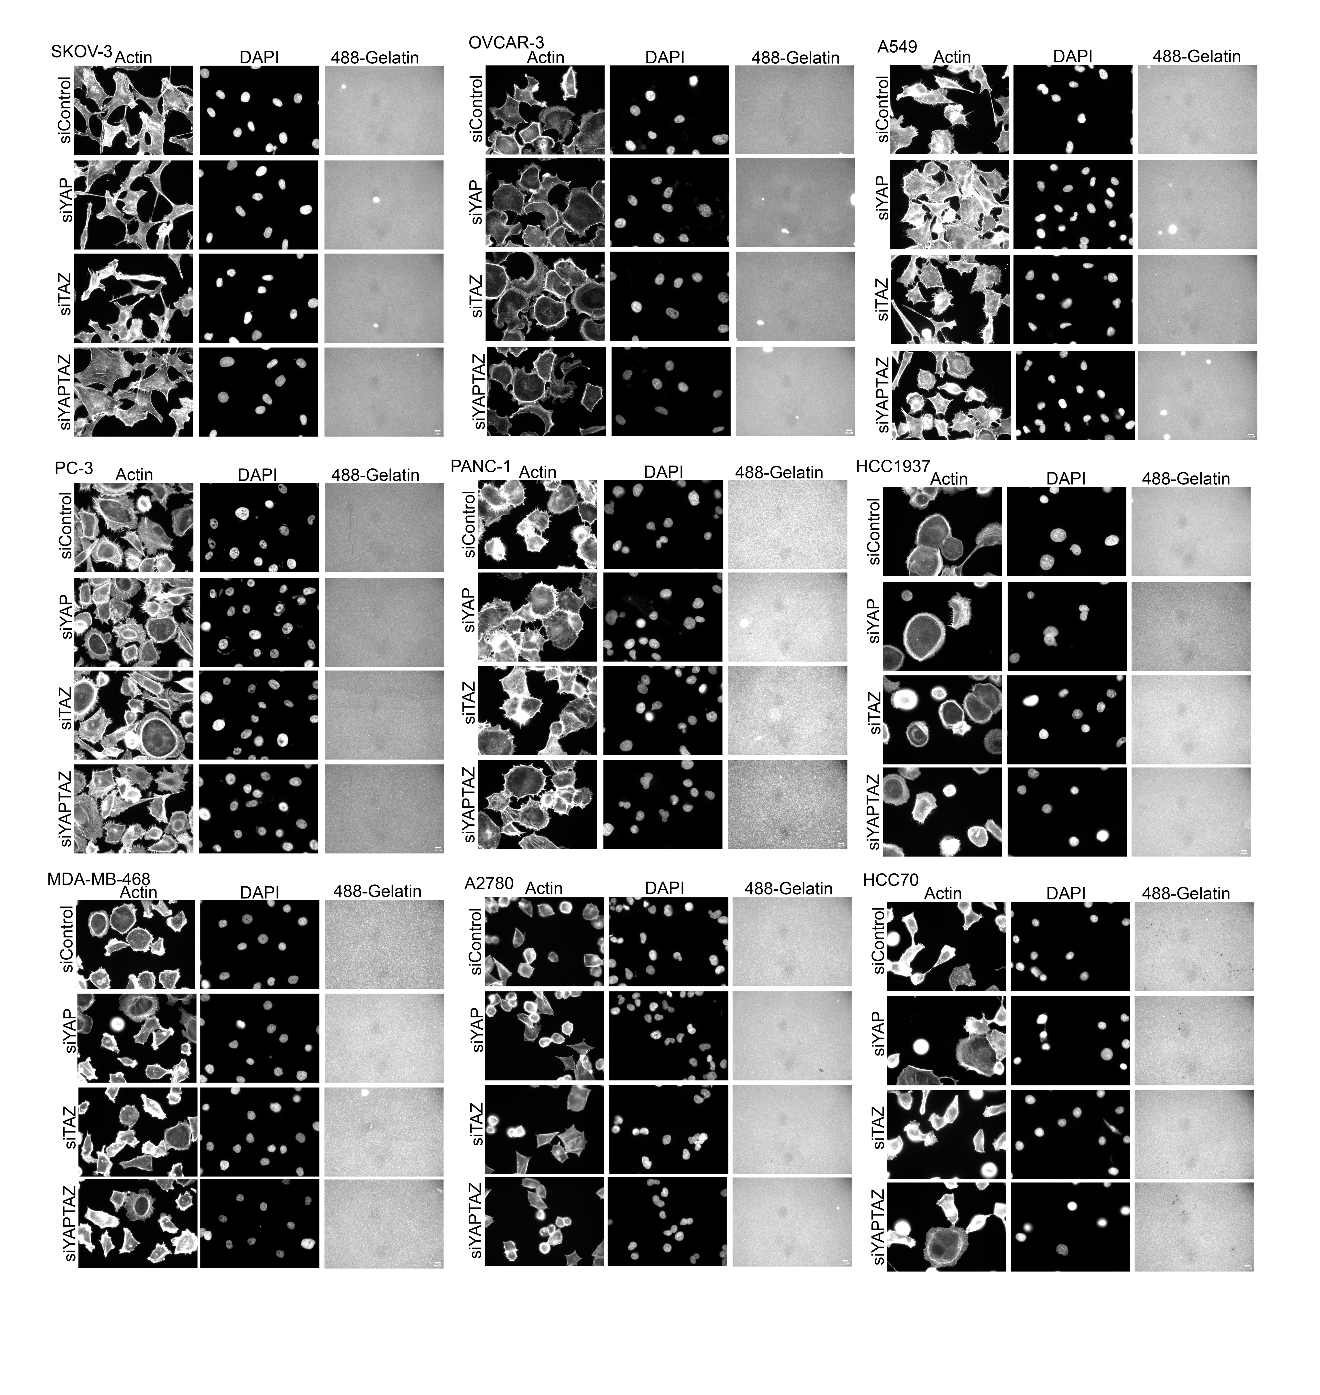
**

**Figure S4.** Nine cancer cell lines showing no effect on the invadopodia formation and subsequent gelatin degradation after the suppression of hippo co-regulators YAP, TAZ or both. Cancer cell lines SKOV-3, OVCAR-3, A549, PC3, PANC-1, HCC1937, MDA-MB-468, A2780, and HCC70 were knockdown for YAP, TAZ or both and subsequently plated on Alexa 488-gelatin for 5-6 h. Cells were fixed and stained for actin, DAPI and images were captured under 40X (0.75) air objective using a WiScan® Hermes Imaging System (IDEA Bio-Medical Ltd.). Cells were seeded on duplicate wells for each condition and images for 36 fields were obtained for each well. A representative panel from one of the set of experiment is shown here.

**
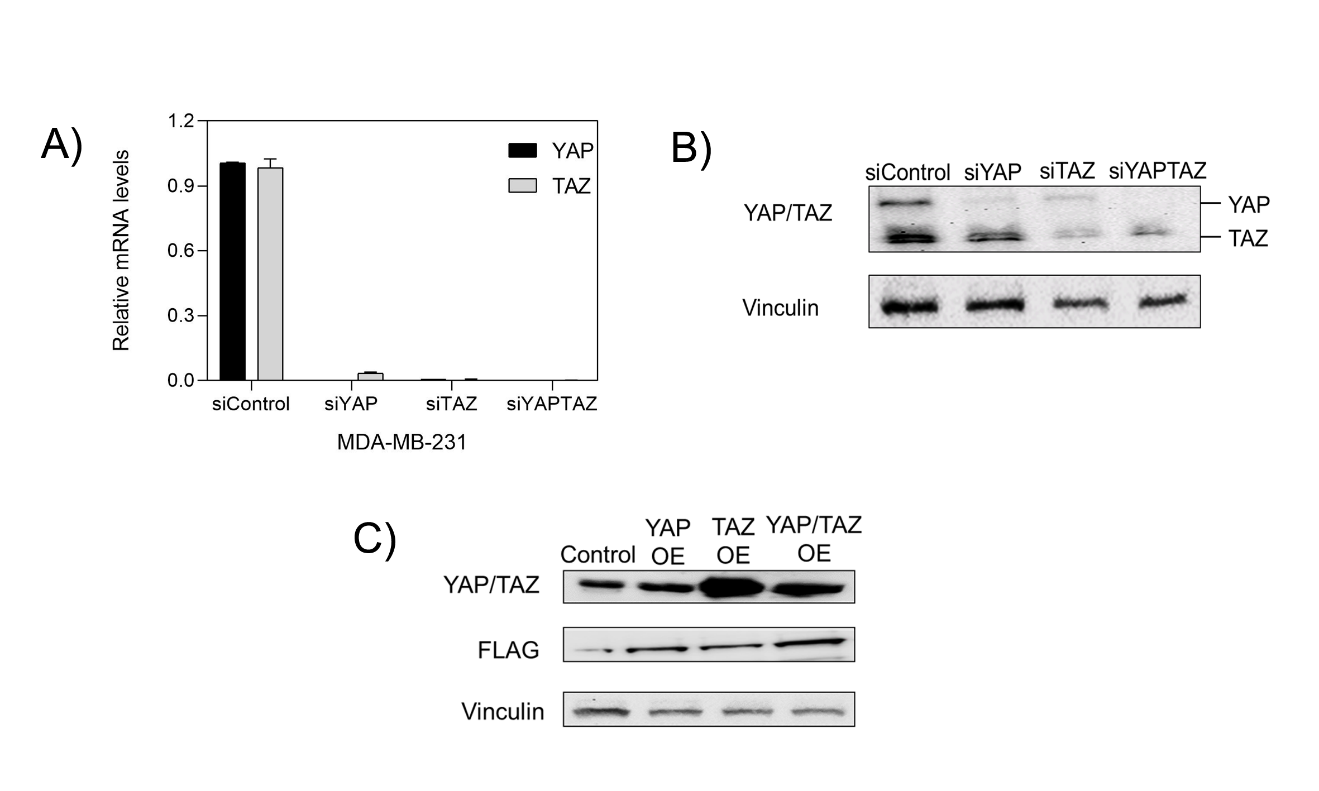
**

**Figure S**5. Validation of knockdown and overexpression of YAP/TAZ in MDA-MB-231 cells. A). RT-qPCR analysis of knockdown efficiency for siYAP, siTAZ and siYAP+TAZ mRNA levels in MDA-MB-231 cell line is shown. Data shown here is average of three independent set of experiments. (Mean ±SEM) log_2_ mRNA expression was normalized with respect to GAPDH/HPRT1 and siControl. The significance values for the treatment conditions by one way ANOVA was calculated as **, P<0.0057 for the shown treatment. B) Western blot of the knockdowns for each treatment condition is shown. C). Western blot after overexpression of YAP, TAZ and YAP +TAZ for 48 h.

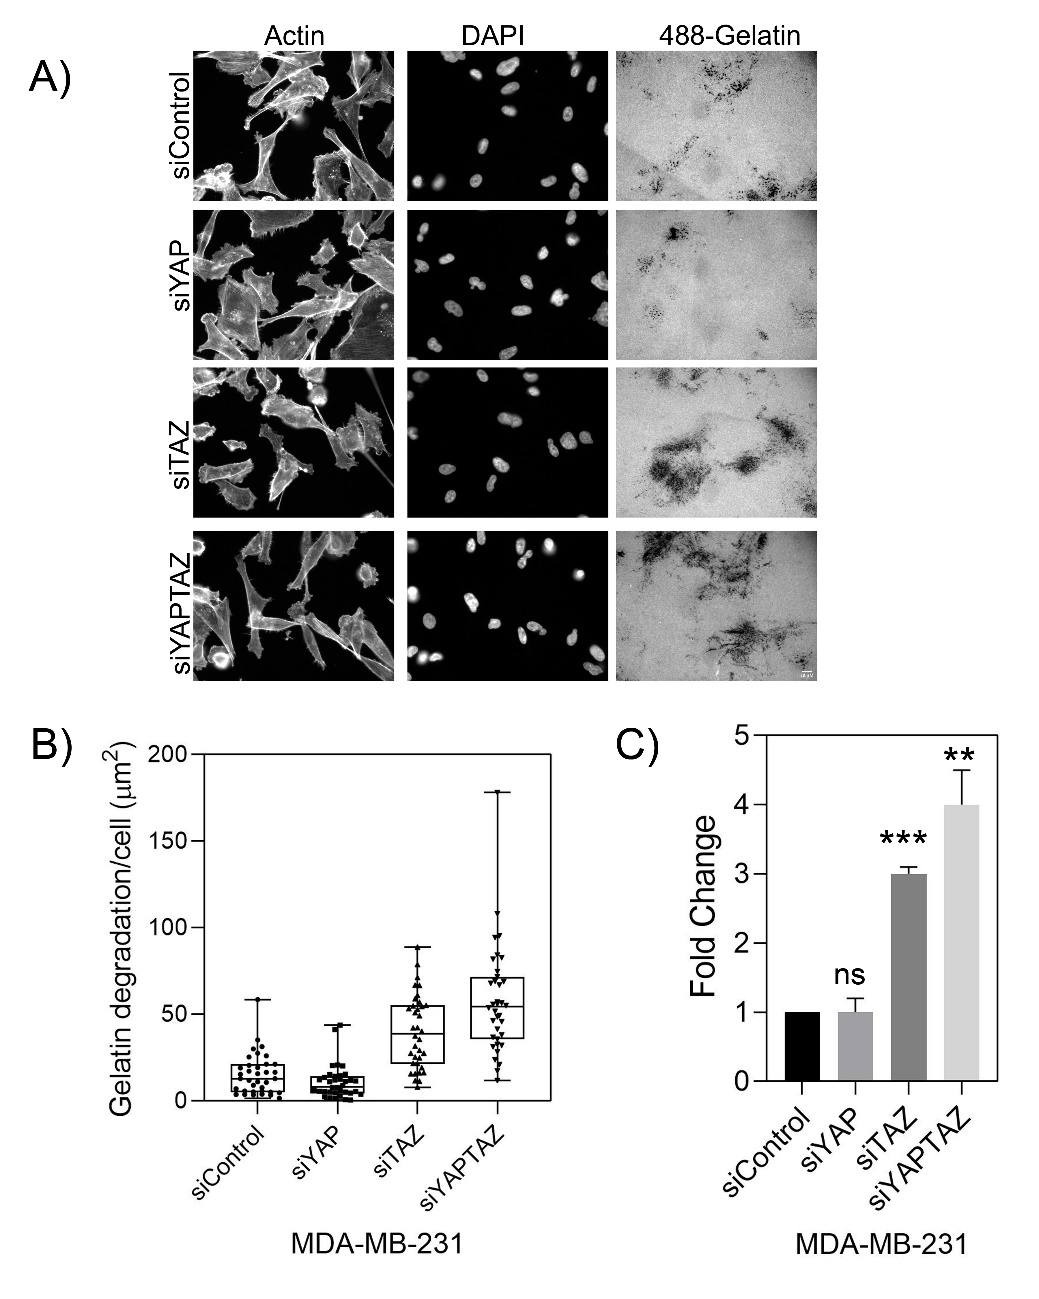

**Figure S6**. Knockdown of YAP, TAZ or YAP+TAZ using single oligonucleotides in MDA-MB-231 cell line is shown. Z-stack of images for actin, DAPI and Alexa Fluor 488-gelatin were captured under 40 X (0.75) air objective using a WIScan Hermes® microscope (IDEA Bio-Medical Ltd.). Cells were seeded on duplicate wells for each condition and 36 fields were obtained for each well. Four independent sets of experiment were performed. A). A representative panel of images are shown. Scale bar is 10 µm. B). An average plot of gelatin degradation/cell (µm^2^) with ± SEM for each treatment condition is shown. C). Fold change obtained from the values for gelatin degradation/cell (µm^2^) is plotted for each treatment condition. The significance values for the treatment conditions was calculated by paired t test. **, *P* value <0.0077, ***, *P* value <0.0001 ns, not significant. P value was <0.0052 (**) as determined by one-way ANOVA.

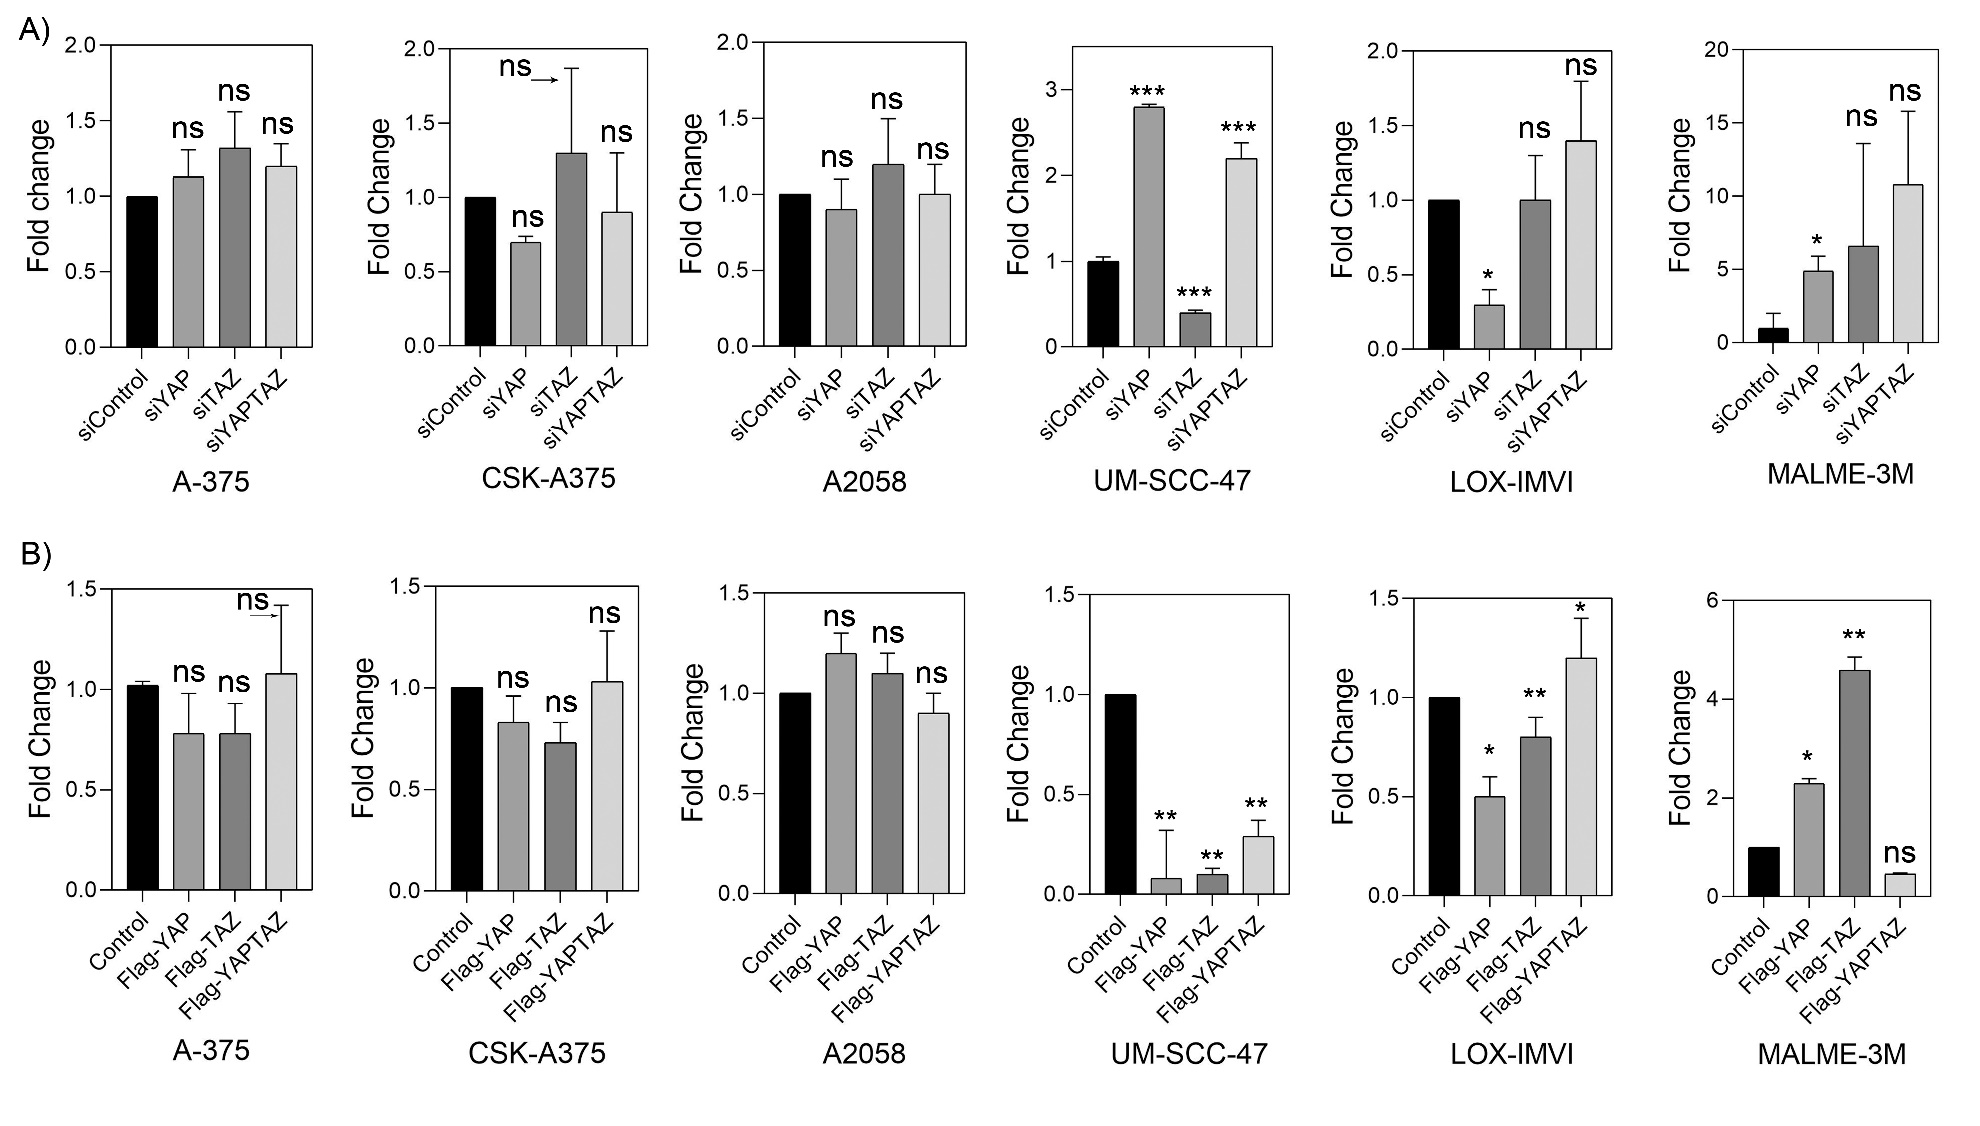

**Figure S7.** Knockdown (A) and overexpression (B) of YAP, TAZ or YAP+TAZ in different cell lines are shown. Z-stack of images for actin, DAPI and Alexa Fluor 488-gelatin were captured under 40 X (0.75) air objective using a WIScan Hermes® microscope (IDEA Bio-Medical Ltd.). Cells were seeded on duplicate wells for each condition and 36 fields were obtained for each well. Fold change obtained from the values for gelatin degradation/cell (µm^2^) with ± SEM for each treatment condition is shown. Three independent sets of experiment were performed for each cell line. The significance values for the treatment conditions as determined by one-way ANOVA for A-375 CSK-A375 and A2058- ns, not significant, UM-SCC-47- ***, *P* value <0.0003, **, *P* value <0.0064. LOX-IMVI- *KD*, P* value < 0.0327, OE-***, *P* value <0.0179, **, *P* value <0.0034,*, *P* value <0.00260. MALME-3M-- *KD*, P* value < 0.0224. OE-***, *P* value <0.001. **, *P* value <0.0032.

**
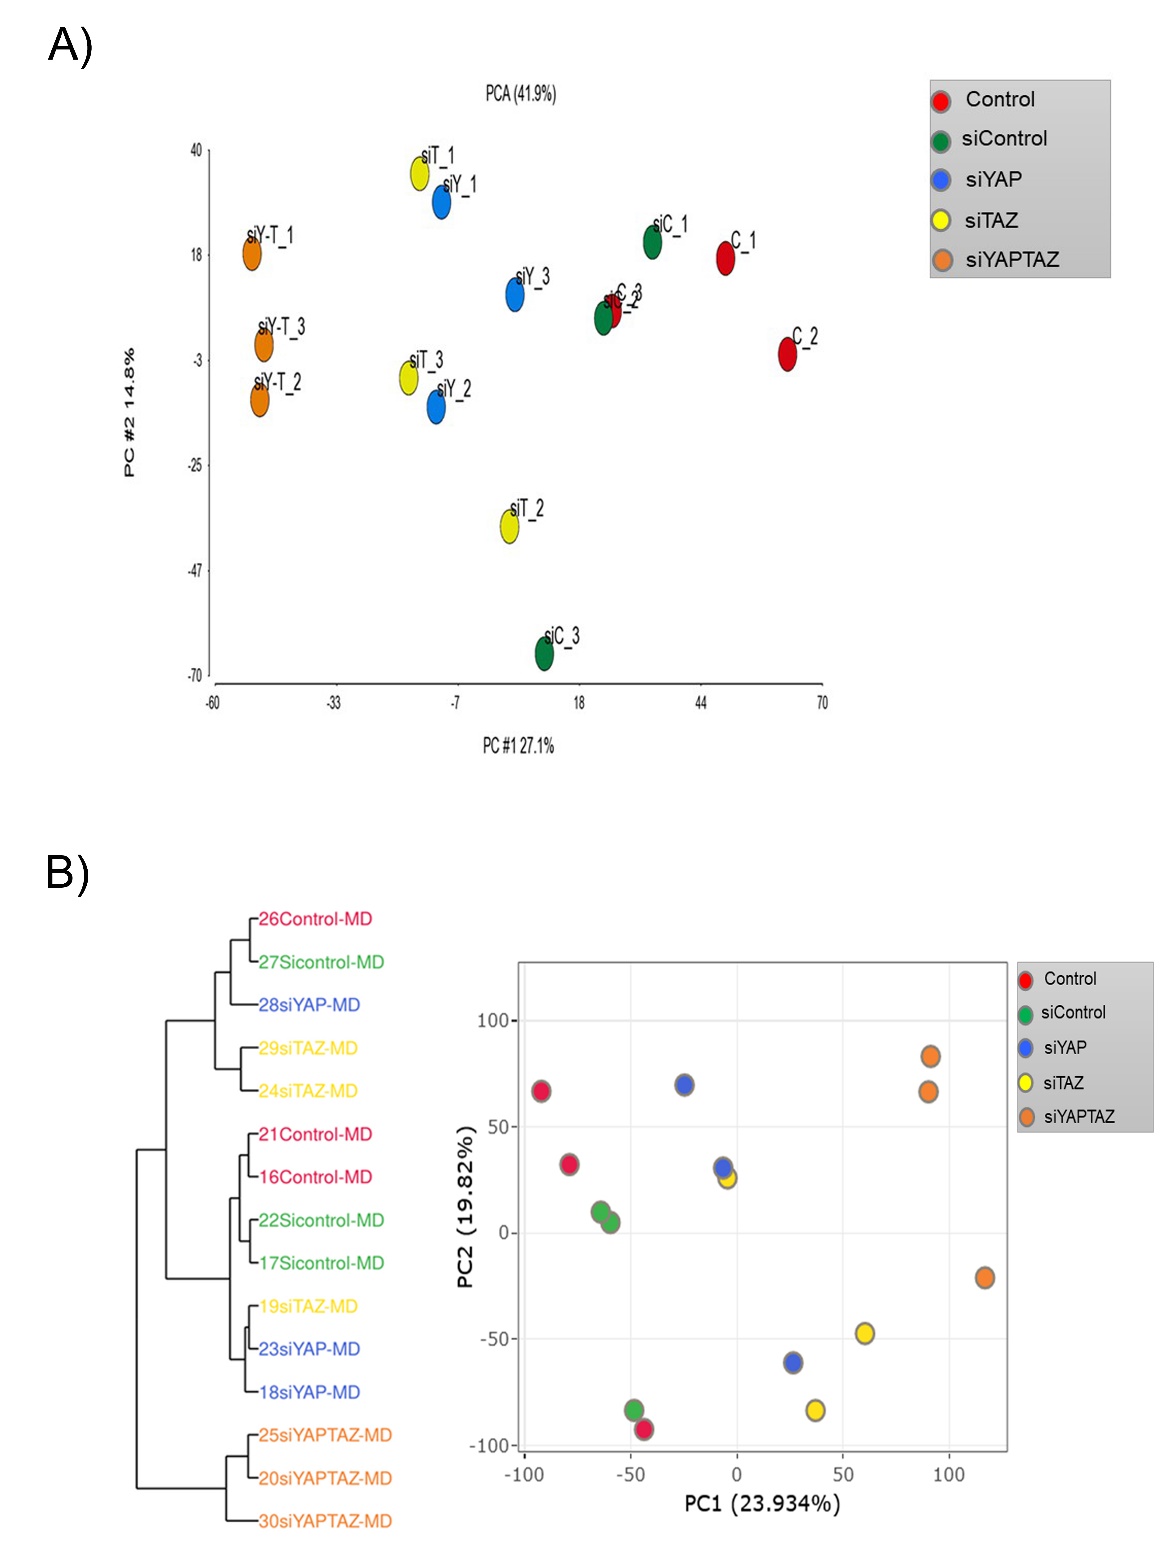
**

**Figure S8**. Principal component analysis (PCA) of the proteomics and transcriptomic profiling datasets upon knockdown of YAP, TAZ and YAP+TAZ in MDAMB-231 cell line. A). Principle component (PC) 1 demonstrates the split between the genotype, where the co-knockdown of YAP+TAZ is separated from the single knockdowns of YAP or TAZ, and from the controls. B). Principle component (PC1) of the RNA sequencing results for the co-knockdown of YAP+TAZ is separated from the single knockdowns of YAP or TAZ, and from the controls.

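On component 1 of the RNA libraries, the lowest siYAP+TAZ library lay 18.7 above the highest siYAP library, 8.69 above the highest siTAZ library, which was siTAZ 24, and 45.9 above the highest Control library. For each of these comparisons of 3 libraries with 3, the two-sided exact permutation p was 0.1, the smallest possible. The difference between the means of siYAP+TAZ and siControl came to 72.0% of the whole range of component 1, and to 91.4% with the 1000 genes of highest variance.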

**
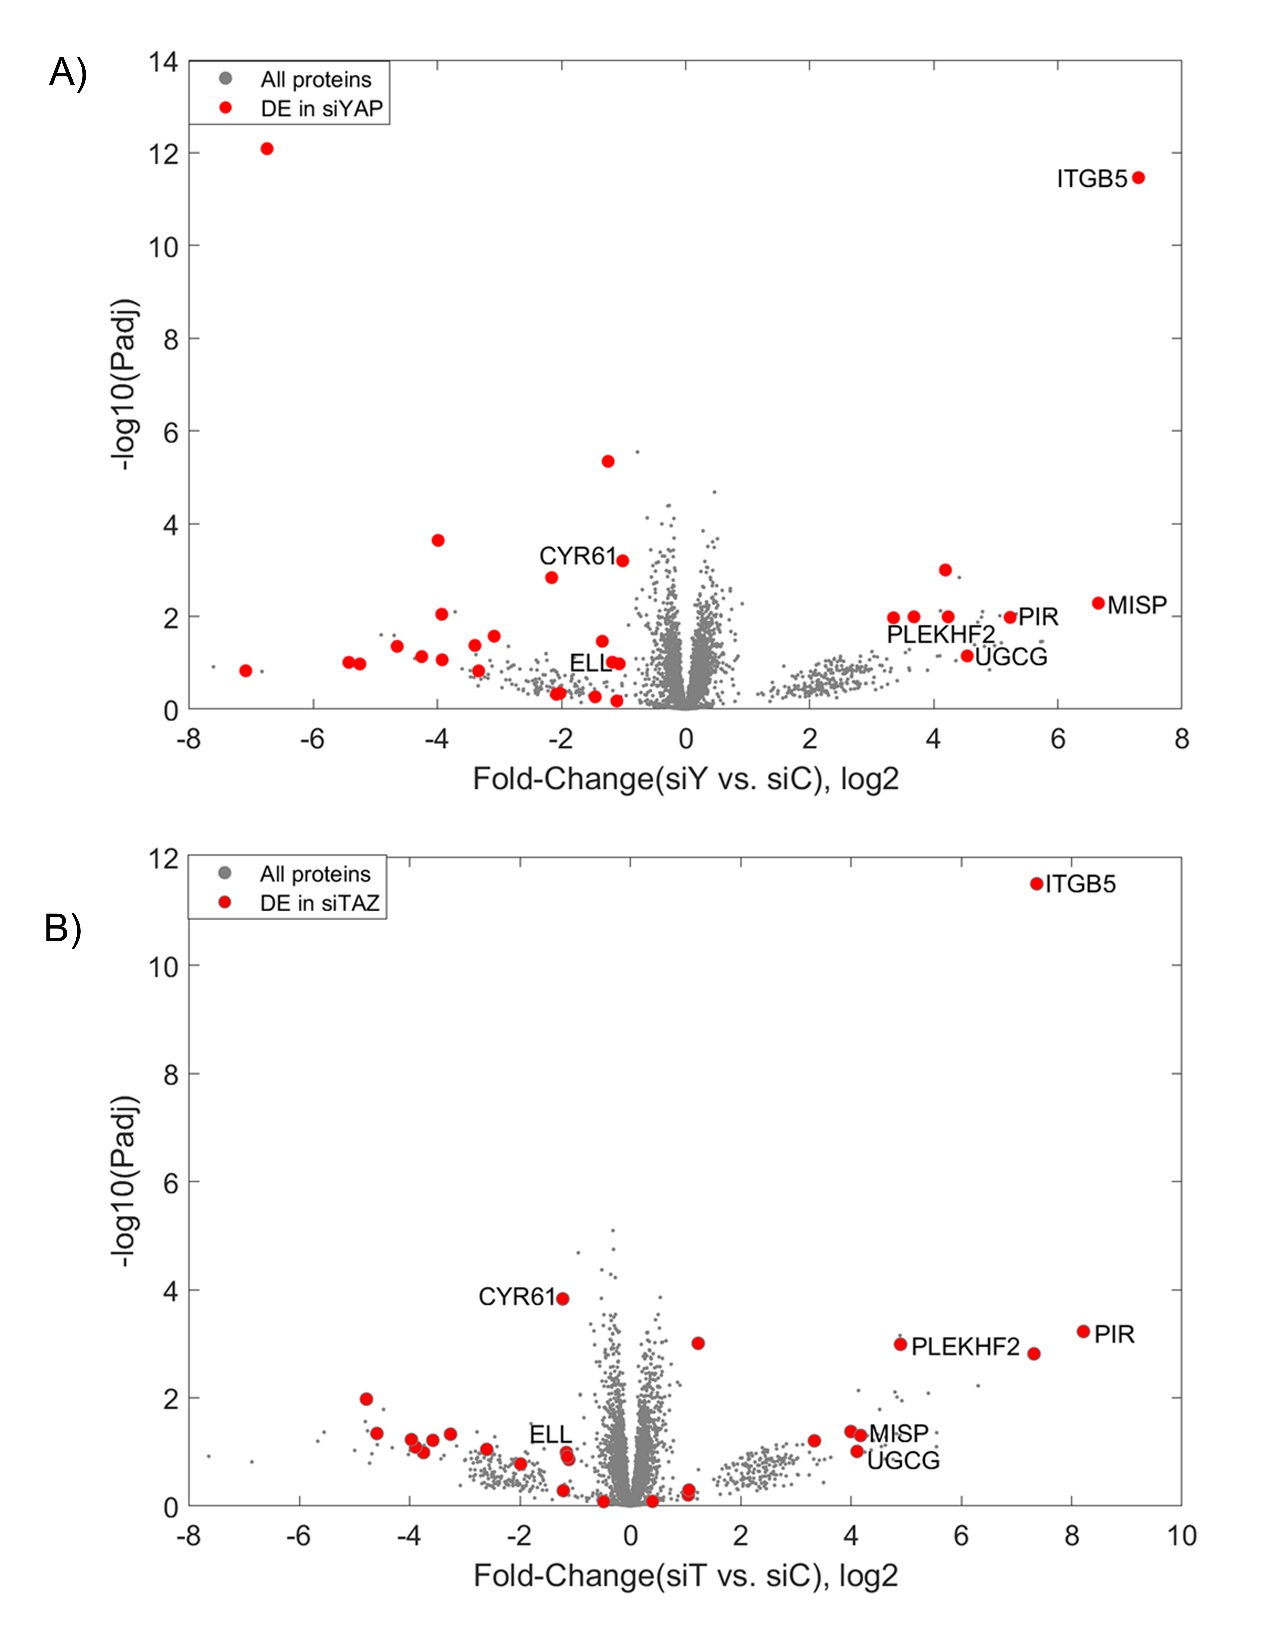
**

**Figure S9.** Volcano plots for the proteins detected after single knockdown of YAP or TAZ in MDA-MB-231 cells. A). All proteins that were detected upon single knockdown of YAP are shown in grey and differentially expressed proteins are shown in red. B). All proteins that were differentially expressed upon single knockdown of TAZ are shown in grey and differentially expressed proteins are shown in red. Proteins that were common and significantly expressed in both treatment conditions are labeled with their protein names.

**
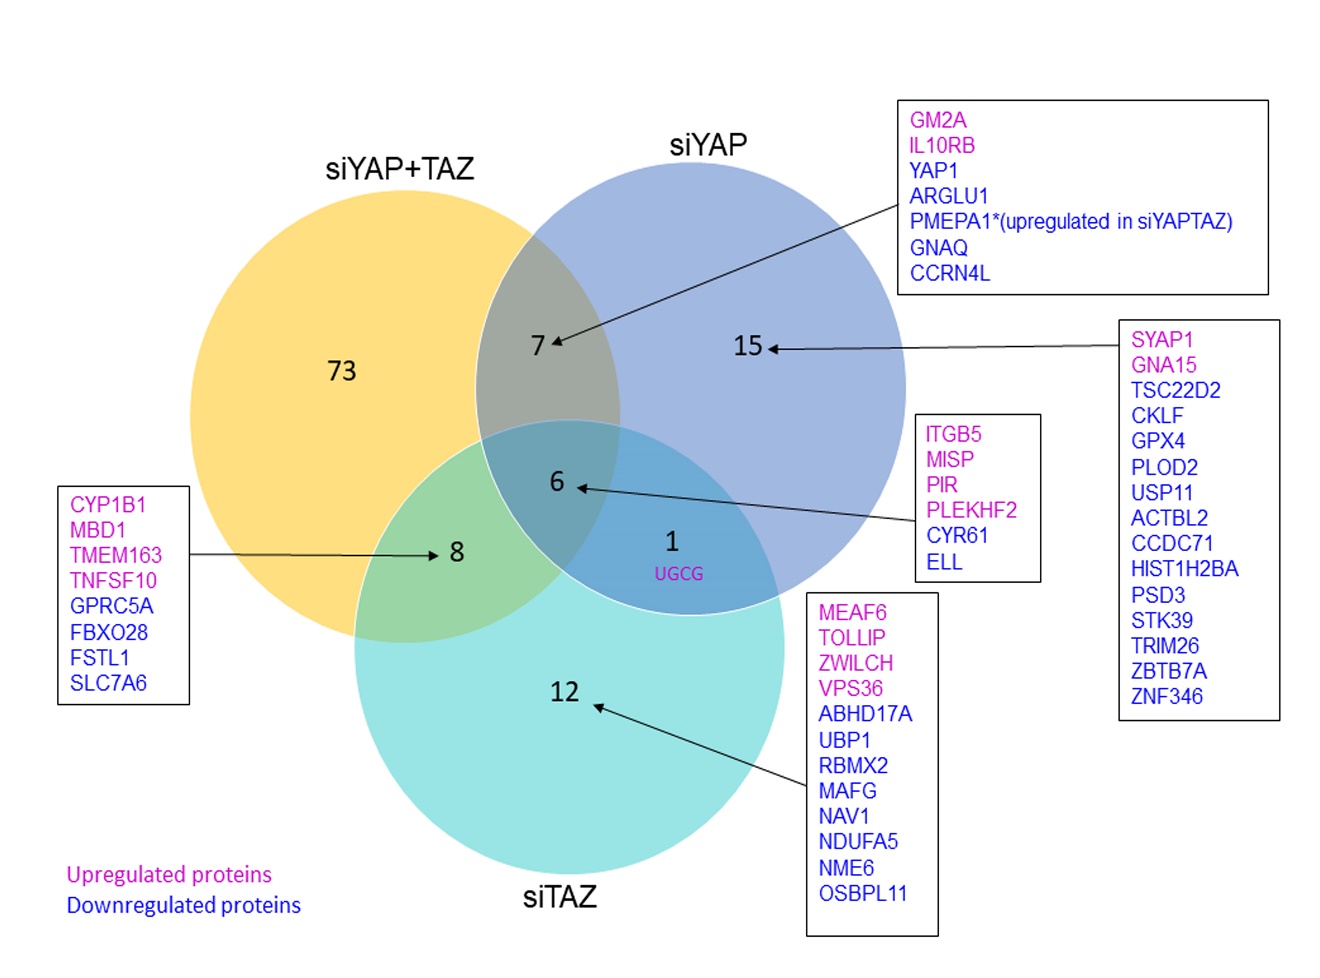
**

**Figure S10.** Venn diagram depicting the overlap between proteins differentially expressed in each treatment; siYAP, siTAZ and siYAP+TAZ are shown. Upregulated proteins are shown in magenta and down regulated proteins are shown in blue. Protein names are listed in boxes and in Supplementary Table S6.

**
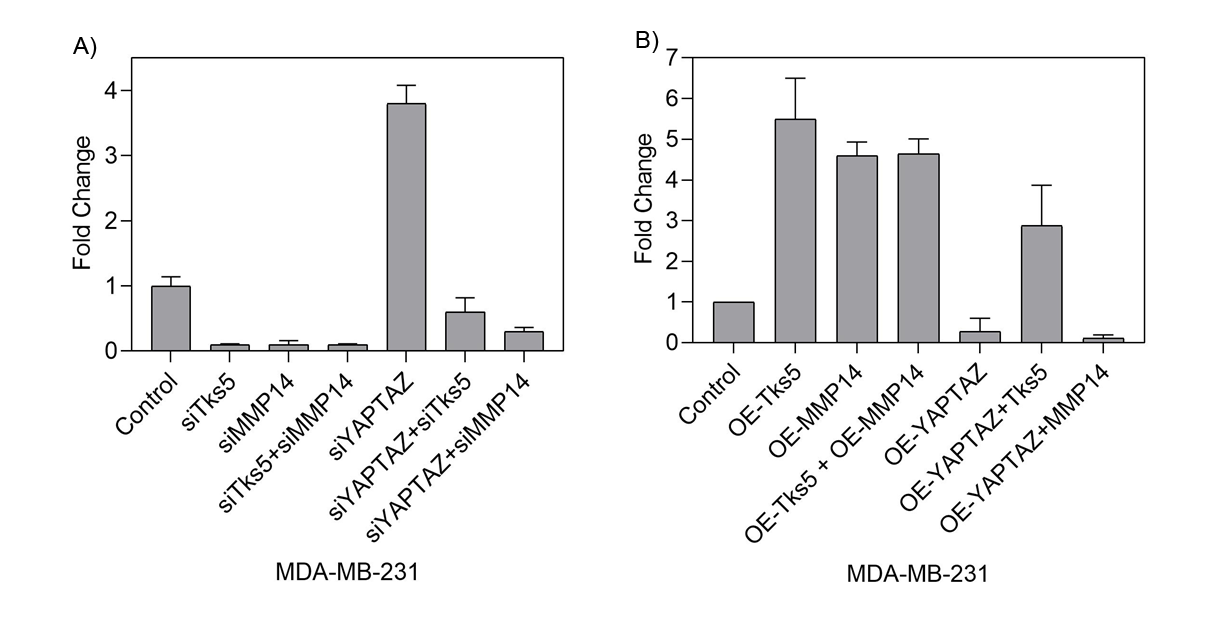
**

**Figure S11.** Knockdown and (A) and overexpression (B) YAP+TAZ in combination with Tks5 and MMP14 in MDA-MB-231 cells are shown. Z-stack of images for actin, DAPI and Alexa Fluor 488-gelatin were captured under 40 X (0.75) air objective using a WIScan Hermes® microscope (IDEA Bio-Medical Ltd.). Cells were seeded on duplicate wells for each condition and 36 fields were obtained for each well. Fold change obtained from the values for gelatin degradation/cell (µm^2^) with ± SEM for each treatment condition for one of the representative set is shown.

**
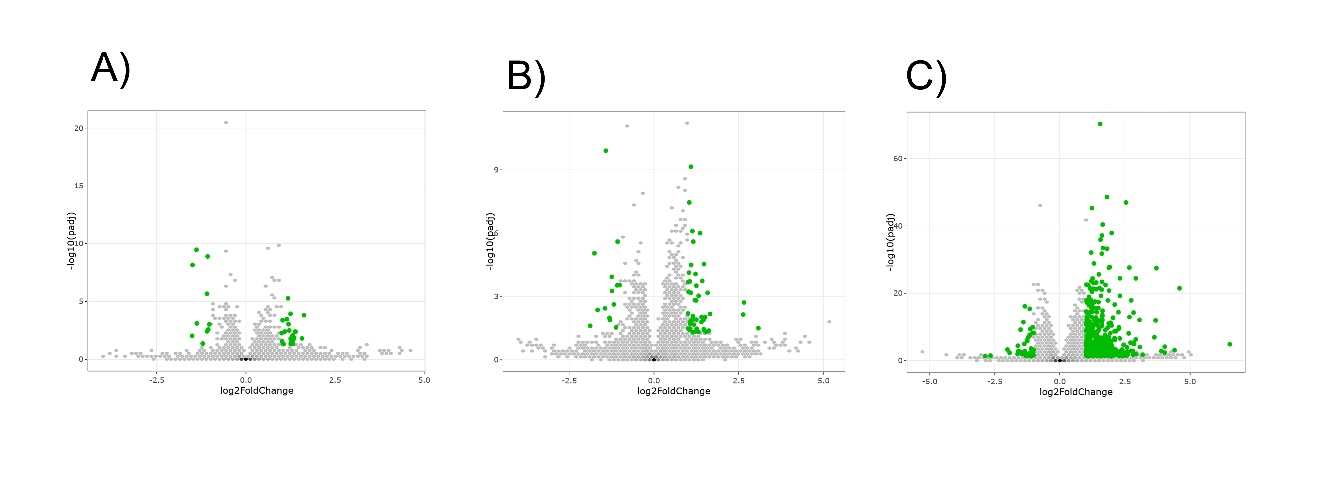
**

**Figure S12.** Volcano plots of differentially expressed genes after co-knockdown of siControl vs siYAP (34 genes), siControl vs siTAZ (61 genes) and siControl vs siYAPTAZ (580 genes) in MDA-MB-231 cell line are shown. The detailed breakdown of differentially expressed genes are listed in Supplementary Table S10.

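The genes farthest to the side among those with a mean of at least 20 normalized counts and no overlap between the groups were, in siYAP, MYH15 (log2 fold change 1.61), PI16 (1.38), CAPN11 (1.36), TRPV2 (1.33) and CA9 (1.24) upwards and S1PR1 (-1.503), ADM (-1.39), AP001527.2 (-1.38), KIF17 (-1.10) and WTIP (-1.10) downwards. MYH15 rose from 36.8 ± 3.89 to 113 ± 50.4 normalized counts (SD, n = 3; SE 0.31, edgeR adjusted p = 0.016). ADM (chromosome 11, 10305073 to 10307397) fell from 3508 ± 100.5 to 1334 ± 205 (SE 0.20, edgeR adjusted p = 0.0084). Of these 10 genes, S1PR1 alone passed the thresholds without any 1 of the 6 libraries. Without siControl 17, 9 of the 10 no longer passed, among them ADM (-1.37) and CA9 (1.24), and without siYAP 28, 8 no longer passed. CA9 shares 35.7% of its exonic bases with ARHGEF39 on the opposite strand.
In siTAZ, apart from WWTR1, the corresponding genes were MMP11 (1.56), PRSS2 (1.46), THBS2 (1.44), TIMP4 (1.41) and ACOT1 (1.39) upwards and AL359878.1 (-1.44), ADM (-1.42), AL589743.1 (-1.29) and KIF17 (-1.23) downwards. PRSS2 (chromosome 7, 142760398 to 142774564) rose from 34.4 ± 5.65 to 97.01 ± 30.4 normalized counts (SE 0.26, edgeR adjusted p = 0.0072), and 10.5% of its 50-base stretches also occur in other genes. For ACOT1, 51.9% of these stretches occur in ACOT2, and THBS2 and TIMP4 share 31.2% and 14.2% of their exonic bases with genes on the opposite strand, so that their reads cannot be assigned with certainty. ADM was the 1 gene of these 10, WWTR1 included, that passed without any 1 of the 6 libraries, and without siTAZ 24 only WWTR1 and ADM passed. In siYAP+TAZ, MYH15, PI16, CAPN11, TRPV2, CA9, S1PR1, ADM, AP001527.2, KIF17, MMP11, PRSS2, THBS2, TIMP4 and ACOT1 were past the thresholds in the same direction.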

# Supplementary material for: Deciphering the involvement of the Hippo pathway co-regulators, YAP/TAZ in invadopodia formation and matrix degradation
**Source:** Cell Death Dis. 2023 Apr 25;14(4):290. doi: 10.1038/s41419-023-05769-1
**Supplement:** Supplementary file 2 — Supplementary Table S1-S4 and Legends

**Table S1.** List and characteristics of the multi-cancer cell line panel used in the study.

| **Sr. No** | **Cell lines** | **Tissue/Disease** | **Invadopodia formation tested** | **Primary vs metastasis**  **Source: CCLE/Published** |
| --- | --- | --- | --- | --- |
| 1 | MDA-MB-231 | Breast/adenocarcinoma | + | Metastasis |
| 2 | NCI-H1299 | Lung/non-small cell lung carcinoma | + | Metastasis |
| 3 | A-375 | Skin/malignant melanoma | + | Primary |
| 4 | CSK-A375* | Skin/malignant melanoma | + | Derived from A-375 |
| 5 | A2058 | Skin/melanoma | + | Metastasis |
| 6 | WM793 | Skin/melanoma | + | Primary |
| 7 | 63-T | Skin/melanoma | + | Metastasis |
| 8 | IGR-1 | Skin/melanoma | + | Metastasis |
| 9 | Malme-3M | Skin/ malignant melanoma | + | Metastasis |
| 10 | SB-2 | Melanocytes/malignant melanoma | + | Primary |
| 11 | UM-SCC-47 | Tongue/head and neck squamous cell carcinoma | + | Primary |
| 12 | LOX-IMVI | Skin/malignant melanoma | + | Metastasis |
| 13 | SKOV-3 | Ovary /adenocarcinoma | - | Metastasis |
| 14 | OVCAR-3 | Ovary /adenocarcinoma | - | Metastasis |
| 15 | A549 | Lung /carcinoma | - | Primary |
| 16 | PC-3 | Prostate /adenocarcinoma | - | Metastasis |
| 17 | PANC-1 | Pancreatic /carcinoma | - | Primary |
| 18 | HCC1937 | Breast /ductal carcinoma | - | Primary |
| 19 | MDA-MB-468 | Breast /adenocarcinoma | - | Metastasis |
| 20 | A2780 | Ovary /carcinoma | - | Primary |
| 21 | HCC70 | Breast/ductal carcinoma | - | Primary |

**Footnotes**

*CSK-A375: Knockdown of C-terminal Src kinase using shRNA in A375 cell line.

**Table S2.** List of SMARTpool oligonucleotides used in the study

| **Sr. No** | **siGenome** | **SMARTpool sequence** |
| --- | --- | --- |
| 1 | Negative Control (Human) | UGGUUUACAUGUCGACUAA |
| 2 | YAP 1 (Human) | GCACCUAUCACUCUCGAGA; GAACAUAGAAGGAGAGGAG; CCACCAAGCUAGAUAAAGA; GGUCAGAGAUACUUCUUAA |
| 3 | TAZ (Human) | AAGCCUAGCUCGUGGCGGA; AGGAACAAACGUUGACUUA; GGACAAACACCCAUGAACA; GACAUGAGAUCCAUCACUA |

**Table S3.** List of single oligonucleotides used in the study

| **Sr. No** | **siGenome** | **Single oligo sequence** |
| --- | --- | --- |
| 1 | YAP 1 (Human) | 1. CCACCAAGCUAGAUAAAGA 2. GCACCUAUCACUCUCGAGA |
| 2 | TAZ (Human) | 1. GGACAAACACCCAUGAACA 2. AAGCCUAGCUCGUGGCGGA |

**Table S4.** List of primers sequences used in the study

| **Sr. No** | **Gene**  **Name** | **Primer sequence** |
| --- | --- | --- |
| 1 | YAP1 (Human) | Forward-GCCGGAGCCCAAATCC  Reverse-GCAGAGAAGCTGGAGAGGAATG |
| 2 | TAZ (Human) | Forward-CGATGACCCCAGACATGAGA  Reverse-CTCGAATGATATGGCCCTCC |
| 3 | GAPDH | Forward- ACCCACTCCTCCACCTTTGA  Reverse- CTGTTGCTGTAGCCAAATTCGT |
| 4 | HPRT | Forward- CTGAGGATTTGGAAAGGGTGT  Reverse- CATCTCGAGCAAGACGTTCA |

**Supplementary Table Legends**

**Table S1**. List and characteristics of the multi-cancer cell line panel used in the study.

**Table S2**. List of SMARTpool oligonucleotides used in the study.

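Table S2 lists the 4 siRNAs of each pool. Matched to the transcripts of GENCODE release 44, every siRNA against YAP1 and WWTR1 has 1 exact site in the coding sequence of its target, and each site lies within a single exon. The sites in YAP1, on the plus strand of chromosome 11, are GCACCTATCACTCTCGAGA at 102227471 to 102227489 in exon 8, GAACATAGAAGGAGAGGAG at 102229814 to 102229832 and CCACCAAGCTAGATAAAGA at 102229900 to 102229918, both in exon 9, and GGTCAGAGATACTTCTTAA at 102114375 to 102114393 in exon 2. The first and the last of these also match the pseudogene YAP1P1. With 15 bases on each side, the first site reads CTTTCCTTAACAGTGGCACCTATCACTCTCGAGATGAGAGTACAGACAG. The sites in WWTR1, on the minus strand of chromosome 3, are AAGCCTAGCTCGTGGCGGA at 149657174 to 149657192 in exon 2, AGGAACAAACGTTGACTTA at 149520895 to 149520913 and GGACAAACACCCATGAACA at 149520960 to 149520978, both in exon 7, and GACATGAGATCCATCACTA at 149527864 to 149527882 in exon 5. With the same flanks, the first of these reads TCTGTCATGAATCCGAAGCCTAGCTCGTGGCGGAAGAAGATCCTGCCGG, and on the opposite strand it matches WWTR1-AS1. The control siRNA listed has no exact match in any annotated transcript. With up to 3 mismatches, the YAP1 siRNAs match 36 further genes, 31 of them with a mean of at least 20 normalized counts, and the WWTR1 siRNAs 14, of which 12 reach that mean. None of these genes was differentially expressed in the single knockdown by the pool. At an adjusted p of at most 0.05 alone, 1 WWTR1 match, NIP7, was lower in siTAZ (log2 fold change -0.61, edgeR adjusted p = 0.021). NIP7 had -0.57 in siYAP+TAZ (edgeR adjusted p = 0.0057) and -0.14 in siYAP (0.75), so unintended silencing of NIP7 stays open. For the YAP1 pool, 1 match, SHTN1, was higher in siYAP (0.56, edgeR adjusted p = 0.0084) and 0 were lower. In siYAP+TAZ, where both pools were used, MMP2, with 3 mismatches to the last of the YAP1 siRNAs, passed the thresholds upwards, with at most 1 count in each siControl library.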

**Table S3**. List of single oligonucleotides used in the study.

**Table S4**. List of primers sequences used in the study.

**Table S5**. Proteomic profiling results (LFQ intensities) of all 4667 detected proteins in MDA-MB-231 cell line for each treatment conditions (Control, siControl, siYAP, siTAZ, siYAP+TAZ) obtained for three independent set of experiments with their ANOVA analysis and resultant fold change values are shown.

**Table S6**. Differentially expressed proteins analyzed from the protein profiling results for Control vs siControl, siControl vs siYAP, siControl vs siTAZ and siControl vs siYAPTAZ in MDA-MB-231 cell line for each independent set of experiment with their respective fold change and p values are enlisted.

**Table S7.** Curated list of proteins, structurally and functionally related to invadopodia obtained from published literature are listed.

**Table S8.** List of nine significantly upregulated and down-regulated proteins obtained after co-knockdown of YAP +TAZ in MDA-MB-231 cell line.

**Table S9.** RNA sequencing analysis for each treatment conditions (Control, siControl, siYAP, siTAZ, siYAP+TAZ) obtained for three independent set of experiments in MDA-MB-231 cell line is shown.

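The table behind Table S9 gives 18858 genes in the 15 libraries. For each gene and library it holds the raw read count, the count divided by the DESeq2 size factor of the library, and a regularized log value (rlog) on the log2 scale, in which the differences between libraries are shrunken for genes with low counts. For each pair of groups it also holds the log2 fold change, the p-value and the adjusted p-value of the authors' DESeq2 comparison. Every gene has at least 6 reads in at least 1 library. Replicate libraries were not copies of each other, since between 20.1% and 51.1% of genes per pair differed by more than a chi-square test of the counts allows at an unadjusted p of 0.05.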

**Table S10**. 

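A list of 22 known YAP/TAZ target genes, written down without use of these libraries, was tested as a set with limma's camera. In siYAP+TAZ, 18 of the 22 were lower than in siControl, with a median log2 fold change of -0.60 (camera adjusted p = 3.1e-09 over 5 lists), and the call held under fry and under a correlation estimated from the data. The median was -0.41 in siYAP (20 of 22 lower, camera adjusted p = 5.4e-12) and -0.28 in siTAZ (18 of 22 lower, camera adjusted p = 1.4e-05), of which the call in siYAP held under both other tests and that in siTAZ under fry only. Between siControl and Control the median was -0.054 (camera adjusted p = 0.34). Of the 22 genes, 3 are also in the invadopodia list. Among Hippo pathway genes that the paper names, AJUBA had a log2 fold change of -0.70 (SE 0.12, edgeR adjusted p = 5.0e-04) and FRMD6 of -0.72 (SE 0.12, edgeR adjusted p = 4.2e-04) in siYAP+TAZ, both without overlap between the libraries of the 2 groups and below the fold threshold. The copy of Table S10 used here holds 527 higher and 50 of the 51 lower genes of siYAP+TAZ, and 46 of the 47 higher genes of siTAZ, that the paper counts there. In that copy, 63 log2 fold changes could be set beside a gene named here. For 63 of 63, the paper's value lay within 1 SE of the edgeR value. Both values come from the same counts, so their closeness does not test the paper's values.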

List of invadopodia-associated proteins (highlighted in yellow) or hippo pathway related genes (highlighted in bold) obtained in RNA-seq results upon knockdown of YAP, TAZ and YAP+TAZ in MDA-MB-231 cell line.

How the deposited data were processed for this re-analysis (not part of the article)

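RNA of MDA-MB-231 cells was measured in 5 groups of 3 libraries each (Control, siControl, siYAP, siTAZ and siYAP+TAZ). Libraries were assigned to groups by the names of the samples, and all 15 were used. The paper states that the libraries come from 3 independent sets of experiments but does not say which libraries form a set, so no pairing was assumed.
The authors prepared polyadenylated RNA libraries, sequenced single reads on a NovaSeq and processed them with the UTAP pipeline. They trimmed reads with cutadapt, aligned them with STAR to GRCh38 with GENCODE release 34, and deposited raw read counts per gene as counted by STAR. The authors also deposited a normalized signal per gene and library, which is the count divided by the DESeq2 size factor, and rlog values on the log2 scale. For each pair of groups the authors deposited a log2 fold change, a p-value and an adjusted p-value from DESeq2, run without a prior on the fold changes, without a limit on Cook's distance and without independent filtering. No read was realigned or recounted here.
The raw counts were the input of every test. In all 18858 genes at least 1 library reached 5 reads, so the minimum of the methods removed none. Counts were normalized by TMM and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood method (robust estimation, one coefficient per group, all 15 libraries, no block). P-values were adjusted with the Benjamini-Hochberg method over all genes tested. A gene was taken as differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The comparisons were each knockdown with siControl and with Control, siControl with Control, siYAP+TAZ with each single knockdown, and the interaction of siYAP and siTAZ.
Total counts per library lay between 18696737 and 30107312, with a median of 22902846, and the TMM factors between 0.943 and 1.03. At this depth genes with few counts carry large errors. Where no siControl library had more than 3 counts, folds are given with siControl set to 3 counts and leave out the error of the knockdown counts.
The genes named in the text were fixed by a rule. They are the siRNA targets, the genes the paper names for the transcriptome or as differential proteins, the genes of the invadopodia list past the thresholds in siYAP+TAZ, and for each knockdown the 5 genes with the largest and the 5 with the most negative log2 fold change among those past the thresholds, with a mean of at least 20 normalized counts and with every knockdown library on the same side of every siControl library.
The 5 gene lists were the invadopodia list of Table S7, YAP/TAZ targets (22 genes), interferon-stimulated genes (30), hypoxia genes (20) and cell cycle genes (24). The last 4 were written by hand before the count table was opened, the hypoxia list after gene names in Table S10 had been read. Lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), with fry and an estimated correlation as alternatives, and p-values were adjusted over the 5 lists in each comparison. Principal components were computed from log2 CPM (TMM) with a prior count of 2. Coordinates, exon structure, overlaps between genes and stretches of 50 bases shared with other genes were taken from GRCh38 and GENCODE release 44, in which 82.6% of the genes were found by name.
The groups, tests, thresholds, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with the settings of the methods, limma-voom, stricter filters on low counts (at least 10 reads in at least 3 libraries, and edgeR's filterByExpr), DESeq2 size factors or library size in place of TMM, estimation without robustness, only the groups compared in the fit, glmTreat, Control as the reference, the run of consecutive library numbers as a block, and leaving out each library in turn. Chosen after the data were seen were a limit of a mean of over 5 normalized counts on genes from DESeq2, which the authors' mark of changed genes in the deposited table follows, and the left-out libraries for the RNA of the proteins. For the interaction, 100 divisions of the libraries were drawn, more than had been fixed.
The tests of single genes with edgeR, DESeq2 and limma-voom were run first on simulated counts with 200 changed genes among 18512. The edgeR test recovered 196 of them with 7 unchanged genes also past the thresholds, and 93% of the estimates lay within 2 SE. The interaction contrast recovered 180. All simulated changes lay beyond the fold threshold and in siYAP+TAZ alone, so the recovery of smaller interactions was not tested. Simulated groups without change against the shared siControl libraries, 20 for each setting, gave the values that the shared libraries alone produce. The other proteomic and imaging experiments of the paper were not analysed here, apart from the paper's own protein fold changes. Of the supplementary tables, Table S5 was not used because the copy at hand is shortened.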

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

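Of the tests given in this part, those of the siRNA amount, of the transfection itself and of additive effects, and the reading of the splits of the libraries, were chosen only after the result was seen.
The text of the paper does not describe a direct comparison of siYAP+TAZ with the single knockdowns, although the authors' deposited table holds its fold changes and p-values. With edgeR, 140 genes differed between siYAP+TAZ and siYAP and 147 between siYAP+TAZ and siTAZ, and in each case 1 of the 10 splits of the 6 libraries, the real one, gave as many, and the other splits gave 0. With 3 libraries against 3, the 10 splits cannot give a share under 0.1 whatever the data, so the splits alone do not decide. Each other split also sets 2 libraries of a group and 1 of the other group against the reverse, so part of a real difference stays in it. Without siYAP 18 the first count was 83, and without siYAP+TAZ 25 the second was 78. A candidate explanation is that the effects of both knockdowns add. In simulations of the sum, 91.2% of the genes past the thresholds in siYAP+TAZ but in no single knockdown moved the same way in both, near the observed 90%. Relative to Control, whose libraries are not shared, the share was 81.6% against 64.2% (61.8% to 66.2%) in these simulations, which the sum does not give. The share of these genes with an unadjusted interaction p under 0.05, 12.6%, lay above the highest of these simulations, 4.79%. The sum therefore leaves part of the pattern open, and so does the total of 60 nM siRNA that only the siYAP+TAZ cells received. The sum also takes each target as reduced alike, whereas every siYAP+TAZ library had more WWTR1 RNA than every siTAZ library.
Interferon-stimulated genes, which the paper does not discuss, were higher in siYAP+TAZ, with a median log2 fold change of 0.59 and 27 of 30 genes higher (camera adjusted p = 4.0e-08, held under fry and under an estimated correlation). Of the 10 splits, 1 gave a p as small, and the lowest camera p of the other splits was 6.8e-06, against 3.2e-08, both before adjustment. The median was 0.34 in siYAP (25 of 30 higher, camera adjusted p = 1.9e-07, held under both) and 0.17 in siTAZ (18 of 30, camera adjusted p = 0.016, held under fry only). Double-stranded RNA in the transfection was weighed as a technical source. The transfection itself was tested by siControl against Control, where the median was -0.035 (camera adjusted p = 0.58), and the doubled amount of siRNA by siYAP, where 30 nM already gave 0.34. After removal of a trend with GC content and transcript length, the median was 0.57, as before, over the 29 genes with a value. Neither test excludes a response to the sequence of the targeting pools, or an added part from the larger amount in siYAP+TAZ. An effect of YAP and TAZ loss on these genes remains a hypothesis that these values allow.
Hypoxia genes were higher in siYAP+TAZ, with a median log2 fold change of 0.48 and 18 of 20 genes higher (camera adjusted p = 4.0e-08, held under fry and lost with an estimated correlation, 0.097). This list was written after gene names of Table S10 had been read, and 5 of its genes are also in the invadopodia list. Of the 10 splits, 1 gave a p as small, but the lowest camera p of the other splits was 9.4e-08, against 3.2e-08, both before adjustment. After removal of the trend with GC content and length, the median was 0.52. CA9 rose most, by 2.29, with 35.7% of its exonic bases opposite another gene, whereas ADM went against the list, with -1.17. In siYAP the median was 0.19 and in siTAZ 0.10. A difference in cell density or oxygen between dishes was not measured and remains open beside an effect of the co-knockdown.
Cell cycle genes were lower in siYAP+TAZ, with a median log2 fold change of -0.26 and 24 of 24 genes lower (camera adjusted p = 3.1e-09, held under fry and lost with an estimated correlation, 0.097). Of the 10 splits, 1 gave a p as small, but the lowest camera p of the other splits was 2.3e-09, against 1.2e-09, both before adjustment. In siYAP the median was -0.18 with 24 of 24 lower, and in siTAZ 0.03 with 11 of 24 lower. No gene of the list passed the fold threshold. After removal of the trend with GC content and length, the median in siYAP+TAZ was -0.25. Slower growth after the knockdown and a difference in density at harvest both remain open, as neither was tested.
DYRK1B (named after its values were seen) was the 1 gene past the thresholds for a departure from the sum of the single knockdowns in the fit without a replicate block, with an interaction of 1.05 on the log2 scale (SE 0.16, edgeR adjusted p = 0.041). Its normalized counts were 243 ± 44.0 in Control, 268 ± 30.3 in siControl, 323 ± 7.27 in siYAP, 315 ± 28.9 in siTAZ and 788 ± 22.0 in siYAP+TAZ (SD, n = 3). The log2 fold change was 1.55 in siYAP+TAZ (edgeR adjusted p = 1.1e-07), 0.27 in siYAP and 0.23 in siTAZ, and siControl differed from Control by 0.15. Among 100 divisions of the libraries, 3 gave at least 1 gene, the real one included. For the interaction, 6 genes passed with DESeq2 and 2 with limma-voom, DYRK1B included, and 0 with either stricter filter, library size only, glmTreat or estimation without robustness. The number was 0 in 9 of the 12 fits that left out 1 library, 1, another gene, without siYAP 23, and 3, DYRK1B included, without siControl 27 and without siTAZ 19. More genes passed with the run of consecutive library numbers as a block, a grouping that the paper does not state. No test of a technical cause specific to this gene was run. The effects of the larger siRNA amount and of the unequal reduction of the targets remain open.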

How the results depend on the processing

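The only setting in this part chosen after the data were seen, apart from the left-out libraries for the RNA of the proteins, is DESeq2 limited to a mean of over 5 normalized counts. The setting without a filter removes no gene of this table, so its equal values say nothing about stability.
The number of differentially expressed genes in siYAP+TAZ, 652, stayed within 1.5 times under every alternative but glmTreat (45), and lay between 533 and 584 in the 6 fits that left out 1 library. In siYAP, where it was 18, it was 34 with DESeq2 and 34 with the limit on the mean added, 0 with glmTreat, and between 5 (without siControl 17) and 23 (without siYAP 23). In siTAZ, where it was 40, it was 62 with DESeq2, 61 with that limit, 12 with only the groups compared, 0 with glmTreat, 77 against Control, and between 4 (without siTAZ 24) and 133 (without siTAZ 19). The fit of only the groups compared has fewer libraries for the spread, and glmTreat asks for a change beyond the fold threshold. The cause of the other shifts was not tested.
Against siYAP, the 140 genes of siYAP+TAZ became 5 with glmTreat and between 83 (without siYAP 18) and 117. Against siTAZ, the 147 became 4 with glmTreat and between 78 (without siYAP+TAZ 25) and 139. The interaction, with 1 gene, gave 6 with DESeq2, with or without the limit on the mean, 2 with limma-voom, 0 with filterByExpr, 0 with 10 reads in 3 libraries, 0 with library size only, 0 with glmTreat, 0 without robust estimation, and 0 to 3 in the 12 fits that left out 1 library. The share of siYAP+TAZ genes in neither single knockdown, 93.6%, was 88.3% with DESeq2, 87.8% with the limit on the mean, 100% with glmTreat, and 85.9% to 96.97% with 1 library left out (lowest without siTAZ 19, highest without siTAZ 24).
Of the invadopodia list, 19 genes passed in siYAP+TAZ, 2 with glmTreat and 14 to 20 with 1 library left out. In siYAP+TAZ against siControl, the gene set results kept their direction and side of the threshold, except that the adjusted p of cell cycle and hypoxia genes was 0.097 with an estimated correlation. In the single knockdowns against siControl, the camera calls lost with an estimated correlation were those of cell cycle and hypoxia genes in siYAP and of hypoxia genes, interferon-stimulated genes and YAP/TAZ targets in siTAZ, and those lost under fry were hypoxia genes in both. With 1 library left out, adjusted p ranged from 3.4e-10 to 6.0e-07 for cell cycle genes, from 4.3e-09 to 9.0e-07 for hypoxia genes, from 1.8e-08 to 9.2e-07 for interferon-stimulated genes and from 7.0e-10 to 3.0e-08 for YAP/TAZ targets. For the invadopodia list, with a median log2 fold change of -0.057 and a camera adjusted p of 0.16 in siYAP+TAZ, it ranged from 0.092 to 0.43.
Components 1 and 2 held 21.2% and 17.6% of the variance, 37.6% and 24.5% from the authors' rlog values, 26.3% and 21.6% from the 1000 genes of highest variance, and 27.9% and 21.7% from genes with 10 reads in 3 libraries. The difference between siYAP+TAZ and siControl, 72.0% of the range of component 1, was 91.4% with the 1000 genes. In each of these settings siYAP+TAZ and siControl did not overlap on component 1. Of the RNA of 94 proteins, 13 passed, 61 at the adjusted p alone, and 10 to 20 with 1 library left out, and the number in the direction of the protein stayed between 87 and 90.
Among 89 results for named genes and 1686 values under the alternatives, 1453 kept direction and side of the thresholds, 183 lost and 42 gained a place past the thresholds, and 8 changed sign. The sign changed for DIAPH2 in siYAP+TAZ against Control (0.045) and for WWTR1 in siYAP, where the value of -0.014 became 0.0039 with filterByExpr, 0.0027 with 10 reads in 3 libraries, 0.033 with library size only, 0.076 without siControl 17, 0.0030 without siControl 22, 0.14 without siYAP 23 and 0.15 against Control, whereas it was -0.10 without siControl 27. Both genes lie near 0, and no alternative calls them in these comparisons.
The replicate block treats libraries 16 to 20, 21 to 25 and 26 to 30 as sets. The libraries of a set share only the run of numbers: the correlations of deviations from the group means were 0.092 to 0.28 in the first run of numbers, -0.026 to 0.11 in the second and 0.23 to 0.35 in the third, so the rule that every pair exceed 0.1 was not met. With the block, edgeR gave 72 genes in siYAP, 152 in siTAZ, 261 against siYAP, 276 against siTAZ and 27 for the interaction, and DESeq2 with the block gave 58, 104 and 31 in siYAP, siTAZ and the interaction. The adjusted p of TIMP3 in siYAP+TAZ was over 0.05 in every other fit and under it with either block, at log2 fold changes of 0.38 and 0.39. The share in neither single knockdown was 82.8% with either block, components 1 and 2 held 26.4% and 12.7% after the block was removed, and the difference between siYAP+TAZ and siControl became 87.0% of the range.
Depth limits the genes with few counts: 63 of the 652 genes had no siControl library above 3 counts, and for these the size of a fold change is not determined.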

Differences from the paper's values

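Among the tests in this part, only DESeq2 with a limit on the mean count was chosen after the result was seen.
In siYAP against siControl, 18 genes were differentially expressed here and 34 in the paper, with 11 and 24 higher. Of the alternatives set before the data were examined, DESeq2 with the settings of the methods gave 34 (24 higher), without siYAP 23 there were 23 genes, and against Control 25, so that these totals come within 1.5 times the paper's. For the higher genes, DESeq2 (24) and library size only (17) come within it. Every other alternative lies outside for the total. With DESeq2 limited to a mean of over 5 normalized counts, chosen after seeing the values, the number was also 34.
In siTAZ, 40 genes were differentially expressed here and 61 in the paper, with 31 and 47 higher and 9 and 14 lower. DESeq2 gave 62 (48 higher and 14 lower), and 61 (47 and 14) with the limit of a mean of over 5 chosen after seeing the values. For the total, filterByExpr, the filter of 10 reads in 3 libraries, library size only, estimation without robustness, limma-voom and Control as the reference also come within 1.5 times the paper's number. For the higher genes, the alternatives that come within it are DESeq2, filterByExpr, the filter of 10 reads in 3 libraries, library size only and Control as the reference. For the lower genes they are DESeq2, filterByExpr, the filter of 10 reads in 3 libraries, estimation without robustness and limma-voom. No other alternative does. In the authors' deposited table, 616, 34 and 62 genes pass both thresholds in siYAP+TAZ, siYAP and siTAZ, and DESeq2 gave the same numbers here.
The paper names YAP1, CTGF and CYR61 among the molecules that went down. Here CCN1 (CYR61) passed the thresholds in siYAP+TAZ, whereas CCN2 (CTGF), with -0.99, and YAP1, with -1.06 (edgeR adjusted p = 0.072), did not. In the authors' deposited table, CCN2 had a log2 fold change of -0.98 in siYAP+TAZ, which also lies short of the fold threshold. Here CCN2 passed with limma-voom, with Control as the reference and without siControl 27, siYAP+TAZ 20 or siYAP+TAZ 25. YAP1 passed in siYAP+TAZ with DESeq2, with or without a block, limma-voom, estimation without robustness and only the groups compared. In siYAP it passed with both DESeq2 fits, edgeR with a block, limma-voom, estimation without robustness and without siYAP 23.
Of the genes the paper names as shared by its protein and RNA lists, 12 of 15 passed here, without YAP1, TGFB2 and TMEM163. TGFB2, with -1.08, passed with DESeq2, with or without a block, with edgeR with a block, with limma-voom and with estimation without robustness. TMEM163, with 0.9974, passed with DESeq2, with or without a block, DESeq2 size factors, library size only, both stricter filters, limma-voom, only the groups compared, Control as the reference, and without siControl 27, siYAP+TAZ 20 or siYAP+TAZ 25.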

Other observations

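Of the tests given in this part, those of the scaling and of a trend with GC content for the excess of higher genes, of a weaker response of siYAP 23, of a stronger response of siTAZ 24 and of additive effects, and the reading of the splits of the libraries, were chosen only after the result was seen.
More genes rose than fell in siYAP+TAZ (592 against 60). With all values of siYAP+TAZ lowered by 0.12 log2 units, the largest ratio between the TMM factors of any 2 libraries, 79.4% of the 617 genes then past the thresholds were higher, so a scaling error of that size gives a part of the excess but not the whole, and a larger one stays open. Among genes with a mean of at least 100 normalized counts, 89.8% were higher. With a trend with GC content and transcript length removed from all genes with these values, and the genes tested anew, 91.2% of 555 were higher, against 90.4% of 606 without the removal. These values argue against low counts and against such a trend as the cause, and no other technical cause of the excess was tested. The real split of the 6 libraries was 1 of the 10 with as many genes past the thresholds in siYAP+TAZ, as it was in siYAP and in siTAZ (1 of 10 each). Between siControl and Control, 10 of 10 splits gave as many as the observed 0. The design of 10 splits cannot give a share under 0.05.
The YAP1 RNA of siYAP 23 stayed higher than that of siYAP 18 and 28. A mislabelled library was tested by the 22 genes other than YAP1 that pass without siYAP 23, over which this library moved by 0.91 in the direction of the other siYAP libraries. A weaker response was tested over the 652 genes of siYAP+TAZ, where siYAP 23 moved by 0.56, against 0.54 for siYAP 18 and 0.57 for siYAP 28. Both values argue against these explanations, and the higher YAP1 RNA of siYAP 23 stays unexplained.
The library siTAZ 24 stood apart on component 3, at 49.0 against 9.04 for siTAZ 19 and 6.76 for siTAZ 29, and in the left-out fits. It moved by 1.58 in the direction of the other siTAZ libraries over the 3 genes other than WWTR1 that pass without it, and by 0.87 over the 67 genes with an adjusted p of at most 0.05, which argues against a mislabelled library. It had the least WWTR1 RNA, and over the 652 genes it moved by 0.71 on average, against 0.55 for siTAZ 19 and 0.60 for siTAZ 29, but with 579 genes in the direction of siYAP+TAZ, against 610 and 561. The mean change of interferon-stimulated genes was 0.078, against 0.25 in siTAZ 19 and in siTAZ 29, and that of hypoxia genes 0.010, against 0.28 and 0.039. A larger mean change over the 652 genes thus did not extend to these lists, and why siTAZ 24 stood apart stays open.
Libraries 26 to 30 lay lowest of their groups on component 2. A trend with GC content and transcript length explained 0.876% of the variance of the difference over genes, which argues against such a trend as the cause. A difference between experiments remains open, as the paper does not say which libraries were made together.
Unintended silencing through the seed of the siRNAs was tested on the 11680 genes with a 3' untranslated region. In siYAP, the 4026 genes with a seed match to the YAP1 pool differed in mean log2 fold change by -0.039 from the others, below all 1000 shuffled seeds (median -0.019). The same matches lay at the 77.4th percentile of the shuffles in siTAZ and the 58.3rd in siYAP+TAZ. In siTAZ, the 3997 genes with a match to the TAZ pool had -0.030 (shuffled median -0.0046), below all shuffled seeds, whereas the same matches lay at percentile 13.1 in siYAP and 3.9 in siYAP+TAZ. These values are consistent with a small seed effect in each single knockdown. For the YAP1 pool it was not seen in siYAP+TAZ, although the same pool was used there.
Genes past the thresholds in siYAP+TAZ and in no single knockdown moved the same way in both single knockdowns for 90% of genes. Sharing the siControl libraries with unchanged single knockdowns gave a median of 51.1%, and the sum of the single changes 91.2% (89.8% to 92.7%). Relative to Control the observed share was 81.6%, above the 64.2% (61.8% to 66.2%) of the sum. For the size of the change, 12.6% of the genes had an unadjusted interaction p under 0.05 against at most 4.79% in simulations of the sum. In the other direction, the slope of siYAP+TAZ on the sum of the single changes, 0.72 relative to siControl, lay below those simulations (0.83 to 0.89). The correlations over all genes did so too, with 0.61 for siYAP (0.67 to 0.69) and 0.57 for siTAZ (0.70 to 0.72). The sum therefore does not give these sizes, and the values do not depart from it in 1 direction only. The simulations of the sum take the observed single changes as true and gave more genes than the libraries. They do not allow for the higher WWTR1 RNA in siYAP+TAZ than in siTAZ.
For the RNA of the proteins that changed in siYAP+TAZ, 94.7% moved in the direction of the protein. This is in line with protein changes driven in large part by their RNA, below the fold threshold for most. Of the 10 splits, 1 gave as many genes in the direction of the protein, with 87 the highest of the others, in which part of the real difference stays. For the invadopodia list, 1 of the 10 splits gave as many genes past the thresholds. As set tests, 4 of the 10 splits gave a p as small for the invadopodia list and 1 of 10 for YAP/TAZ targets, where the lowest camera p of the other splits was 1.3e-05, against 6.9e-10, both before adjustment.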
